# Ghrelin deletion and conditional ghrelin cell ablation increase pancreatic islet size in mice

**DOI:** 10.1172/JCI169349

**Published:** 2023-12-15

**Authors:** Deepali Gupta, Avi W. Burstein, Dana C. Schwalbe, Kripa Shankar, Salil Varshney, Omprakash Singh, Subhojit Paul, Sean B. Ogden, Sherri Osborne-Lawrence, Nathan P. Metzger, Corine P. Richard, John N. Campbell, Jeffrey M. Zigman

**Keywords:** Endocrinology, Metabolism, Beta cells, Islet cells, Obesity

## Abstract

Ghrelin exerts key effects on islet hormone secretion to regulate blood glucose levels. Here, we sought to determine whether ghrelin’s effects on islets extend to the alteration of islet size and β cell mass. We demonstrate that reducing ghrelin — by ghrelin gene knockout (GKO), conditional ghrelin cell ablation, or high-fat diet (HFD) feeding — was associated with increased mean islet size (up to 62%), percentage of large islets (up to 854%), and β cell cross-sectional area (up to 51%). In GKO mice, these effects were more apparent in 10- to 12-week-old mice than in 4-week-old mice. Higher β cell numbers from decreased β cell apoptosis drove the increase in β cell cross-sectional area. Conditional ghrelin cell ablation in adult mice increased the β cell number per islet by 40% within 4 weeks. A negative correlation between islet size and plasma ghrelin in HFD-fed plus chow-fed WT mice, together with even larger islet sizes in HFD-fed GKO mice than in HFD-fed WT mice, suggests that reduced ghrelin was not solely responsible for diet-induced obesity–associated islet enlargement. Single-cell transcriptomics revealed changes in gene expression in several GKO islet cell types, including upregulation of *Manf*, *Dnajc3*, and *Gnas* expression in β cells, which supports decreased β cell apoptosis and/or increased β cell proliferation. These effects of ghrelin reduction on islet morphology might prove useful when designing new therapies for diabetes.

## Introduction

Ghrelin is secreted primarily by gastric ghrelin cells (1). It is mainly via binding to CNS and pituitary growth hormone secretagogue receptors (GHSRs) that ghrelin’s actions to increase GH secretion, food intake, and BW are exerted (1–4). GHSR expression within all 4 traditional pancreatic islet endocrine cell types — including most prominently somatostatin-secreting δ cells, and also glucagon-secreting α cells, insulin-secreting β cells, and pancreatic polypeptide-secreting γ cells — suggests that ghrelin also affects blood glucose levels (5–8). Indeed, ghrelin raises blood glucose levels when administered, permits the normal counterregulatory response to insulin-induced hypoglycemia, and prevents life-threatening drops in blood glucose during severe caloric restriction (9–12). In the latter setting, ghrelin’s glucoregulatory actions are mediated largely by GH (11, 12). In other settings, ghrelin’s glucoregulatory actions probably involve more direct effects on islet hormone secretion, including increased somatostatin secretion, increased glucagon secretion, and/or decreased insulin secretion (6, 13). Ghrelin also decreases islet blood flow, whereas GHSR antagonism does the opposite (14).

It is also possible that ghrelin influences blood glucose levels via additional effects on islets. For instance, ghrelin-secreting ε cells are found in fetal and adult human islets and in mice from embryonic stages until approximately 2 weeks of age (15). Specifically, ε cells are plentiful in fetal human islets (up to ~10%–30% of fetal human islet cells) and fetal mouse islets, although their numbers drop to only the occasional adult human islet cell and are undetectable in mice older than 2 weeks (5, 15–21). The existence of ε cells in embryonic islets and islet GHSR expression, coupled with the finding of increased ghrelin-positive islet cells upon knockout of transcription factors mediating islet endocrine cell-type differentiation (22, 23), suggests roles for ghrelin in islet development and/or islet growth. Hill et al. (23) directly investigated these possibilities by methodically comparing cross-sectional areas of embryonic islets from WT versus ghrelin-knockout (GKO) mice. However, islet area, insulin immunoreactivity (IR), glucagon IR, somatostatin IR, and pancreatic polypeptide IR were unaffected.

At least 9 other studies describe the effects of manipulating ghrelin or GHSR on islet size. Dezaki et al. (24) examined islets from 8-week-old WT and GKO mice and observed no effect of genotype on islet density, numbers, area, or diameter. Kurashina et al. (25) demonstrated equivalent islet areas in WT and GHSR-null mice. Pradhan et al. (26) reported no obvious differences in islet size in adult WT versus GHSR-KO mice, although insulin staining was subjectively denser in GHSR-KO mice. Ma et al. (27) reported that islet area in *ob/ob* (leptin-deficient) mice, which was more than double that in WT mice, was even higher in *ob/ob* mice on a GKO background, but was not greater in *ob/ob* mice on a GHSR-KO background. Also, islets from *ob/ob* mice and *ob/ob* mice on a GHSR-KO background were subjectively more vascularized than were islets from WT mice.

Bando et al. (28) found no genotype-dependent effect on the insulin-positive area/islet in 7-week-old mice with rat insulin II promoter–driven ghrelin and ghrelin-*O*-acyltransferase overexpression. Yet, following streptozotocin (STZ) treatment, which reduces β cell numbers and causes hyperglycemia, transgenic mice exhibited an increase in insulin-positive area/islet and insulin-positive cells/islet compared with WT mice. Granata et al. (29) examined islets from 70-day-old rats injected with buffer versus STZ just after birth, with or without subsequent ghrelin administration. Ghrelin did not affect islet density or area in buffer-treated rats but significantly raised both in STZ-treated rats. In Shankar et al. (10), we observed no subjective differences in shape, size, or patterns of insulin IR or glucagon IR of randomly selected islets from STZ-treated GKO and WT littermates.

Mosa et al. (30) analyzed islets from 7- to 10-week-old nonobese diabetic MKR (muscle IGF-1 receptor-lysine-arginine) mice and WT control mice that received 12 days of GHSR antagonist ([D-Lys3]-GHRP-6) or saline. [D-Lys3]-GHRP-6, which worsened glucose and insulin tolerance in the MKR mice, reduced the insulin IR area/islet, and raised the somatostatin IR area/islet in both MKR and control mice. Baena-Nieto et al. (31) administered ghrelin to BB rats, which represent an autoimmune model of type 1 diabetes mellitus (T1DM). Ghrelin attenuated the decreases in total islet area/total pancreatic area and total number of islets/pancreatic area, reduced mononuclear cell infiltration of islets, and blocked the usual decrease in β cell proliferation observed in vehicle-treated BioBreeding (BB) rats.

Thus, transgenic or pharmacologic maneuvers that reduce ghrelin and/or GHSR signaling either had no effect on islet size, were associated with increased islet size or islet insulin staining, or reduced the insulin IR per islet. Transgenic or pharmacologic methods that raise ghrelin and/or increase GHSR signaling either exerted no effect on islet size and density or increased the insulin IR per islet or islet size and density. These seemingly conflicting findings may have resulted from the varying degrees of scientific rigor utilized (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI169349DS1) and/or variability in the contexts in which those manipulations were made. In the current study, we used a rigorous approach to characterize the effects of lowering ghrelin levels in mice — as achieved by either germline ghrelin deletion or conditional ghrelin cell ablation in adults — on islet morphology. Furthermore, we aimed to determine whether the reduced plasma ghrelin levels induced by chronic high-fat diet (HFD) feeding contributes to the islet enlargement associated with diet-induced obesity.

## Results

### Ghrelin deletion increases islet size in adult mice.

We first studied 10- to 12-week-old GKO mice and WT littermates (adults). Nearly all islets within four 8 μm thick head-to-tail pancreas sections (each section separated from the next by ≥50 μm) from each of 5 mice per genotype were examined by an investigator blinded to the genotype. This amounted to 484 WT and 634 GKO islets (see Table 1 for details). The overall organization of the islet (centrally distributed insulin IR β cells and peripheral glucagon IR α cells; Figure 1A) and consistent pattern of islet distribution throughout the pancreas were similar in WT and GKO mice. However, the mean islet cross-sectional area was approximately 47% higher in GKO mice than in WT mice (Figure 1B). This was driven in GKO mice by increases in the percentage of mid-sized islets (15–20 mm^2^; ~164% increase) and very large islets (>35 mm^2^; ~240% increase) and a decrease in the percentage of the smallest islets (<5 mm^2^; ~10% decrease) (Figure 1C). Mean Ferret’s diameter, which is the longest diameter within an islet and thus serves as another indicator of islet size, was approximately 21% higher in GKO mice (Figure 1D). A strong negative correlation was observed between islet circularity (shape) and islet cross-sectional area, whether islets from both genotypes were grouped together (Figure 1E) or separately (WT: *r* = –0.1984, *P* < 0.0001; GKO: *r* = –0.2623, *P* < 0.0001). Consistent with their greater mean islet size, GKO mice exhibited approximately 10% lower mean circularity (*P* = 0.0542) (Figure 1F). GKO islets exhibited an approximately 45% higher mean β cell cross-sectional area (Figure 1G), which was the result of an approximately 35% increase in the number of β cells per islet (*P* = 0.0737) without effects on mean β cell size (Figure 1, H and I). GKO mice also had an approximately 52% higher α cell cross-sectional area (Figure 1J, *P* = 0.0904). The number of islets (counted per 4 head-to-tail pancreatic sections per mouse) was comparable between genotypes (Figure 1K), as were the pancreatic cross-sectional area and the pancreas weight per BW (Figure 1L and Supplemental Figure 1A).

Consistent with the increased β cell area, pancreatic insulin content was approximately 35% higher in GKO mice (Figure 1M). As previously reported (6, 32), GKO mice exhibited improved glucose tolerance, as indicated by an attenuated rise in blood glucose at 15 minutes and 30 minutes following administration of glucose (2 g/kg BW by gavage), and a corresponding accentuated rise in plasma insulin 15 minutes after gavage (by ~347% in GKO mice vs. ~152% in WT mice) (Figure 1, N and O). BWs, blood glucose levels, and plasma insulin levels of ad libitum–fed WT and GKO mice were similar; plasma ghrelin was undetectable in GKO mice (Supplemental Figure 1, B–E).

### Ghrelin deletion increases islet size in juvenile mice.

We used the above-described methods to analyze islets from 4-week-old WT and GKO littermate mice (juveniles, *n* = 5–6 mice/genotype). We examined a total of 607 WT and 1,115 GKO islets (Table 1). We found that the juvenile mice had a genotype-independent overall structural organization of the islets (Figure 2A) and that the islets were equivalently distributed throughout the pancreas. Mean islet cross-sectional area was approximately 36% higher in GKO mice than in WT mice (Figure 2B). This was driven in GKO mice by an increase in the percentage of very large islets (>15 mm^2^, ~854% increase) and a decrease in the percentage of the smallest islets (<2.5 mm^2^, ~6% decrease) (Figure 2C). Mean Ferret’s diameter was approximately 13% higher in GKO mice (*P* = 0.0899; Figure 2D), but circularity was genotype independent (Figure 2E). GKO islets exhibited an approximately 35% higher mean β cell cross-sectional area (Figure 2F) and an approximately 49% higher α cell cross-sectional area (Figure 2G). The number of islets (within the 4 pancreatic sections) per mouse was comparable between genotypes (Figure 2H). BWs of ad libitum–fed 4-week-old WT and GKO mice were similar (Supplemental Figure 2A).

### Ghrelin deletion does not change islet size in neonates.

We also examined islets from P0–P2 WT and GKO littermate mice (neonates, *n* = 4 mice/genotype). We studied a total of 732 WT and 710 GKO islets (Table 1). Although neonatal islets were less rounded in shape than those from adult and juvenile mice, the same pattern of central insulin IR and peripheral glucagon IR was present (Figure 2I). No significant genotype-dependent differences in islet cross-sectional area or Ferret’s diameter (Figure 2, J–L) were noted. Circularity was approximately 14% higher in GKO mice (Figure 2M). β Cell and α cell cross-sectional areas and number of islets (within the 4 pancreatic sections) per mouse were genotype independent (Figure 2, N–P). BWs of P0–P2 WT and GKO mice were similar (Supplemental Figure 2B).

### Age enhances the effects of ghrelin deletion on islet size.

We reanalyzed the islet, β cell, and α cell cross-sectional areas (Figure 3, A–C) and number of islets per mouse (Figure 3D) for neonates, juveniles, and adults using both genotype and age as factors. We found that both the GKO genotype and higher age independently increased islet, β cell, and α cell cross-sectional areas. For islet cross-sectional area and β cell cross-sectional area, there also was a significant genotype × age interaction, illustrative of a greater effect of ghrelin deletion on increasing islet size and β cell mass in older mice. Further, higher age was associated with a reduction in the number of islets within the 4 pancreatic sections from each mouse, without effects of genotype or genotype × age.

### Conditional ghrelin cell ablation in adult mice increases islet size.

To confirm that the changed islet morphology in GKO mice was not simply a manifestation of a developmental change induced by the germline deletion of the preproghrelin gene, we conditionally ablated ghrelin cells from 6-week-old mice and then examined islets 4 weeks after ablation. This was achieved by administering diphtheria toxin (DTX) to mice harboring a ghrelin-Cre transgene plus a Cre-inducible DTX receptor (iDTR) transgene (33). This strategy was previously shown to reduce plasma ghrelin levels by 50% within 8 hours, 86% within 24 hours, and by up to 95% subsequently; a reduction of greater than 80% was maintained for at least 4 weeks (34). Ghrelin cell ablation was confirmed by histological analysis (Figure 4A), which demonstrated a marked reduction of gastric ghrelin IR in double-transgenic mice that received DTX 4 weeks earlier versus “intact” mice (iDTR carriers lacking ghrelin-Cre that received DTX), and by serological analysis (Figure 4B and Supplemental Figure 3, A and C), which revealed reductions in plasma ghrelin in “ablated” mice (by 93.6% in the fed state 2 weeks after DTX, by 93.1% in the 24-hour-fasted state 3 weeks after DTX, and by 73.4% in the fed state 4 weeks after DTX). Furthermore, as expected (6) in mice with reduced ghrelin, 24-hour-fasted blood glucose levels were reduced, whereas ad libitum–fed blood glucose levels were unchanged in ablated mice (Figure 4C and Supplemental Figure 3, B and D). BWs were unaffected (Supplemental Figure 3E).

We analyzed 2,358 islets from 7 intact mice and 2,716 islets from 8 ablated mice (Table 1). The overall organization of their islets was similar (Figure 4D). Mean islet cross-sectional area and relative islet cross-sectional area/total pancreas area were approximately 52% and approximately 36% higher, respectively, in ablated mice than in intact mice (Figure 4E and Supplemental Figure 4A). This was driven in ablated mice by increases in the percentage of mid-sized islets (10–15 mm^2^, ~64% increase, *P* = 0.0501, and 15–20 mm^2^, ~221% increase) and very large islets (>20 mm^2^, ~107% increase, *P* = 0.0839) and by a decrease in the percentage of the smallest islets (<5 mm^2^, ~5% decrease) (Figure 4F). Mean Ferret’s diameter was approximately 20% higher in ablated mice, while mean circularity was approximately 5% lower (*P* = 0.0900) (Figure 4, G and H). Islets from ablated mice had an approximately 51% higher mean β cell cross-sectional area, an approximately 37% higher relative β cell cross-sectional area per total pancreas area, and an approximately 37% higher β cell mass (*P* = 0.0798) (Figure 4, I–K), which was the result of an approximately 40% increase in the number of β cells per islet without effects on β cell size (Figure 4, L and M).

Changes in β cell apoptosis, changes in β cell proliferation, and islet cell reprogramming have all been identified as potential contributors to increased β cell mass (35–37). Here, we investigated the first 2 of these mechanisms: β cell apoptosis, by determining the expression of cleaved caspase-3 IR within β cells in a subset of the above intact versus ablated mice, and β cell proliferation, by determining the expression of Ki67 IR within β cells in a subset of the above intact versus ablated mice, and by determining BrdU incorporation by β cells within a new cohort of intact versus ablated mice (this time, only 11 days after DTX administration). For the cleaved caspase-3 studies, we analyzed 69–89 islets per mouse (all islets within 1 head-to-tail pancreatic section/mouse, comprising a total of 398 islets; 1,377–2,812 β cells/mouse) from 5 intact mice and 64–113 islets per mouse (all islets within 1 head-to-tail pancreatic section/mouse, comprising a total of 464 islets; 1,781–2,585 β cells/mouse) from 5 ablated mice. The percentage of total β cells that were cleaved caspase-3^+^ was approximately 50.7% lower in the ablated mice than in the intact mice, suggesting reduced β cell apoptosis upon ghrelin reduction (Figure 4, N and O). For the Ki67 studies, we analyzed 152–198 islets per mouse (all islets within 2 head-to-tail pancreatic section/mouse, comprising a total of 863 islets; 3,443–5,632 β cells/mouse) from 5 intact mice and 157–203 islets per mouse (all islets within 2 head-to-tail pancreatic section/mouse, comprising a total of 713 islets; 3,529–5,808 β cells/mouse) from 4 ablated mice. We observed no significant difference in the percentage of total β cells that were Ki67^+^ between the ablated and intact mice, suggesting no detectable effects of reducing ghrelin on β cell proliferation (Supplemental Figure 5, A and B). For the BrdU studies, we analyzed a total of 234–313 islets per mouse (all islets within 2 head-to-tail pancreatic section/mouse, comprising a total of 1,038 islets; 4,759–7,588 β cells/mouse) from 4 intact mice and 199–410 islets per mouse (all islets within 2 head-to-tail pancreatic section/mouse, comprising a total of 817 islets; 5,098–9,473 β cells/mouse) from 3 ablated mice. Similar to the Ki67 findings in islets examined 4 weeks after DTX administration, the percentage of BrdU^+^ β cells was comparable between the ablated and intact mice (Supplemental Figure 5, C and D). Unlike at the 4-week time point, at this time point (11 days after DTX), we observed no differences in β cell number per islet (Supplemental Figure 5E).

Ablation of ghrelin cells did not affect α cell or δ cell cross-sectional areas, islet numbers per mouse (from 4 head-tail pancreas sections), total islet number per total pancreas area from 4 head-tail pancreas sections, or the combined pancreas plus attached spleen weights per BW (Figure 4, P–S, and Supplemental Figure 4B). Mice with ablated ghrelin cells exhibited improved glucose tolerance, as indicated by an attenuated rise in blood glucose at 15 minutes and 30 minutes following administration of glucose (2 g/kg BW by gavage) and a corresponding greater rise in plasma insulin levels 15 minutes after gavage (by ~124% in ablated mice vs. ~79% in intact mice; Figure 4, T and U).

### Ghrelin deletion further increases islet size in mice with diet-induced obesity.

In the setting of diet-induced obesity, plasma ghrelin is low and islet size and β cell mass are elevated (38–44). Several processes contribute to diet-induced, obesity-associated ghrelin reduction, including increased engagement of insulin receptors expressed by ghrelin cells, reduced sensitivity of ghrelin cells to the ghrelin secretagogue norepinephrine, increased activation of ghrelin cell–expressed fatty acid receptors, and/or changed numbers of ghrelin cells (39, 45–48). To investigate the contribution of low ghrelin in mediating the islet morphology response to diet-induced obesity, we placed 4-week-old GKO and WT littermate mice on a 60% HFD for 10 weeks. Although GKO and WT mice gained similar amounts of BW (Supplemental Figure 6A), weekly food intake curves diverged, with GKO mice eating approximately 19% less by week 10 compared with WT mice (Supplemental Figure 6B). GKO and WT mice had similar increases in the percentage of fat mass (Supplemental Figure 6, C and D) and similar decreases in the percentage of lean mass (Supplemental Figure 6, E and F). We confirmed the expected obesity-associated drop in plasma ghrelin in 14-week-old ad libitum–fed mice with diet-induced obesity, which had approximately 38% lower levels than 10- to 12-week-old standard chow–fed WT mice (those mice from Figure 1); ghrelin was undetectable in GKO mice regardless of diet (Figure 5A). Although we did not assess plasma LEAP2 in standard chow-fed mice, the levels of this endogenous GHSR antagonist/GHSR inverse agonist (42, 49), which were similar in HFD-fed GKO and WT mice (Figure 5B), were just as high as previously demonstrated in mice after prolonged HFD exposure (50). We also confirmed the expected obesity-associated rise in plasma insulin levels, which were approximately 257% higher in 14-week-old HFD-fed WT mice than in 10- to 12-week-old standard chow–fed WT mice (Figure 5C). Moreover, this rise in insulin was further enhanced by ghrelin deletion, as indicated by approximately 66% higher levels in HFD-fed GKO mice versus HFD-fed WT littermates (Figure 5C).

We analyzed 3,355 islets from 7 HFD-fed WT mice and 2,745 islets from 5 HFD-fed GKO mice (Table 1). Furthermore, the morphology of these islets was compared with that of the standard chow–fed mice reported in Figure 1. The overall structural organization of the islets and their pancreatic distribution was similar in HFD-fed WT and GKO mice (Figure 5D). A HFD and ghrelin deletion both independently increased the mean islet cross-sectional area (Figure 5E), resulting in HFD-fed GKO mouse islets that were approximately 62% larger than those from standard chow–fed GKO mice and approximately 52% higher than those from HFD-fed WT mice. A HFD and ghrelin deletion both independently increased the relative islet cross-sectional area, resulting in values for HFD-fed GKO mouse islets that were approximately 234% higher than those for standard chow–fed GKO mice and approximately 60% higher than those for HFD-fed WT mice (Supplemental Figure 6G). This effect of ghrelin deletion in HFD-fed mice was driven by increases in the percentage of very large islets (>35 mm^2^, ~85% increase, *P_genotype x islet area_* = 0.0034) (Figure 5F). Ghrelin deletion and diet-induced obesity both independently increased the percentage of those islets that were larger than 35 mm^2^, with the greatest percentage being in the GKO mice with diet-induced obesity (Figure 5G). No significant differences in mean Ferret’s diameter or circularity were noted (Figure 5, H and I). A HFD and ghrelin deletion both independently increased the mean β cell cross-sectional area, resulting in an approximately 53% higher value for HFD-fed GKO mice than for HFD-fed WT mice (Figure 5J). Similarly, the relative β cell cross-sectional area and β cell mass were approximately 61% and approximately 56% higher for HFD-fed GKO mice than for HFD-fed WT mice, respectively (Figure 5, K and L). Although diet-induced obesity reduced the mean α cell cross-sectional area (*P* = 0.0532), we found no effect of ghrelin deletion (Figure 5M). Islet number and total islet number per total pancreas area were markedly higher (by 335%–395% and 96%–105%, respectively) in mice with diet-induced obesity, regardless of genotype (Figure 5, N and O).

### Plasma ghrelin negatively correlates with islet size.

We reanalyzed the mean islet cross-sectional area, β cell cross-sectional area, relative β cell cross-sectional area, and α cell cross-sectional area (Figure 6, A–D) for the HFD-fed and standard chow–fed adult WT mice (from Figure 1, B, G, and J, and Figure 5, E, J, K, and M) by correlating those values with plasma ghrelin levels in ad libitum–fed mice (referred to hereafter as ad libitum–fed plasma ghrelin levels) (Supplemental Figure 1E and Figure 5A). Islet cross-sectional area, β cell cross-sectional area, and relative β cell cross-sectional area, but not α cell cross-sectional area, were each negatively correlated with plasma ghrelin levels. Furthermore, plasma insulin and ghrelin levels were negatively correlated (*P* = 0.0698; Figure 6E). The negative correlations between islet cross-sectional area, β cell cross-sectional area, relative β cell cross-sectional area, and ad libitum–fed plasma ghrelin levels persisted when the data from HFD-fed and standard chow–fed adult GKO mice and the data from mice with intact and ablated ghrelin cells (from Supplemental Figure 3A and Figure 4, E, I, and P) were included alongside those from WT mice (Figure 6, F–H). The inclusion of those additional cohorts did not lead to a correlation between plasma ghrelin and mean α cell cross-sectional area (Figure 6I). The negative correlation between plasma insulin and ghrelin levels persisted when the data from GKO mice fed standard chow or a HFD (from Supplemental Figure 1, D and E and Figure 5, A and C) were included (*P* = 0.0998; Figure 6J).

### Single-cell transcriptomics profiling of GKO islet cells.

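The single-cell RNA-Seq data consist of 1 library of WT islet cells and 1 library of islet cells from GKO (ghrelin-knockout) mice, each made from pooled islets of 4 mice at 8 weeks of age. Single cells were captured in droplets that each carry a barcode, and every captured transcript received a unique molecular identifier (UMI), so that copies made by PCR are counted once. The authors mapped the reads and counted UMIs per gene and barcode with Cell Ranger 5.0.1, and the deposited values are these counts, without normalization. The WT matrix held 158067110 UMIs and a median of 13934 UMIs per barcode, and the GKO matrix held 103511757 UMIs and a median of 10521 UMIs per barcode. The numbers of barcodes and of genes with a UMI equal those the Supplemental Methods give for the Cell Ranger output, so the values precede the removal of ambient RNA with CellBender, and RNA released from broken cells is still in them.
As a check of the sample labels, Ghrl (ENSMUSG00000064177), the gene that encodes ghrelin, had 43634 UMIs in the WT library, or 276 counts per 1000000 UMIs (CPM). The GKO library had 280 Ghrl UMIs, or 2.71 CPM (log2 ratio of GKO to WT −6.67, 95% interval −6.85 to −6.50). Of the WT Ghrl UMIs, 42984 came from 6 barcodes, and of the GKO Ghrl UMIs, 276 came from 1 barcode. The ratio over all barcodes thus rests on few cells, and its interval does not cover which cells were captured. In the cells named β-like below, none of which had more than 3 Ghrl UMIs, the sums were 318 in WT and 1 in GKO. The WT level there, 3.89 CPM, was near the 4.00 CPM of the WT cells named endothelial-like below. These UMIs may therefore be RNA released from the few Ghrl-rich cells, and are not separate evidence.
Levels of expression were compared after UMIs had been summed over the cells of a type in each library and scaled to CPM, and log2 ratios are of GKO to WT. There was no replicate of either genotype, and cells of 1 pool are not replicates, so no test was made for any difference. Intervals are exact 95% intervals, Poisson for sums of UMIs and binomial (Clopper-Pearson) for shares of cells. They cover counting error only, not differences between mice or between islet preparations. No genome build is named for the counts, so genes are given by symbol and Ensembl identifier without coordinates.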

To better understand potential molecular mediators of the increased islet size associated with ghrelin reduction, we undertook a single-cell RNA-Seq analysis of 6,523 and 5,924 islet cells from 8-week-old standard chow–fed WT and GKO littermate mice (*n* = 4 mice/tissue pool; 1 tissue pool/genotype), respectively. 

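Barcodes with fewer than 500 genes or more than 10% mitochondrial UMIs were left out, the limits of the Supplemental Methods. In the WT library 356 barcodes fell below the first limit and 596 lay above the second, and 7100 barcodes were kept. In the GKO library these numbers were 494, 882 and 6346. A doublet score computed as in DoubletFinder marked the 7.6% of barcodes with the highest score in each library as called doublets, 540 in WT and 482 in GKO. The first clustering gave 29 clusters, of which 6 held more than 30% called doublets. A gene was taken as specific to a cluster when at least 25% of its cells had a UMI of the gene and its CPM was at least 2 times that of every other cluster. Of the 6 clusters, 2 had no specific gene and were removed, with 307 WT and 271 GKO cells. The cluster of ductal-like cells held 80 WT and 98 GKO cells, and that of acinar-like cells held 29 and 13. After these steps 6684 WT and 5964 GKO islet cells remained.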

Cells with similar transcriptomes were grouped into 13 distinct cell clusters, although ductal cells (marker = *Krt19*) and acinar cells (marker = *Cpb1*) were removed from further analysis after being deemed likely contaminants from surrounding nonislet pancreatic tissue. 

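The last clustering of the islet cells gave 13 clusters, which received 12 names from marker genes, since 2 clusters were β-like. Each name rested on at least 3 markers of the cell type, the paper's own together with additional ones. Because these genes define the clusters, their levels are not reported as differences between cell types. The 4 endocrine-like types held 5124 WT and 3686 GKO cells. No cluster was named for monocyte-derived macrophages, since each cluster took only the name whose markers scored highest. The R-macrophage-like cluster was led by C1qb, C1qc and Pf4. A B cell-like cluster of 340 cells, led by Jchain and Mzb1, was mixed. Of its cells, 37.6% had a Cd79a UMI, 54.7% had a Cd86 UMI, 44.4% had a Lyz2 UMI and 14.1% had a Ly6c2 UMI. In R-macrophage-like cells the share with a Ly6c2 UMI was 0.448%. The proliferating-like cluster of 209 cells was led by the immune genes Camp and Ngp, and 69.4% of its cells had a Top2a UMI. Of the 47 S100a9+-like cells, 43 came from GKO, so that cluster describes mainly 1 library. The Gpr37l1+ stellate-like cluster of 30 cells was led by the glial gene Fabp7.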

The remaining 11 distinct islet cell clusters included the 4 traditional islet endocrine cell types: α cells (marker = *Gcg,* which encodes glucagon), β cells (markers = *Ins1* and *Ins2,* which encode insulin), γ cells (marker = *Ppy*, which encodes pancreatic polypeptide), and δ cells (marker = *Sst,* which encodes somatostatin), as well as the following 7 nonendocrine cell types: endothelial cells (markers = *Pecam1* and *Plvap*), activated stellate cells (markers = *Pdgfra*, *Sparc,* and *C3*), quiescent stellate cells (markers = *Pdgfrb, Sparc,* and *Rgs5*), Gpr37I1^+^ stellate cells (markers = *Gpr37I1* and *Sparc*), resident (R) macrophage cells (markers = *Cd86* and *Cx3cr1*), monocyte-derived (M) macrophage cells (markers = *Cd86* and *Ly6c2*), and S100a9^+^ cells (marker = *S100a9*) (Figure 7A). Across genotypes, we detected an average ± SD of 3,230 ± 983 genes per cell, based on an average ± SD of 18,252 ± 14,844 unique transcripts captured per cell, although gene and transcript detection varied by cell type (Supplemental Figure 7). 

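The 6684 WT islet cells had 3428 ± 1016 genes and 21792 ± 16828 UMIs per cell (mean ± SD over cells). The 5964 GKO islet cells had 3098 ± 989 genes and 15433 ± 12500.4 UMIs per cell. Over both genotypes these values were 3273 ± 1017 genes and 18793 ± 15277 UMIs. The SD describes the spread between cells, not between replicates. Since deeper cells show more genes, every cell was also thinned at random to 5000 UMIs, which left out 372 WT and 551 GKO cells with fewer UMIs. At this common depth WT cells had 1517 ± 414 genes and GKO cells had 1666 ± 357 genes, so the order of the genotypes differed from that without thinning. These means also reflect the cell types in each library, whose shares differed. Within types, the median number of genes without thinning was 2934 in WT and 2945 in GKO for α-like cells, 3916 and 3977 for β-like cells and 3083 and 2972 for δ-like cells. The median share of mitochondrial UMIs was 2.96% in WT cells and 3.41% in GKO cells.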

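As shares of the islet cells of each library, α-like cells made up 14.8% in WT (95% interval 14.0% to 15.7%) and 21.8% in GKO (20.7% to 22.8%). Activated stellate-like cells rose from 4.50% (4.02% to 5.03%) to 10.5% (9.70% to 11.3%), quiescent stellate-like cells from 3.19% to 7.33% and R-macrophage-like cells from 3.13% to 7.73%. The WT shares of both stellate-like types depended on doublet removal by more than these intervals. With every called doublet removed, activated stellate-like cells made up 0.714% and quiescent stellate-like cells 1.61% in WT, while under all 8 alternatives the GKO shares stayed between 9.87% and 10.6% and between 7.02% and 7.63%. The shares of δ-like cells were 20.6% and 16.3%, and those of proliferating-like cells 2.06% and 1.19%. B cell-like cells made up 2.00% in WT and 3.45% in GKO, but 0.550% and 1.17% with at least 1000 genes per cell. The shares of S100a9+-like cells were 0.0598% and 0.721%. Shares of γ-like cells (9.49% and 9.67%), endothelial-like cells (8.15% and 7.08%) and Gpr37l1+ stellate-like cells (0.239% and 0.235%) had intervals that overlapped between the genotypes. For the other 9 of the 12 cell types, β-like cells among them, the intervals lay apart, with 6 shares higher and 3 lower in GKO. Shares add up to a fixed total, so a lower share of 1 cell type raises the others.

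**Figure D1:**
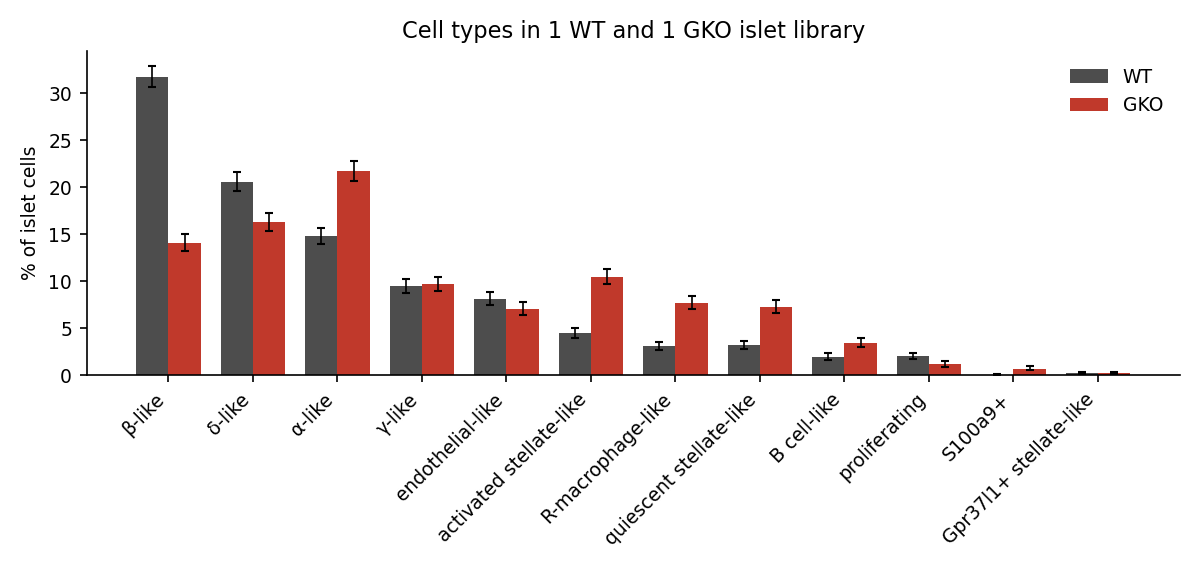
Share of islet cells (%) by cell type in WT and GKO islets. Bars are 1 library each and lines are exact 95% binomial intervals, which cover counting error only. The β-like share is lower and the α-like, activated stellate-like, quiescent stellate-like and R-macrophage-like shares are higher in GKO.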

Genotype-dependent differences in the numbers of cells within each cell cluster were noted for all cell clusters, including β cells (Figure 7, B and C). Regarding the latter, we detected 2,006 β cells from WT islets and 791 β cells from GKO islets, which was the opposite of what we expected, given on the histologic analysis, which had revealed an increase in the mean β cell cross-sectional area and β cell numbers per islet in GKO islets versus WT islets (Figure 1, G and H).

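Here 2123 WT and 840 GKO islet cells were β-like, or 31.8% (95% interval 30.6% to 32.9%) and 14.1% (13.2% to 15.0%) of the islet cells of each library. Among the 4 endocrine-like types alone, β-like cells made up 41.4% (40.1% to 42.8%) in WT and 22.8% (21.4% to 24.2%) in GKO. The choice that moved the GKO share most was the doublet score with a neighborhood size (pK) of 0.01 in both libraries, under which the shares were 29.8% and 12.6%. The share was lower in GKO under all 8 alternative ways of filtering and clustering the cells. Before any filter, insulin transcripts were the most abundant hormone transcripts and at least 10% of all UMIs in 30.4% of WT barcodes and 14.3% of GKO barcodes. In its Discussion, the paper proposes a possible greater fragility of GKO β cells during cell handling, because more GKO than WT cells were submitted to FACS.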

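The spread of change across genes was measured in each cell type without calling genes, as the SD across genes of the log2 ratio. Genes with at least 100 CPM were used, after the sums of every cell type and library had been thinned to 1214578 UMIs so that counting noise was alike (an SD of 0.12 to 0.14). The SD was 0.23 in α-like cells (994 genes), 0.23 in β-like cells (506 genes), 0.22 in δ-like cells (1179 genes) and 0.47 in γ-like cells (720 genes). In γ-like cells most Ghrl UMIs of WT lay in 1 cell, and without Ghrl the SD was 0.23. The interquartile range was 0.28, 0.26, 0.27 and 0.23 in the same order. The alternative that moved these values most was the subtraction of free RNA, which raised the SD in β-like cells to 0.60.
By the rule set for named genes, the largest rises and falls in α-like cells were those of Npas4 (ENSMUSG00000045903; log2 ratio 1.09) and Por (ENSMUSG00000005514; −0.92). They were Pde10a (ENSMUSG00000023868; 0.92) and Mt1 (ENSMUSG00000031765; −1.15) in β-like cells, and the largest rise in γ-like cells was that of Cited2 (ENSMUSG00000039910; 0.81). In δ-like cells they were Npy (ENSMUSG00000029819; 2.99, 95% interval 2.69 to 3.30) and Tiam1 (ENSMUSG00000002489; −1.36). The WT value of Npy was 6.78 CPM and its GKO value was 53.8 CPM. Each of these 7 genes kept its direction in its cell type under all 15 alternatives.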

The 4 cell clusters of endocrine origin represented those with the highest cell populations (Figure 7, A–C) yet were among those with the lowest numbers of differentially expressed genes due to ghrelin deletion per cluster size (Figure 7D and Supplemental Tables 2–5). In contrast, activated stellate cells and endothelial cells contained the highest number of differentially expressed genes per cluster size (Figure 7D and Supplemental Tables 6–12). 

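Across genes, the SD of the log2 ratio was 0.49 in activated stellate-like cells (1311 genes) and 0.35 in endothelial-like cells (1749 genes). The interquartile range was 0.40 in the former. In endothelial-like cells it was 0.28, inside the range of the endocrine-like types, so the larger SD there came from fewer genes with large changes. Outside these types the SD was 0.37 in R-macrophage-like cells, 0.32 in quiescent stellate-like cells and 0.75 in proliferating-like cells, and in B cell-like cells it was 0.61, or 0.49 without Ghrl.
In endothelial-like cells the largest rises were those of H2-Ab1 (ENSMUSG00000073421), from 45.8 to 202 CPM (log2 ratio 2.14, 95% interval 1.91 to 2.37), and Cd74 (ENSMUSG00000024610), from 128 to 559 CPM (2.12, 1.99 to 2.26). Hba-a1 rose by 1.80, and this direction was reversed under 4 of 15 alternatives. The largest falls were those of Reg2 (ENSMUSG00000023140; −3.09), Zbtb16 (ENSMUSG00000066687; −2.46) and Try5 (ENSMUSG00000036938; −2.13). Of 422 GKO endothelial-like cells, 90 had a Cd74 UMI. Try5 and Reg2 fell together with a set of 8 acinar marker transcripts, among them Cpb1, Prss2 and Cela2a, which dropped by 2.16 in sum on the log2 scale.
In activated stellate-like cells Gatm (ENSMUSG00000027199; 2.33), Lbp (ENSMUSG00000016024; 1.80) and Spon2 (ENSMUSG00000037379; 1.78) rose most. Rgcc (ENSMUSG00000022018; −2.87), Cxcl2 (ENSMUSG00000058427; −2.73) and Clu (ENSMUSG00000022037; −2.54) fell most, but with every called doublet removed Cxcl2 and Clu rose, by 0.57 and 0.12. Hormone transcripts made up 14.7% of the UMIs of activated stellate-like cells in WT and 6.36% in GKO, and the top 10% of these cells held 92.1% and 93.2% of the hormone UMIs.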

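Directions were compared for the genes in Supplemental Tables 2 to 8 and 10, which list 630 pairs of gene and cell type, 222 higher and 408 lower in GKO by the paper's values. The log2 ratio of CPM had the paper's sign for 627 of these. The exceptions were Ppy in endothelial-like cells, Gm42418 in activated stellate-like cells and Ccl2 in R-macrophage-like cells. The lists were chosen by the paper from the same libraries, so this tally is not independent evidence. Among all genes with at least 100 CPM, called changed or not, the share with a log2 ratio above 0 was 68.2% in β-like cells, 54.5% in α-like cells, 53.6% in γ-like cells and 53.9% in δ-like cells. It was 71.9% in activated stellate-like cells and 39.1% in B cell-like cells, the 1 cell type of 10 below 50%. This share depends on the scaling. With TMM scaling the log2 ratios shifted down by 0.12 in β-like cells, 0.11 in activated stellate-like cells, 0.11 in R-macrophage-like cells and 0.27 in proliferating-like cells. Elsewhere they shifted by less than 0.1, up in B cell-like and quiescent stellate-like cells and down in the others. With the hormone genes left out of the total, 54.2% of the genes in β-like cells lay above 0. With that total the share was 55.2% in activated stellate-like cells, 52.8% in R-macrophage-like cells (from 68.2%) and 51.6% in proliferating-like cells (from 82.0%). In α-like cells it was higher than before, at 56.3%.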

In most clusters, ghrelin deletion was associated with more downregulated than upregulated gene expression (Figure 7E). An analysis of gene ontology (GO) terms among the differentially expressed genes showed that “cytoplasmic translation” genes were overrepresented in all cell types, suggesting that ghrelin deletion generally alters the translational capacity of islet cells; several other biological processes were also highlighted by this strategy (Supplemental Figure 8). 

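Expression of 87 genes for cytosolic ribosomal proteins was followed as a list fixed by gene symbol. Its median log2 ratio lay between −0.18 (endothelial-like and quiescent stellate-like cells) and 0.11 (R-macrophage-like cells), below 0 in 7 of the 10 cell types with at least 50 cells in each library. In endothelial-like cells 77 of the 84 genes with enough UMIs were lower in GKO. The list was compared with 10000 random lists of genes of similar mean expression. It lay below nearly all of them (percentiles 0 to 0.13) in 9 cell types, α-like cells (median −0.16), γ-like cells (−0.12) and δ-like cells (−0.036) among them, and at percentile 41.8 in R-macrophage-like cells. In β-like cells the median was 0.018 against 0.14 for the random lists, and it fell below 0 with TMM scaling (−0.098). The median in proliferating-like cells, 0.079, also fell below 0 with TMM scaling (−0.19). The alternative that moved the distance to the random lists most was the absence of doublet removal in B cell-like cells, where it rose from −0.20 to 0.050. Ribosomal protein transcripts made up 12.8% of the UMIs of α-like cells in WT and 11.2% in GKO. Length also marks these genes. In all 10 cell types, genes outside the list with transcripts of up to 600 nucleotides lay below genes with transcripts of at least 1500 nucleotides and the same expression. From the overrepresentation of these genes among those it lists, the paper proposes that ghrelin deletion generally alters the translational capacity of islet cells.

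**Figure D2:**
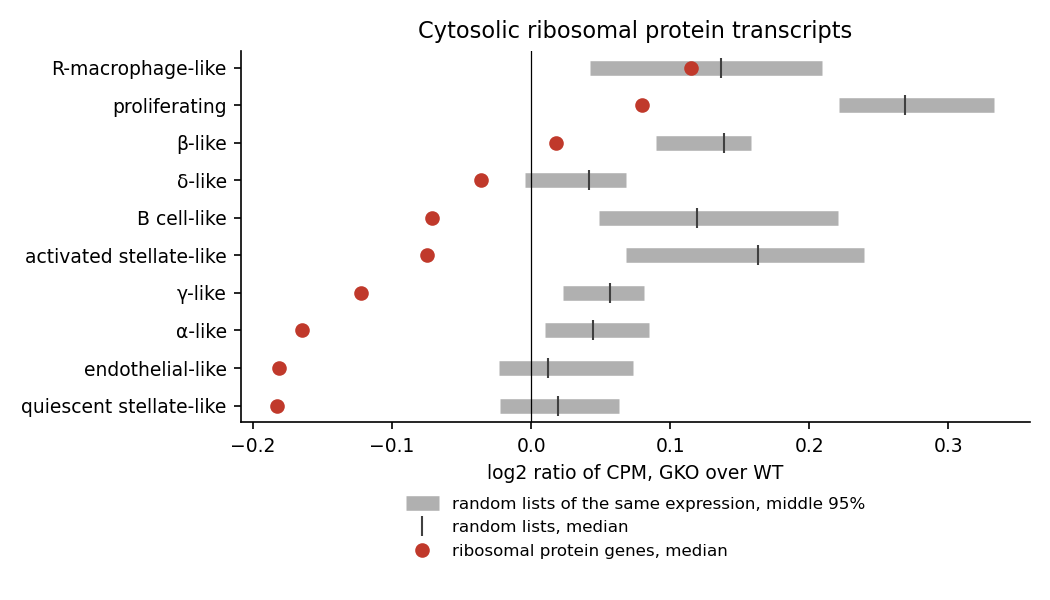
Median log2 ratio (GKO to WT) of the list of ribosomal protein genes in each of 10 cell types, beside the median and the central 95% of random lists of the same expression. The list lies below the random lists in 9 cell types and among them in R-macrophage-like cells; its median changes sign with TMM scaling in β-like and proliferating-like cells.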

Within β cells, *Manf*, which encodes mesencephalic astrocyte–derived neurotrophic factor, *Dnajc3*, which encodes DnaJ heat shock protein family 40 member C3, *Calm1*, which encodes calmodulin 1, *mt-Nd2*, which encodes the mitochondrially encoded NADH dehydrogenase 2, and *Gnas*, which encodes G-protein α-stimulatory subunit, were among the most highly upregulated genes (Figure 7, F and G). 

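In β-like cells Manf (ENSMUSG00000032575) rose from 439 to 553 CPM, a log2 ratio of 0.33 (95% interval 0.31 to 0.36). The level of Dnajc3 (ENSMUSG00000022136) was 291 CPM in WT and 384 CPM in GKO (0.40, 0.36 to 0.43). Gnas (ENSMUSG00000027523) rose from 691 to 896 CPM (0.38, 0.35 to 0.40). The values of mt-Nd2 (ENSMUSG00000064345) were 1329 and 1638 CPM (0.30, 0.29 to 0.32). These sums rest on at least 23829 UMIs per gene in WT and 11744 in GKO. TMM scaling moved most of these values further than any other choice, to 0.22 for Manf, 0.28 for Dnajc3 and 0.19 for mt-Nd2, and the lowest value for Gnas was 0.25. Over the 12325 genes with enough UMIs in β-like cells, the median log2 ratio was 0.10. The rise of mt-Nd2 was not shared by every mitochondrial gene. Among the 13 protein-coding ones, mt-Nd3, with an annotated length of 348 nucleotides, fell by 0.52 in β-like cells.

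**Figure D3:**
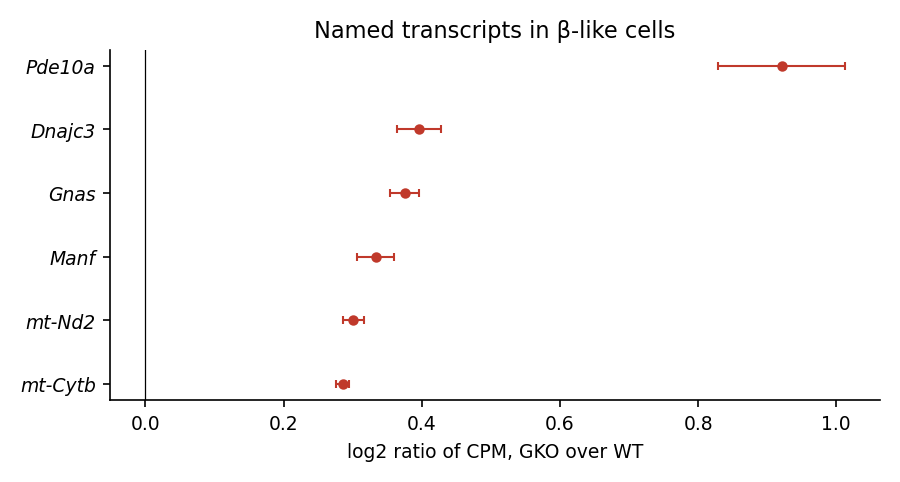
Log2 ratio (GKO to WT) in β-like cells of genes that the Results name. Points are ratios of summed UMIs and lines are exact 95% intervals for counting error only. The 6 genes plotted lie above 0, between 0.29 (mt-Cytb) and 0.92 (Pde10a).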

The most downregulated β cell genes included several encoding proteins that govern ribosomal function, many of which were also downregulated in other cell clusters (Figure 7, F and H, and Supplemental Tables 2–8, 10, and 11). 

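The 10 ribosomal protein genes of Figure 7H all had lower CPM in GKO β-like cells, with log2 ratios from −0.58 for Rpl37a (ENSMUSG00000046330; 862 and 576 CPM, 95% interval −0.61 to −0.56) to −0.44 for Rpl39 (ENSMUSG00000079641; 460.5 and 339 CPM). Across the genes of the whole list in β-like cells, the log2 ratio rose with transcript length (Spearman's rho 0.523, across genes, which are not independent replicates). Over the 8 tables, 168 of the 170 ribosomal protein entries were lower in GKO by CPM, the other 2 being in R-macrophage-like cells. The largest falls in Supplemental Table 3 other than Rpl37a were those of Mt1 (ENSMUSG00000031765), from 262 to 118 CPM (−1.15, −1.20 to −1.10), and Rgs2 (ENSMUSG00000026360), from 396 to 242 CPM (−0.71, −0.75 to −0.68). Of its largest rises, Txnip (ENSMUSG00000038393) rose from 150.5 to 219 CPM (0.54, 0.50 to 0.59). Gcg (ENSMUSG00000000394) rose from 4025 to 4999 CPM in β-like cells (0.31, 0.30 to 0.32). In each library 2% of the cells held 53.2% (WT) and 48.7% (GKO) of these UMIs. Without these cells the ratio was 0.44 (0.43 to 0.45). With every called doublet removed the Gcg ratio was reversed, to −0.76.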

Ghrelin deletion did not change the expression of the genes encoding the 4 main islet hormones within the cell clusters that they define (Figure 8A), nor did it alter islet *Ghsr* expression (Figure 8B).

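For these values the cells were clustered with Gcg, Ins1, Ins2, Ppy, Pyy, Sst and Iapp left out, since a gene that defines a cluster cannot be measured in it. The log2 ratio of Gcg in α-like cells was 0.082 (253063 and 267913 CPM). In β-like cells that of Ins1 (ENSMUSG00000035804) was −0.10 (169425 and 158015 CPM) and that of Ins2 (ENSMUSG00000000215) −0.048. The ratio was −0.029 for Ppy (ENSMUSG00000017316) in γ-like cells and 0.0058 for Sst (ENSMUSG00000004366) in δ-like cells. In percent of the WT value, the changes lay between −6.73% (Ins1) and 5.87% (Gcg). Each hormone was a large part of the total it was scaled to, which draws its ratio toward 0. TMM scaling and a total without hormone genes were not applied to these values. In β-like cells TMM scaling shifted log2 ratios down by 0.12, so the falls of Ins1 and Ins2 may be understated. With at least 1862474 UMIs per gene and library the counting intervals exclude 0, but differences between 2 pools of mice can be larger than counting error and were not measured. The subtraction of free RNA moved the ratio of Gcg most, to 0.027, and reversed that of Sst, to −0.039. In δ-like cells Ghsr (ENSMUSG00000051136), which encodes the ghrelin receptor, had a log2 ratio of 0.31 (0.10 to 0.53) from 418 WT and 331 GKO UMIs. A Ghsr UMI was found in 23.7% (21.5% to 26.1%) of WT and 27.0% (24.2% to 29.9%) of GKO δ-like cells, at median depths of 10860.0 and 9960.0 UMIs. After thinning to 5000 UMIs the shares were 11.2% (9.55% to 13.0%) of 1351 WT cells and 13.5% (11.4% to 15.8%) of 958 GKO cells, with 26 and 13 cells left out. At both depths the intervals of the genotypes overlapped, although each share lay outside the interval of the other genotype. In endothelial-like cells, as background, the unthinned shares were 0.367% of WT cells and 0 of 422 GKO cells (median depths 6884 and 7307 UMIs), the latter allowing up to 0.711%.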

We also focused on differential gene expression within δ cells, in which islet *Ghsr* expression is highest (5, 7, 8) (Figure 8B). 

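Ghsr reached 26.2 CPM (95% interval 23.8 to 28.9) in WT and 32.6 CPM (29.2 to 36.3) in GKO δ-like cells. In no other cell type with at least 50 cells in each library did it exceed 3.56 CPM, the value in GKO proliferating-like cells, which rests on 7 UMIs. In β-like cells it was 0.783 CPM in WT and 1.44 CPM in GKO, from 64 and 44 UMIs (log2 ratio 0.88, 0.29 to 1.45). Fewer than 12 Ghsr UMIs per library were found in each of the remaining cell types, too few to compare the genotypes. Of these, endothelial-like cells, as background, had 0.445 CPM in WT (0.0538 to 1.61) and 0 CPM in GKO (up to 1.08). These intervals overlapped those of β-like cells, so Ghsr in β-like cells was not told apart from background.

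**Figure D4:**
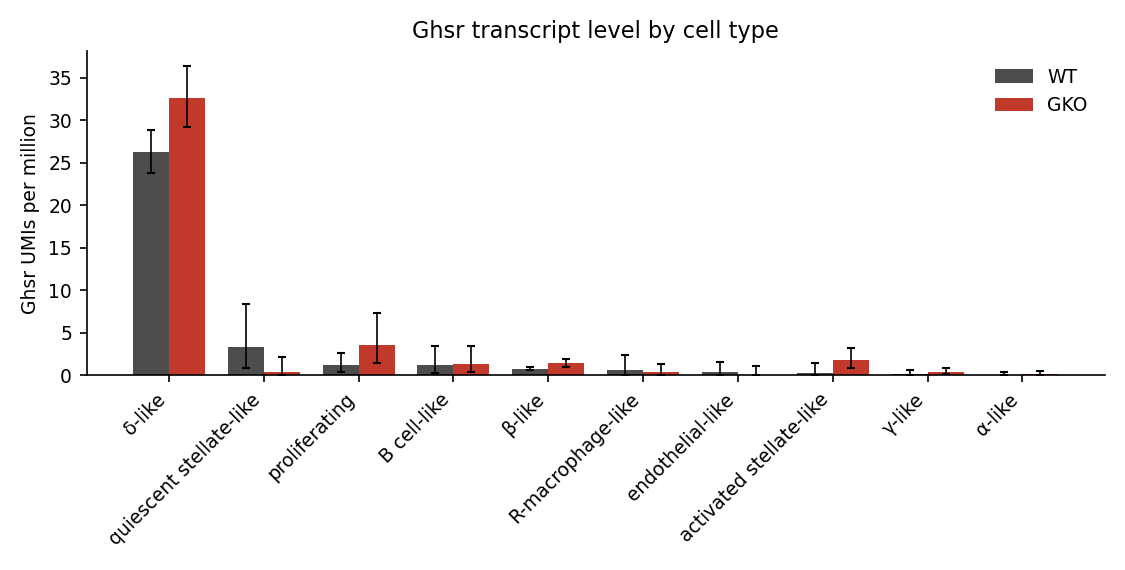
Ghsr level (CPM) by cell type in WT and GKO islets. Bars are 1 library each and lines are exact 95% Poisson intervals. δ-like cells have the highest level in both genotypes.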

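Among δ-like cells, 1377 in WT and 971 in GKO, Resp18 (ENSMUSG00000033061) had 3943 CPM in WT and 4824 CPM in GKO (log2 ratio 0.29, 95% interval 0.27 to 0.31). Ptn (ENSMUSG00000029838) rose from 42.5 to 86.2 CPM (1.02, 0.87 to 1.17), and Arg1 (ENSMUSG00000019987) from 372 to 616 CPM (0.73, 0.68 to 0.78). Under the 15 alternatives Resp18 stayed between 0.25 and 0.31, Ptn between 0.88 and 1.04, and Arg1 between 0.69 and 0.74. A Ptn UMI was found in 25.8% of WT and 38.6% of GKO δ-like cells, and after thinning to a common depth in 15.8% and 26.4%. In endothelial-like cells, as background, the unthinned Ptn shares were 1.28% and 1.42%. The share of δ-like cells with an Arg1 UMI was 93.2% (91.8% to 94.5%) in WT and 98.2% (97.2% to 99.0%) in GKO. Thinned, it was 79.8% (77.6% to 81.9%) and 91.6% (89.7% to 93.3%).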

*Resp18*, which encodes regulated endocrine-specific protein 18, *Ptn,* which encodes pleiotrophin, and *Arg1*, which encodes arginase 1, were among the most highly upregulated genes in this cluster (Figure 8C). *Arg1* was also highly upregulated in α cells (Figure 8C). 

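In α-like cells Arg1 rose from 53.6 CPM (685 UMIs in 990 WT cells) to 93.2 CPM (1498 UMIs in 1298 GKO cells), a log2 ratio of 0.80 (95% interval 0.67 to 0.93). The share of α-like cells with an Arg1 UMI was 38.5% (35.4% to 41.6%) in WT and 55.5% (52.8% to 58.3%) in GKO, at median depths of 11789 and 11580.0 UMIs per cell. After thinning, which left out 11 WT and 15 GKO cells, it was 21.3% (18.8% to 24.1%) and 34.6% (32.0% to 37.3%). As background, 1.47% of WT and 0.474% of GKO endothelial-like cells had an Arg1 UMI, at lower median depths; thinned, these shares were 1.48% and 0.323%. Arg1 was also higher in GKO β-like cells, at 14.8 and 26.5 CPM (0.84, 0.71 to 0.97).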

Dual-label ISH histochemistry (*n* = 4 mice/genotype) confirmed the high coexpression of *Arg1* and *Sst* and upregulated *Arg1* expression in GKO islets (Figure 8D). Additionally, *Pde10a*, which encodes phosphodiesterase 10A, and *mt-Cytb*, which encodes mitochondrially encoded cytochrome B, were highly upregulated in δ cells as well as in α cells and β cells (*Pde10a*) and in β cells and γ cells (*mt-Cytb*) (Figure 8, E and F).

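The log2 ratio of Pde10a (ENSMUSG00000023868) was 0.45 (95% interval 0.36 to 0.54) in δ-like cells, from 131 to 179 CPM. In α-like cells it was 0.61 (0.51 to 0.71), from 98.1 to 150.1 CPM, and in β-like cells 0.92 (0.83 to 1.01), from 28.7 to 54.3 CPM. A Pde10a UMI was found in 54.1% of WT and 66.2% of GKO α-like cells, in 47.9% and 62.0% of β-like cells, and in 58.1% and 66.1% of δ-like cells. After thinning the shares were 31.8% and 44.7%, 12.6% and 19.7%, and 38.0% and 48.0%. As background, 11.2% of WT and 13.3% of GKO endothelial-like cells had a Pde10a UMI, and 6.40% and 9.35% of them after thinning. Transcripts of mt-Cytb (ENSMUSG00000064370) rose from 3508 to 4304 CPM in δ-like cells (0.29, 0.28 to 0.31), from 3853 to 4695 CPM in β-like cells (0.29, 0.28 to 0.29) and from 2778 to 3423 CPM in γ-like cells (0.30, 0.28 to 0.32). Its lowest values were 0.26, 0.17 and 0.24 in the same order, each with TMM scaling. The rise was not shared by mt-Nd3, which fell by 0.79 in δ-like cells and by 0.42 in γ-like cells.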

## Discussion

We demonstrate that in mice, reduced ghrelin — whether by germline genetic deletion of the gene encoding ghrelin, conditional ablation of ghrelin cells in adult mice, or physiological ablation as a result of diet-induced obesity — is associated with increases in mean islet size, percentage of very large islets, and β cell cross-sectional area. In GKO mice, these effects were observed at 4 weeks of age, but not at P0-P2, and became more pronounced at 10–12 weeks of age. Although only assessed in adult mice, the increased β cell cross-sectional area in GKO mice and in mice with ablated ghrelin cells resulted from increased numbers, but not increased sizes, of β cells. We identified reduced β cell apoptosis, but not increased β cell proliferation, as a likely mechanism for the increased β cell numbers in the conditional ghrelin cell ablation model. GKO juveniles and adults also had an increase in α cell cross-sectional area.

To our knowledge, ghrelin deletion alone has not been shown to increase islet size or β cell mass. Only when ghrelin deletion was combined with leptin deficiency was the mean islet area increased over that induced by leptin deficiency alone (27). Another highly rigorous study demonstrated no change in islet size at embryonic stages in GKO mice (23), which likely explains our observations of normal-sized islets in P0–P2 GKO mice. However, the exact reasons for the apparent discrepancies between our results and those of other studies, which reported either no effects of ghrelin or GHSR deletion on islet size in adult WT and/or leptin-deficient mice, reduced insulin IR area per islet as a result of pharmacologic GHSR antagonism, or an attenuated decrease in total islet area per total pancreatic area and in β cell proliferation as a result of ghrelin administration to BB rats are unclear (10, 24–31). We can only surmise that differences in the rigor or methodology used to assess islet morphology and differences in the metabolic settings to which the mice were exposed might be contributing factors.

It is notable that the observed effects of reducing ghrelin on islet size and β cell mass were observed not only in juvenile and adult mice upon germline deletion of the ghrelin gene but also upon conditional ablation of ghrelin cells in adult mice, with its resulting marked and rapid decline in plasma ghrelin levels. Thus, it appears that the absence of ghrelin at some critical early developmental stage of the mice was not required for the increased islet size observed in adulthood. Rather, inducing a reduction in ghrelin in older mice (here, at 6 weeks of age) also resulted in enlarged islets and β cell mass.

Such a relatively marked and rapid effect of conditional ghrelin reduction could potentially be harnessed to increase β cell mass as a treatment for T1DM. One could envision a therapeutic strategy whereby neutralizing ghrelin, such as has already been achieved using an anti-ghrelin RNA spiegelmer (51), or decreasing GHSR signaling in other ways (52) could be used to increase β cell numbers within donor islets, optimize the proliferation of cultured β cell lines, and/or favor the expansion of β cells within islet organoids (pseudoislets) (53, 54) prior to or following β cell transplantation. Decreasing GHSR signaling in patients who have undergone islet cell transplantation would, presumably, also favorably affect glycemic control in other ways, for instance, by enhancing insulin sensitivity, directly and indirectly promoting insulin secretion, and increasing islet vascularity, all of which have previously been documented (6, 9, 14). It remains to be seen whether islets or β cells from low-ghrelin environments would also exhibit improved survival following transplantation, as has been shown, for instance, with enlarged islets from transgenic mice that overexpress hepatocyte growth factor in β cells (55).

Additionally, neutralizing ghrelin might show efficacy as a T1DM prevention strategy and in the management of T2DM. For instance, in the nonobese diabetic (NOD) mouse model, enhancing β cell proliferation prior to islet infiltration by immune cells alters the immunogenic identity of β cells, protecting the mice from developing T1DM (56). One wonders if enhancing β cell numbers by neutralizing ghrelin would have the same effect as genetically deleting hepatic insulin receptors, as was done in the latter study (56). Also, during the pathogenesis of T2DM, longstanding insulin resistance causes β cells to become dysfunctional and/or dormant, eventually leading to the deterioration of glycemic control (57). This results, at least in part, from inactivation of key β cell transcriptional complexes (57). Neutralizing ghrelin could conceivably serve as a novel means to replenish β cells in patients with T2DM.

Another relevant discussion topic is the potential contribution of lowered ghrelin to the increase in islet size in diet-induced obesity. As expected (38, 42–44), we observed reduced plasma ghrelin levels in WT mice that developed diet-induced obesity. Furthermore, we showed a negative correlation between islet cross-sectional area or β cell cross-sectional area and plasma ghrelin levels when the data from HFD-fed and standard chow–fed WT mice were pooled. That said, HFD-fed GKO mice also developed increased islet sizes, such that their mean islet cross-sectional area and their percentage of very large islets were even greater than those observed in HFD-fed WT mice. Thus, although the correlation data coupled with the GKO and ghrelin cell ablation data suggest that the reduced ghrelin in diet-induced obesity contributed to islet enlargement, the presence of larger islets in HFD-fed GKO mice suggests that diet-induced obesity–associated islet enlargement was not solely mediated by reduced ghrelin. Rather, other factors must have been at play to allow GKO mice to have an increase in islet size when fed a HFD. A previous study suggested that, in the setting of diet-induced obesity, as well as during pregnancy and in *db/db* mice (which lack functional leptin receptors), downregulated expression of the islet microRNA miR-338-3p contributes to increased islet size (41). These factors might involve changes to GHSR signaling present in the setting of diet-induced obesity besides reductions in circulating ghrelin. For instance, in diet-induced obesity, not only is ghrelin reduced, but LEAP2 is elevated (42, 50, 52). Here, we demonstrated equivalent plasma LEAP2 levels in HFD-fed WT and GKO mice; these levels were higher than those observed in standard chow–fed WT mice (50). This elevated LEAP2 could reduce GHSR signaling even further than that associated with ghrelin deletion alone, thereby potentially contributing to the large-sized islets seen in HFD-fed GKO mice.

Finally, the transcriptomics data reveal clues regarding potential mechanisms by which ghrelin reduction increases islet size. The first clue can be found in those genes with the most upregulated expression in β cells as a result of ghrelin deletion. Involvement of those genes makes sense, given the increased β cell cross-sectional area and β cell numbers observed histologically in GKO mice and mice with ablation of ghrelin cells. Indeed, reducing ghrelin may directly affect β cells, given the fact that they express GHSR (5) (Figure 7J). *Manf* is of interest because its gene product is known to protect β cells from hyperglycemia-induced ER stress and to activate the unfolded protein response, which in turn helps minimize β cell apoptosis and promotes β cell proliferation (58). *Manf* is required for postnatal expansion of β cell mass and for β cell maintenance in adult mice, whereas its deletion from adult β cells in mice reduces β cell mass as a result of increased β cell apoptosis and decreased β cell proliferation, leading to diabetes (58). *Dnajc3* is of interest because its gene product plays a protective role in the ER stress response, its deletion in mice increases β cell apoptosis and reduces β cell numbers leading to hypoinsulinemia and hyperglycemia, and its loss of function in humans leads to a syndrome which includes juvenile-onset diabetes (59, 60). *Calm1*, *Pde10a*, and *Gnas* are of interest because their gene products serve as important intracellular signaling molecules. Genetic deletion of *Gnas* in β cells reduces both the expression of key β cell identity and maturation genes in postnatal β cells and β cell mass, the latter resulting from decreased β cell proliferation without changes in β cell apoptosis (61). Although we did not identify increased β cell proliferation following ghrelin cell ablation, we are mindful that the experimental time points used here to detect proliferation changes may have been suboptimal. Specifically, while the reduction of plasma ghrelin in our ghrelin cell ablation model was near-maximal 24 hours after DTX administration (34), we examined BrdU incorporation at a time prior to detectable increases in β cell numbers (11 days following DTX), and we examined Ki67 IR 4 weeks after DTX. Thus, we may have missed the window during which we could have best captured increased β cell proliferation, if present. Nonetheless, as some of the transcriptomics data predict, we observed decreased β cell apoptosis in islets following ghrelin cell ablation. Finally, *mt-Nd2* and *mt-Cytb* are of interest because they encode key components of mitochondrial respiration. A SNP in *mt-Nd2* has been associated with autoimmune β cell death in NOD mice and humans (62).

A second clue can be found embedded in those genes with the most upregulated expression in δ cells as a result of ghrelin deletion, especially given the high *Ghsr* expression within δ cells in both mice and humans (Figure 7J), the ghrelin’s known actions of direct stimulation of somatostatin release from δ cells, and somatostatin’s known actions of restricting β cell proliferation (5, 7, 8, 63). The *Resp18* gene product is of interest because of its high expression within several peptide-producing neuroendocrine cell types and its potential role in hormone release, as suggested by its localization to the ER lumen and within secretory granules of various islet and other neuroendocrine cell types (64, 65). Resp18 is upregulated in islets by exposure to high glucose and in islets of diabetic NOD mice, and it shares a partial sequence homology with IA-2, which is a dense-core secretory vesicle protein that helps facilitate insulin secretion (64). The *Ptn* gene product pleiotrophin is a secreted heparin-binding cytokine that is of interest because of its capacity to promote angiogenesis, act as a protooncogene, stimulate cell differentiation, and induce proliferation of several cell types, including β cell–derived cell lines (66, 67). Intense pleiotrophin expression is observed during β cell regeneration following STZ-induced β cell depletion in mice (67). *Arg1* is of interest because of the actions of its gene product to convert arginine to ornithine, which subsequently is transformed to the cell proliferation–promoting and cell differentiation–promoting polyamines putrescine, spermidine, and spermine (68, 69). In turn, an aminobutyl group on spermidine is used by the enzyme deoxyhypusine synthase to modify and thereby activate eukaryotic translation initiation factor 5A (eIF5A), which is essential for translation of mRNAs encoding proteins with proline repeats, many of which regulate fundamental aspects of growth and development (68, 69). In mice, β cell–selective deletion of deoxyhypusine synthase, which is normally present in higher amounts in HFD-fed WT mice, attenuates HFD-induced β cell proliferation, resulting in smaller islets and the development of diabetes (70). Inhibiting conversion of ornithine to polyamines has a similar effect to stunt β cell proliferation in HFD-fed WT mice (70). It is as yet uncertain whether an increased supply of polyamines, as was predicted here in GKO δ cells and α cells due to *Arg1* upregulation, might find their way to neighboring β cells, where they could stimulate eIF5A-dependent cell-proliferative responses.

We encourage future studies that take advantage of these transcriptomics data to define the molecular mechanisms by which reducing ghrelin decreases β cell apoptosis and increases islet size and that identify the specific organ(s) and cell types directly engaged by ghrelin to affect these phenomena. Also, we encourage future studies that confirm the translatability of these findings to human islets, which have many similarities to mouse islets, but differences as well (71), including the disappearance of ghrelin-producing ε cells from adult mouse islets versus their persistence (albeit at a much lower occupancy than in the fetal period) in human islets (18–21). Indeed, we wonder if reducing ghrelin in adult islets would have an even more profound effect on islet size in humans than in mice, given the usual persistence of a local source of ghrelin production in adult human islets.

Although the histologic evidence for increased mean β cell cross-sectional area and β cell numbers in GKO mice is clear, β cells comprised a smaller proportion of the total population of WT and GKO mouse islet cells analyzed by single-cell RNA-Seq. This is despite the fact that a larger number of GKO mouse islet cells were submitted for FACS than were WT mouse islet cells in the step prior to transcriptomics analysis, suggesting a possible greater fragility of GKO β cells during cell handling. We must take into account that these differential gene expression data from β cells reflect those β cells that survived the FACS. Also of note, our single-cell RNA-Seq analysis included 12,447 islet cells from pooled samples obtained from 4 WT and 4 GKO mice, which is similar to the number of pancreatic islet cells in some atlases (72, 73) but less than in others (74, 75). Our study was sufficiently powered to detect the major islet cell types and their top differentially expressed genes but not for comprehensive characterization of all islet cell types and genes. Further work is needed, for instance, to define how ghrelin gene deletion affected the rare cell types in our data set (S100a9^+^ cells and Gpr37l1^+^ stellate cells) and to detect genes more subtly changed by reducing ghrelin levels in the major cell types. Another limitation of our study is that the lack of biological replicates precluded pseudobulk analysis, which was recently recommended for detecting differentially expressed genes in single-cell RNA-Seq data (76). Furthermore, conventional methods for analyzing differential expression in single-cell RNA-Seq data, such as the Wilcoxon rank-sum test used here, have a high FDR. Thus, to increase rigor, we used 2 different statistical tests for differential expression: the Wilcoxon test and the model-based analysis of single-cell transcriptomics (MAST) test (77), and report only genes that differed to a statistically significant extent in both tests.

In summary, we demonstrate that reducing ghrelin in mice — as achieved by germline ghrelin deletion or conditional ghrelin cell ablation in adults — alone increased islet size and β cell numbers, at least in part due to decreased β cell apoptosis. Our data also suggest that physiological reduction of ghrelin via chronic HFD feeding contributed to diet-induced obesity–associated islet enlargement. Additionally, transcriptomics analysis identified several potential mediators of these islet morphologic effects of ghrelin deletion. Further study of these effects of ghrelin reduction on islet morphology, which the ghrelin cell ablation studies suggest can be rather rapidly and markedly induced in adults, might prove useful in the design of new therapeutic approaches to T1DM and T2DM.

## Methods

### Mouse studies.

Except as noted, mice had ad libitum access to standard chow diet (2916 Teklad Global 16% Protein Rodent Diet, Envigo) and water and were group housed (for histological studies) or individually housed (beginning 1 week prior to physiological studies) at room temperature (21.5°C–22.5°C) in a 12-hour light/12-hour dark cycle. GKO and WT littermate mice were generated by crossing GKO (line GKO1) heterozygotes on a C57BL/6N background, as previously reported (9, 10, 78). Additional details are provided in Supplemental Methods.

### Effects of diet-induced obesity.

Individually house mice were provided ad libitum access to a 60% HFD (D12492, Research Diets) for 10 weeks beginning at 4 weeks of age. BW was measured biweekly, and body composition was measured 1 day before and 10 weeks after starting the HFD using an EchoMRI-100 apparatus (EchoMRI). One day after the final body composition measurement, blood was collected from nicked tails for hormone analysis, and mice were perfused (see Supplemental Methods for details on perfusion and tissue processing).

### Immunohistochemistry.

Immunohistochemical analysis was performed as described previously (5, 79) (see Supplemental Methods for details).

### Islet morphology.

All islets within a series of four 8 μm thick head-to-tail pancreas sections, separated from each other by at least 50 μm, were studied by first imaging each section in its entirety using the ×20 objective of a Zeiss Axio Scan.Z1 Slide Scanner coupled with Zen Lite 2.3 (Zeiss Research Microscopy) and then by extracting individual 8-bit RGB images of each islet. These images were processed and islet morphology was characterized by an investigator blinded to genotype and treatment. Islets were defined by the presence of at least 1 insulin IR, DAPI-stained cell, as previously suggested (80, 81), and as having a cross-sectional area greater than 50 μm^2^. Regions containing insulin IR without DAPI staining were excluded from analysis, as were regions containing only glucagon IR or somatostatin IR with or without DAPI staining and potential islets localized to the nonfocal plane (which appeared blurred). Regions with a few closely approximated but not contiguous clusters of 1 or a few insulin IR DAPI-stained cells were difficult to assign as either a single islet or a group of tiny islets, and were thus excluded from analysis. Images with a suboptimal signal/noise ratio were run through a newly-designed Python program (Supplemental Methods and Supplemental Table 13) to re-scale the brightness of the pixels in the image. Afterwards, the following morphological parameters were determined by analyzing each islet image with a set of newly-designed programs that interface with Fiji Is Just ImageJ software (NIH; http:/rsbweb.nih.gov/ij/; https://imagej.net/Fiji/downloads) (Supplemental Methods and Supplemental Table 14): islet cross-sectional area, Ferret’s diameter, circularity (4 πa/p^2^; where a = area and p = length of the perimeter), β cell cross-sectional area per islet, α cell cross-sectional area per islet, β cell count per islet, and β cell size (calculated by dividing the β cell cross-sectional area within an islet by the number of β cells in that islet; ref. 82). For some experiments, slides from an adjacent series were stained for both insulin IR and somatostatin IR and then processed as described above to determine the δ cell cross-sectional area per islet. The accuracy of these programs was tested by statistically comparing the islet, β cell, and α cell cross-sectional areas, circularity, and Ferret’s diameter determined by the programs with those determined manually for 50 random islets of varying sizes from the studies performed on GKO and ablated mice. Manual determination was done using the computer mousepad together with ImageJ software to trace the perimeter of each islet, after which the above measurements were made with the assistance of the ImageJ “Analyze” tool. The semiautomated and manual strategies both showed similar results, thus validating the programs (Supplemental Table 15).

The relative islet cross-sectional area (or rather, % of the total pancreas area comprised of islet tissue) was calculated by multiplying the total islet cross-sectional area within 4 pancreatic sections by 100 and dividing that number by the total area of those 4 pancreatic sections (83). The relative β cell cross-sectional area (or rather, the percentage of the total pancreas area composed of β cells) was calculated by multiplying the total β cell cross-sectional area within 4 pancreatic sections by 100 and dividing that by the total area of those 4 pancreatic sections (83). β Cell mass was calculated by multiplying the total β cell cross-sectional area within 4 pancreatic sections/total pancreas area of those 4 sections by the pancreas plus spleen weight. (Although β cell mass should be calculated by multiplying the relative β cell cross-sectional area by pancreas weight, we weighed the pancreas together with the spleen and do not have the pancreas weight alone.) The total islet number within 4 pancreatic sections per total pancreas area (in mm^2^) of those 4 sections also was calculated.

### β Cell apoptosis and proliferation assays.

Pancreatic sections from a subset of the 10-week-old intact versus ablated mice (4 weeks after DTX administration to 6-week-old mice) were stained for cleaved caspase-3 plus insulin or for Ki67 plus insulin (Supplemental Methods). β Cell proliferation also was examined using a BrdU incorporation method (84). Briefly, a separate cohort of mice received BrdU (MilliporeSigma, catalog B9285; 50 mg/kg, i.p., prepared in saline) for 4 consecutive days, 1 week after DTX injection (which mice received at 6 weeks of age). Four hours after the fourth BrdU injection, mice were perfused, and pancreases were collected and processed (see Supplemental Methods).

### Glucose-stimulated insulin secretion studies.

Following an overnight fast, blood glucose was measured from nicked tails of 9- to 10-week-old mice between 8:00 am and 9:00 am (*t* = 0 min). d-Glucose (2 g/kg BW prepared in water; MilliporeSigma) was administered by oral gavage at *t* = 0 minutes. Blood glucose was measured from nicked tails 15 and 30 minutes after gavage. Also, blood samples (~15 μL) were taken from nicked tails at *t* = 0, 15, and 30 minutes for subsequent plasma insulin determination, as described previously (10).

### Pancreatic insulin content.

Pancreases from overnight-fasted 9- to 11-week-old mice that had been administered d-glucose (2 g/kg BW) by oral gavage and then decapitated 30 minutes later were processed for pancreatic insulin content following a published protocol (85) (see also Supplemental Methods).

### Blood collection and hormone analysis.

Blood samples collected into ice-cold, EDTA-coated microtubes containing either *p*-hydroxymercuribenzoic acid (final concentration, 1 mM; MilliporeSigma; for ghrelin measurement), aprotinin (final concentration, 250 KIU/mL; MilliporeSigma; for LEAP2 measurement), or nothing else (for insulin measurement) were processed as described in Supplemental Methods.

### Islet isolation and single-cell dispersion.

Islets were isolated from 8-week-old ad libitum–fed GKO and WT mice by collagenase digestion, as previously described (86) (see also Supplemental Methods). Islets from 4 mice were pooled by genotype, with 1 pool of islets representing each genotype.

### FACS.

Islet cells were subjected to FACS analysis using a MOFLO high-speed cell sorter (Beckman Coulter) at the UT Southwestern Flow Cytometry Multi-User Core Facility to isolate enriched populations of singly suspended live islet cells away from dead cells and nonsinglet cells (Supplemental Methods).

### Single-cell RNA-Seq.

The FACS-separated, singly suspended live islet cells from WT (1.1 × 10^5^ cells) and GKO (1.0 × 10^5^ cells) mice were centrifuged (200 rpm, 4°C for 2 min), resuspended in 60 μL fresh RPMI-1640 containing 10% FBS, and submitted to the UT Southwestern Next Generation and Sanger Sequencing Core for further processing (see Supplemental Methods).

### GO overrepresentation analysis.

GO analysis was performed using the WEB-based Gene SeT AnaLysis (WebGestalt) Toolkit (87) (see Supplemental Methods).

### ISH histochemistry.

Ten week-old GKO and WT littermate mice were perfused, and pancreata with attached spleens were removed, processed as described above, and then cut with a cryostat into 14 μm thick sections that were mounted onto slides. Further processing was done as described in Supplemental Methods.

### Statistics.

Data are presented as the mean ± SEM. Two-tailed statistical analysis and graph preparations were performed using GraphPad Prism 9.0.2 (GraphPad Software). A Student’s *t* test, 2-way ANOVA, or repeated-measures 2-way ANOVA, followed by Bonferroni’s or Tukey’s multiple-comparison test was used. Data with unequal variance were log transformed prior to analyses. The strength of the linear relationship between 2 sets of variables was compared by Pearson’s correlation coefficient. Outliers, if any, were removed using Grubb’s test. *P* values of less than 0.05 were considered statistically significant, and *P* values of 0.05 or higher or of less than 0.1 were considered evidence of a statistical trend.

### Study approval.

All experiments were performed using male mice and were approved by the IACUC of UT Southwestern Medical Center (Dallas, Texas, USA).

### Data availability.

The RNA-Seq data sets are available in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE244390). The analytic program codes are provided in Supplemental Tables 13 and 14. Values for all data points in the figures can be found in the Supplemental Supporting Data Values file.

## Author contributions

DG and AWB contributed equally and are co–first authors. The order of the co–first authors’ names reflects person-hours and contributions to the writing of the manuscript, preparation of figures, and study design. DG co-designed the study, performed the experiments, helped process the pancreas images, analyzed data (except the transcriptomics data), constructed figures (except the transcriptomics figures), and co-wrote the manuscript. AWB designed and wrote the codes to assess islet morphology, helped process the pancreas images, performed the blinded analyses of the processed pancreas images, and co-wrote the manuscript. DCS analyzed transcriptomics data and constructed the transcriptomics figures with JNC. KS, SV, OS, SP, SBO, SOL, NPM, and CPR assisted DG with performing the experiments. JNC supervised and secured funding for transcriptomics data analyses and co-wrote the manuscript. JMZ co-designed the study, co-wrote the manuscript, and secured funding for and supervised the project. All authors approved the final version of the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
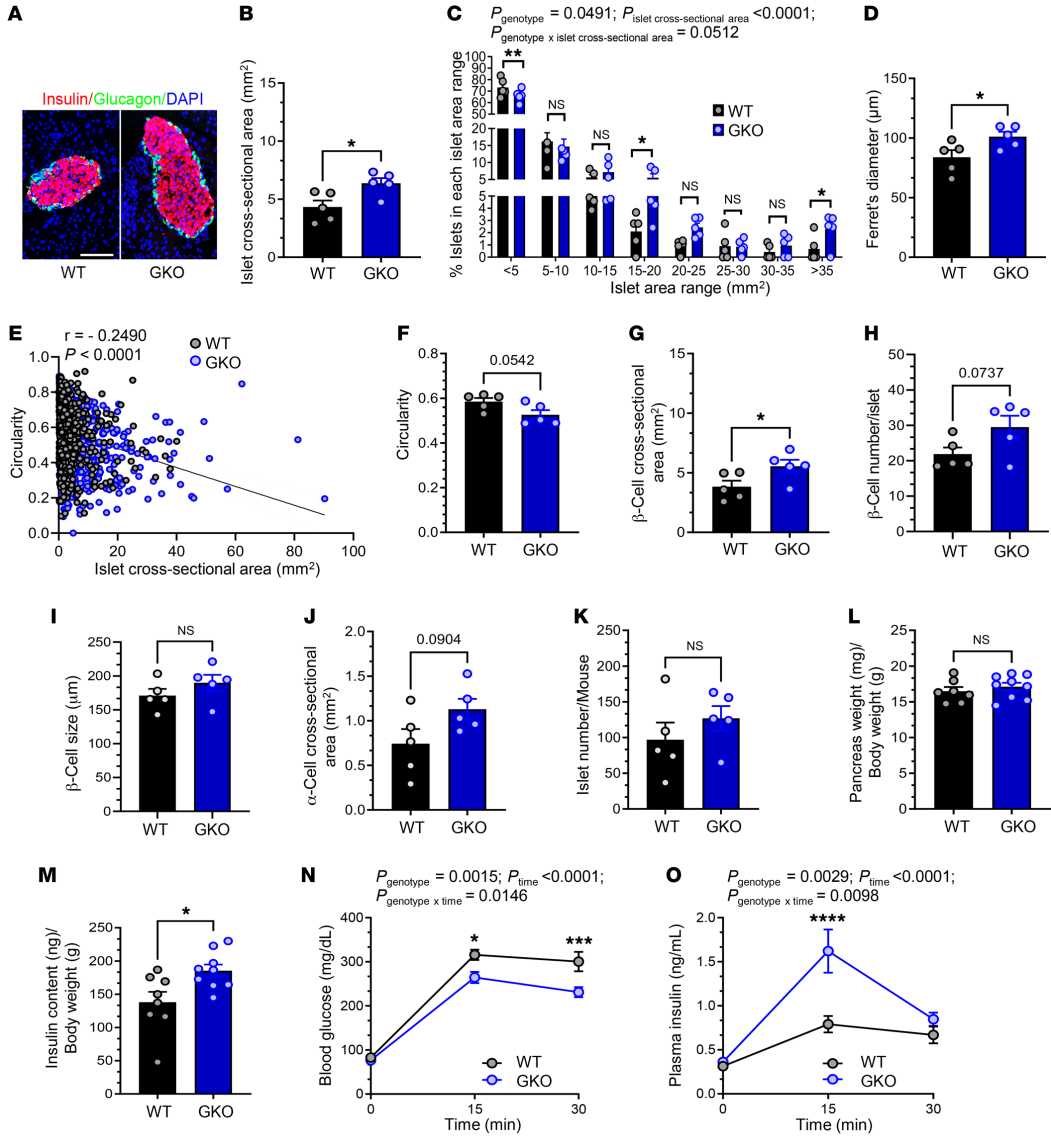
Ghrelin deletion increases islet size in adult mice. (**A**) Representative islet images from 10- to 12-week-old (adult) WT mice and GKO littermates. Scale bar: 100 μm. (**B**) Islet cross-sectional area. (**C**) Percentage of islets in each islet cross-sectional area range, in which each range except the last represents a 5 mm^2^ interval. (**D**) Ferret’s diameter of islets. (**E**) Correlation between islet cross-sectional area and circularity. (**F**) Circularity of islets. (**G**) β Cell cross-sectional area per islet. (**H**) β Cell number per islet. (**I**) β Cell size. (**J**) α Cell cross-sectional area per islet. (**K**) Number of islets, as counted in 4 head-to-tail pancreatic sections per mouse. (**L**) Pancreas weight per BW. (**M**) Pancreatic insulin content. (**N**) Blood glucose and (**O**) plasma insulin at 0, 15, and 30 minutes after administration of glucose (2 g/kg BW by gavage). *n* = 5 mice (**A**–**K**); *n* = 7–9 mice (**L** and **M**); *n* = 8–17 mice (**N** and **O**). Data were analyzed by unpaired, 2-tailed Student’s *t* test (**B**, **D**, **F**–**M**), 2-way repeated measures ANOVA followed by Bonferroni’s multiple-comparison test (**C**, **N**, **O**), and Pearson’s correlation coefficient (*r*) (**E**). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001; actual *P* values of 0.05 or greater and of less than 0.1 are indicated.

**Figure 2:**
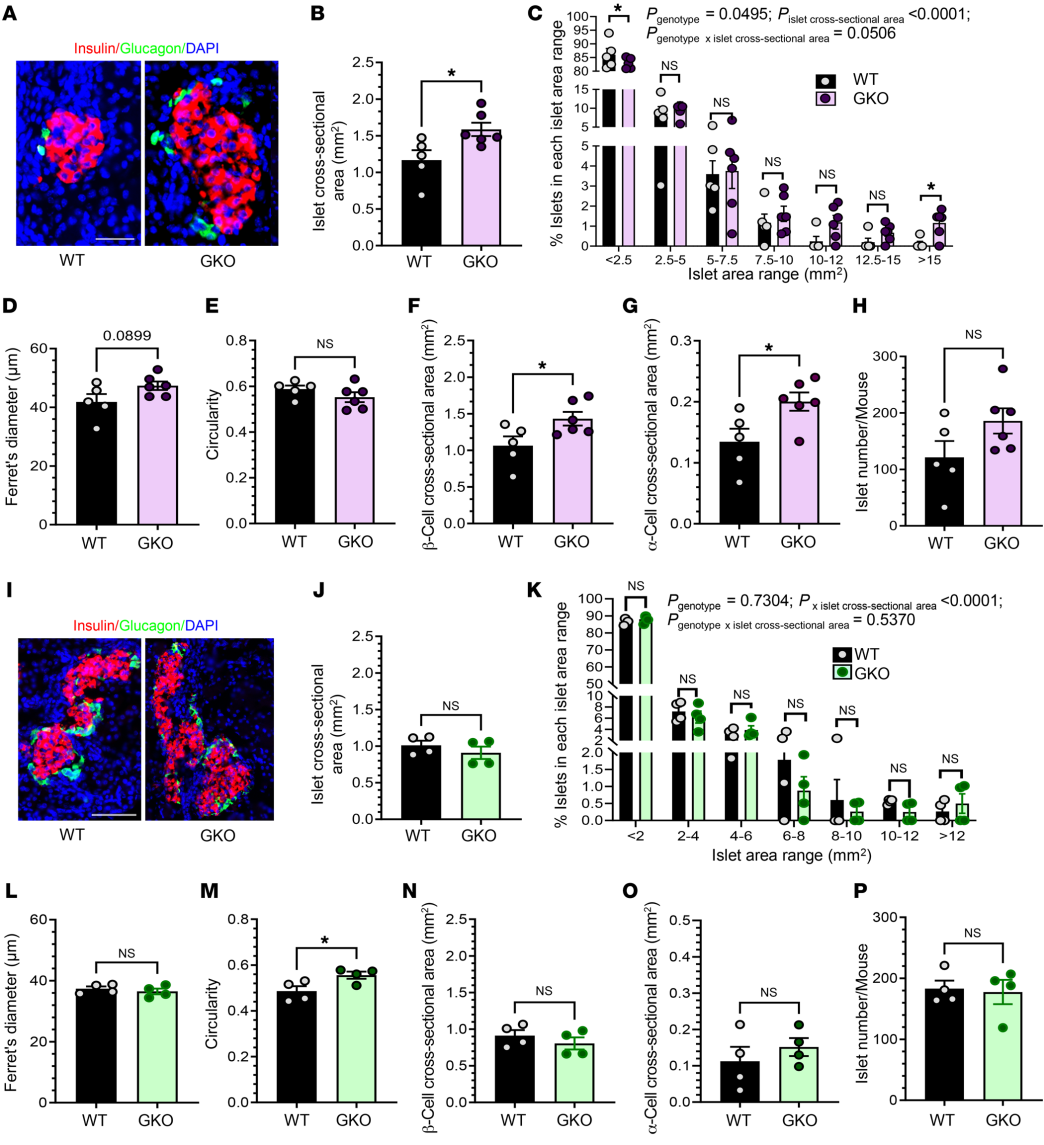
Ghrelin deletion increases islet size in juvenile but not neonate mice. (**A**) Representative images of islets from 4-week-old (juvenile) WT mice and GKO littermates. (**B**) Cross-sectional area of islets from juvenile mice. (**C**) Percentage of islets from juveniles in each islet cross-sectional area range, in which each range except the last represents a 2.5 mm^2^ interval. (**D**) Ferret’s diameter of islets from juvenile mice. (**E**) Circularity of juvenile mouse islets. (**F**) β Cell cross-sectional area per islet in juvenile mice. (**G**) α Cell cross-sectional area per islet in juvenile mice. (**H**) Number of islets from juvenile mice, as counted in 4 head-to-tail pancreatic sections per mouse. (**I**) Representative images of islets from P0–P2 WT mice and GKO littermates (neonates). (**J**) Cross-sectional area of islets from neonates. (**K**) Percentage of islets from neonates in each islet cross-sectional area range, in which each range except the last represents a 2 mm^2^ interval. (**L**) Ferret’s diameter of islets. (**M**) Circularity of islets. (**N**) β Cell cross-sectional area per islet. (**O**) α Cell cross-sectional area per islet. (**P**) Number of islet cells, as counted in 4 head-to-tail pancreatic sections per mouse. Scale bar: 50 μm (**A** and **I**). *n* = 5–6 mice (**A**–**H**); *n* = 4 mice (**I**–**P**). Data were analyzed by unpaired, 2-tailed Student’s *t* test (**B**, **D**–**J**, **L**–**P**) and 2-way, repeated-measures ANOVA followed by Bonferroni’s multiple-comparison test (**C** and **K**). *P < 0.05; actual *P* values of 0.05 or greater and of less than 0.1 are indicated.

**Figure 3:**
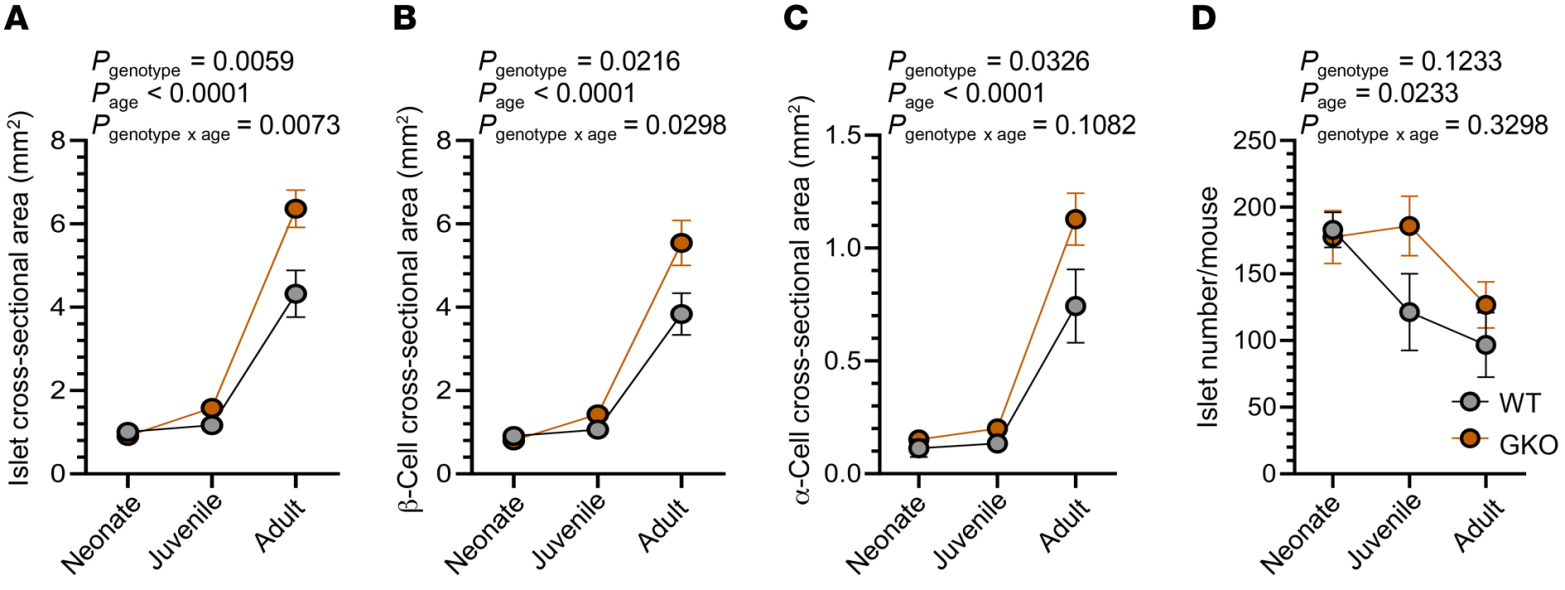
Age enhances the effects of ghrelin deletion on islet size. (**A**) Islet cross-sectional area, (**B**) β cell cross-sectional area per islet, (**C**) α cell cross-sectional area per islet, and (**D**) number of islets (as counted in 4 head-to-tail pancreatic sections per mouse) in WT and GKO neonates (P0–P2), juveniles (4 weeks of age), and adults (10–12 weeks of age). *n* = 4–6 mice. Data were analyzed by 2-way ANOVA followed by Bonferroni’s multiple-comparison test (*P* values are indicated in each panel).

**Figure 4:**
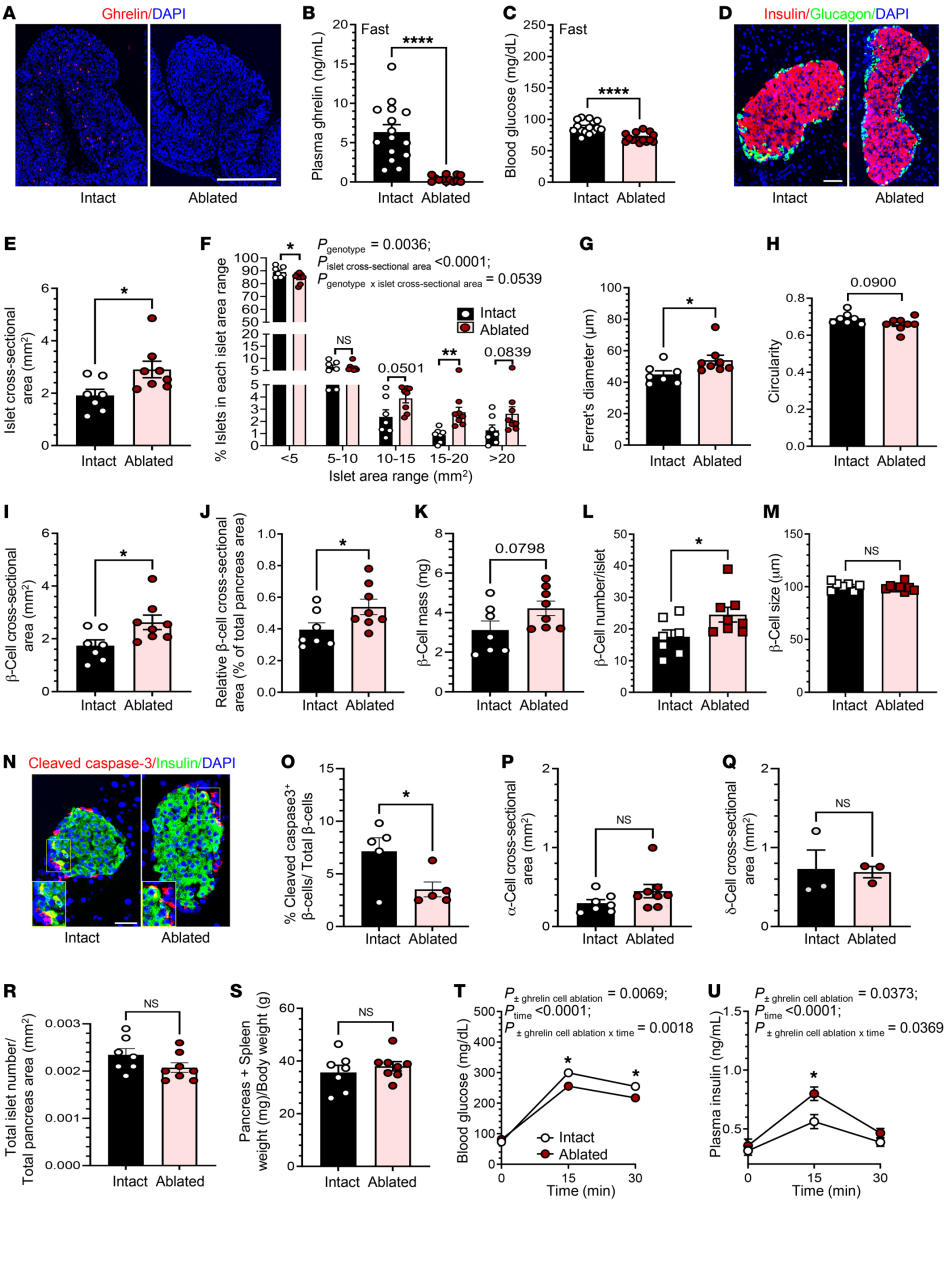
Inducible ghrelin cell ablation increases islet size in adult mice. (**A**) Representative images of stomach sections stained for ghrelin IR (in red) and with DAPI (nuclear staining, in blue) from mice with intact ghrelin cells or ablated ghrelin cells. (**B**) Plasma ghrelin and (**C**) blood glucose levels after a 24-hour fast. (**D**) Representative islet images from intact and ablated groups. (**E**) Islet cross-sectional area. (**F**) Percentage of islets in each islet cross-sectional area range, in which each range except the last represents a 5 mm^2^ interval. (**G**) Ferret’s diameter of islets. (**H**) Circularity of islets. (**I**) β Cell cross-sectional area per islet. (**J**) Relative β cell cross-sectional area. (**K**) β Cell mass. (**L**) Number of β cells per islet. (**M**) β Cell size. (**N**) Representative images of islets stained for cleaved caspase-3 IR (in red), insulin IR (in green), and DAPI (nuclear staining, in blue) from mice with intact ghrelin cells or ablated ghrelin cells. (**O**) Percentage of cleaved caspase-3^+^ β cells per total β cells. (**P**) α Cell cross-sectional area per islet. (**Q**) δ Cell cross-sectional area per islet. (**R**) Total number of islets per total pancreas area (within 4 pancreas sections per mouse). (**S**) Pancreas plus spleen weight per BW. (**T**) Blood glucose and (**U**) plasma insulin levels at various time points after glucose administration. Scale bars: 100 μm (**A**) and 50 μm (**D** and **N**). *n* = 3 mice (**A** and **Q**), *n* = 14–16 mice (**B** and **C**), *n* = 7–8 mice (**E**–**M**, **P**, **R**, and **S**), *n* = 5 mice (**N** and **O**), and *n* = 7–10 mice (**T** and **U**). Data were analyzed by unpaired, 2-tailed Student’s *t* test (**B**, **C**, **E**, **G**–**M**, and **O**–**S**) and 2-way repeated-measures ANOVA followed by Bonferroni’s multiple-comparison test (**F**, **T**, and **U**). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001; actual *P* values of 0.05 or greater and of less than 0.1 are indicated.

**Figure 5:**
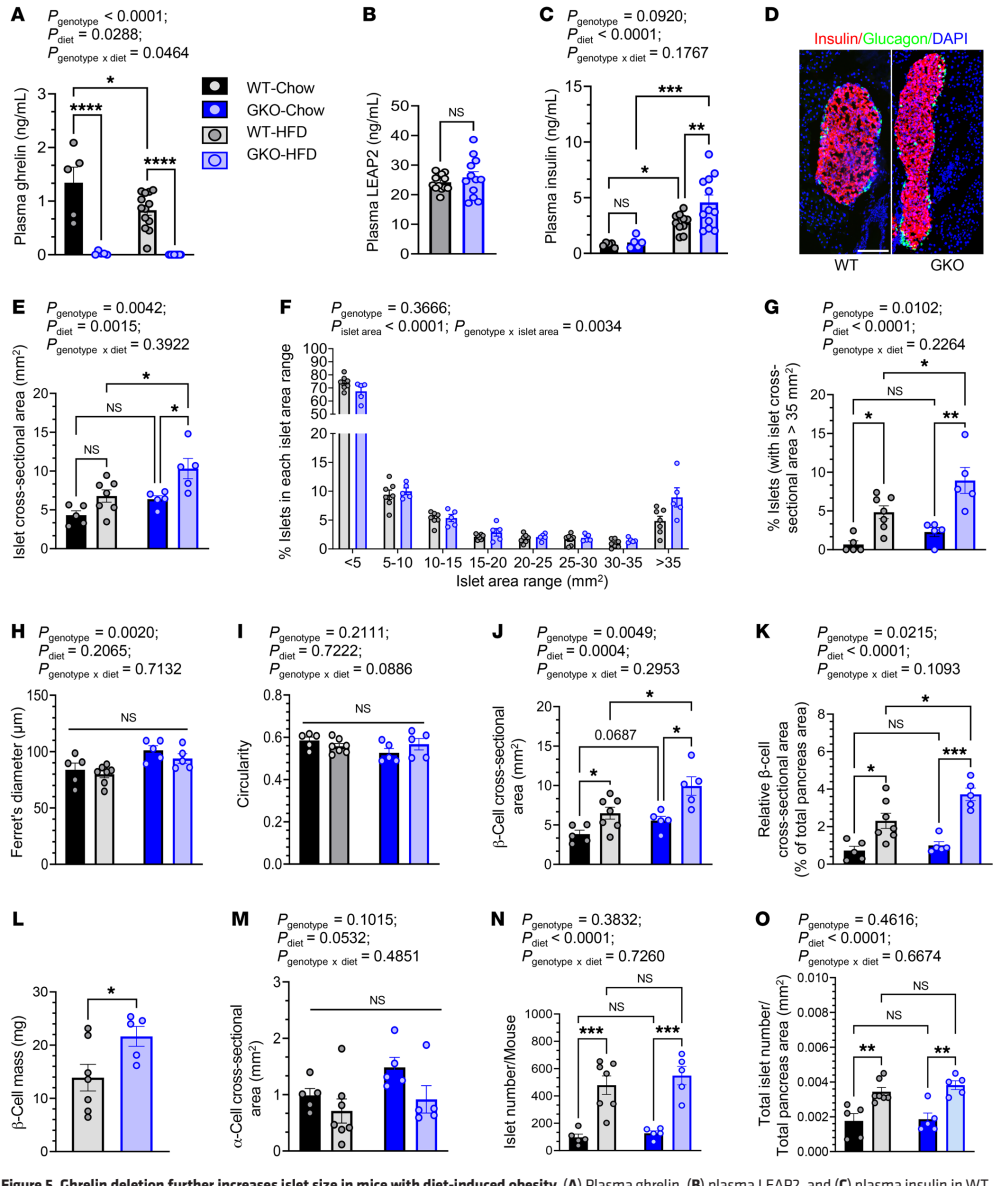
Ghrelin deletion further increases islet size in mice with diet-induced obesity. (**A**) Plasma ghrelin, (**B**) plasma LEAP2, and (**C**) plasma insulin in WT and GKO mice fed standard chow or a HFD. (**D**) Representative islet images from HFD-fed WT and GKO mice. (**E**) Islet cross-sectional area. Scale bar: 100 μm. (**F**) Percentage of islets in each islet cross-sectional area range, in which each range except the last represents a 5 mm^2^ interval. (**G**) Percentage of islets in an islet cross-sectional area range of greater than 35 mm^2^, from WT and GKO mice fed standard chow or a HFD. (**H**) Ferret’s diameter of islets. (**I**) Circularity of islets. (**J**) β Cell cross-sectional area per islet. (**K**) Relative β cell cross-sectional area. (**L**) β Cell mass in WT and GKO mice fed a HFD. (**M**) α Cell cross-sectional area per islet. (**N**) Number of islets (as counted in 4 head-to-tail pancreatic sections per mouse) from WT and GKO mice fed either chow or a HFD. (**O**) Total number of islets per total pancreas area, as counted in 4 head-to-tail pancreatic sections per mouse. *n* = 5–13 mice (**A** and **C**), *n* = 12–13 mice (**B**), *n* = 5–7 mice (**D**–**O**). Data were analyzed by unpaired, 2-tailed Student’s *t* test (**B** and **L**), 2-way repeated-measures ANOVA followed by Bonferroni’s multiple-comparison test (**F**), and 2-way ANOVA followed by Tukey’s multiple-comparison test (**A**, **C**, **E**, **G**, **K**, and **M**–**O**). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

**Figure 6:**
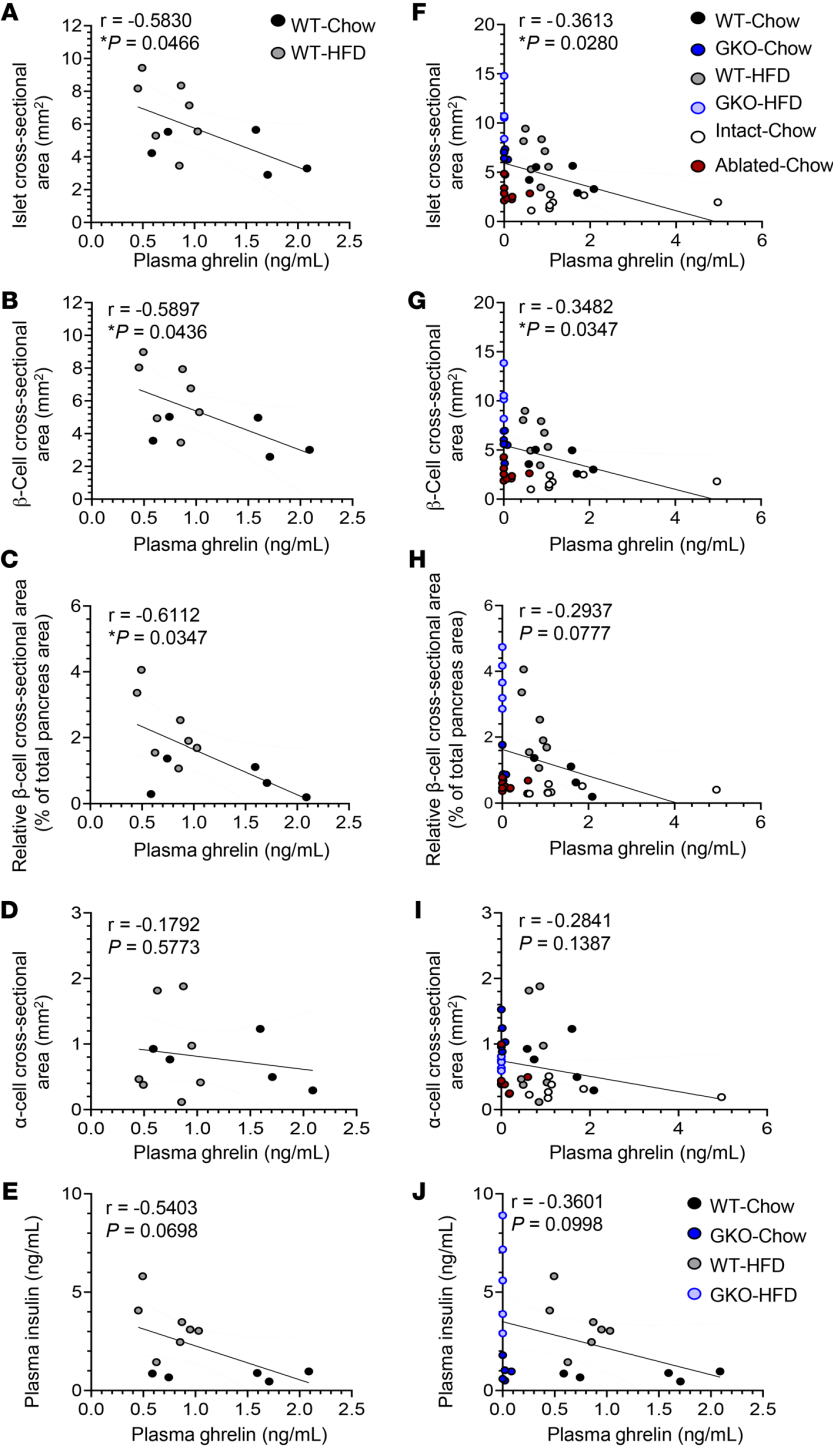
Plasma ghrelin negatively correlates with islet size. Correlations of (**A**) ad libitum–fed plasma ghrelin levels in ad libitum–fed mice with islet cross-sectional area, (**B**) ad libitum–fed plasma ghrelin with β cell cross-sectional area, (**C**) ad libitum–fed plasma ghrelin with relative β cell cross-sectional area, (**D**) ad libitum–fed plasma ghrelin with α cell cross-sectional area, and (**E**) ad libitum–fed plasma ghrelin with ad libitum–fed plasma insulin in WT mice fed standard chow or a HFD. Correlations of (**F**) ad libitum–fed plasma ghrelin with islet cross-sectional area, (**G**) ad libitum–fed plasma ghrelin with β cell cross-sectional area, (**H**) ad libitum–fed plasma ghrelin with relative β cell cross-sectional area, (**I**) ad libitum–fed plasma ghrelin with α cell cross-sectional area, and (**J**) ad libitum–fed plasma ghrelin with ad libitum–fed plasma insulin in WT and GKO mice fed standard chow or a HFD and in mice with intact or ablated ghrelin cells. *n* = 12 mice (**A**–**E**), *n* = 37 mice (**F**–**J**). Data were analyzed by Pearson’s correlation and simple linear regression analysis. Pearson’s correlation coefficient (*r*) and *P* values are indicated in the figure panels.

**Figure 7:**
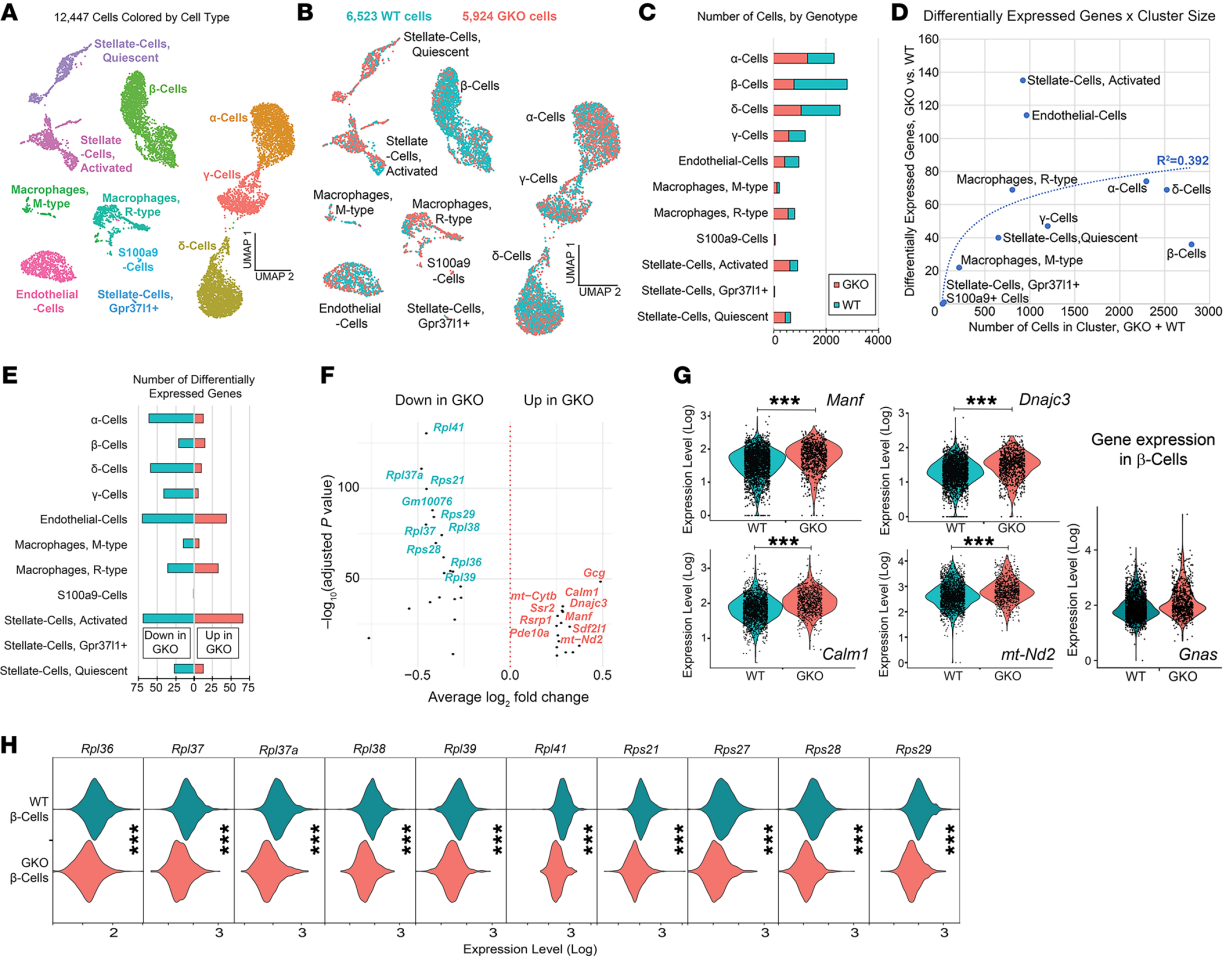
Single-cell transcriptomics profiling of GKO islet cells. (**A**) Uniform manifold approximation and projection (UMAP) plot of singly distributed islet cells (*n* = 12,447 total WT plus GKO cells) highlighting their distribution into 11 distinct cell clusters (each dot represents a single cell). (**B**) UMAP plot and (**C**) bar graph highlighting genotype-dependent differences in the numbers of cells within each cell cluster. (**D**) Number of differentially expressed genes as a function of cluster size for each islet cell cluster. (**E**) Number of upregulated and downregulated genes per cluster resulting from ghrelin deletion. (**F**) Most highly upregulated and downregulated β cell genes resulting from ghrelin deletion. (**G**) Violin plots comparing β cell expression of *Manf*, *Dnajc3*, *Calm1*, *mt-Nd2*, and *Gnas* (each dot represents a single cell expressing the gene of interest, with its corresponding relative expression level indicated on the *y* axis). (**H**) Violin plots illustrating some of the most highly downregulated β cell genes due to ghrelin deletion.

**Figure 8:**
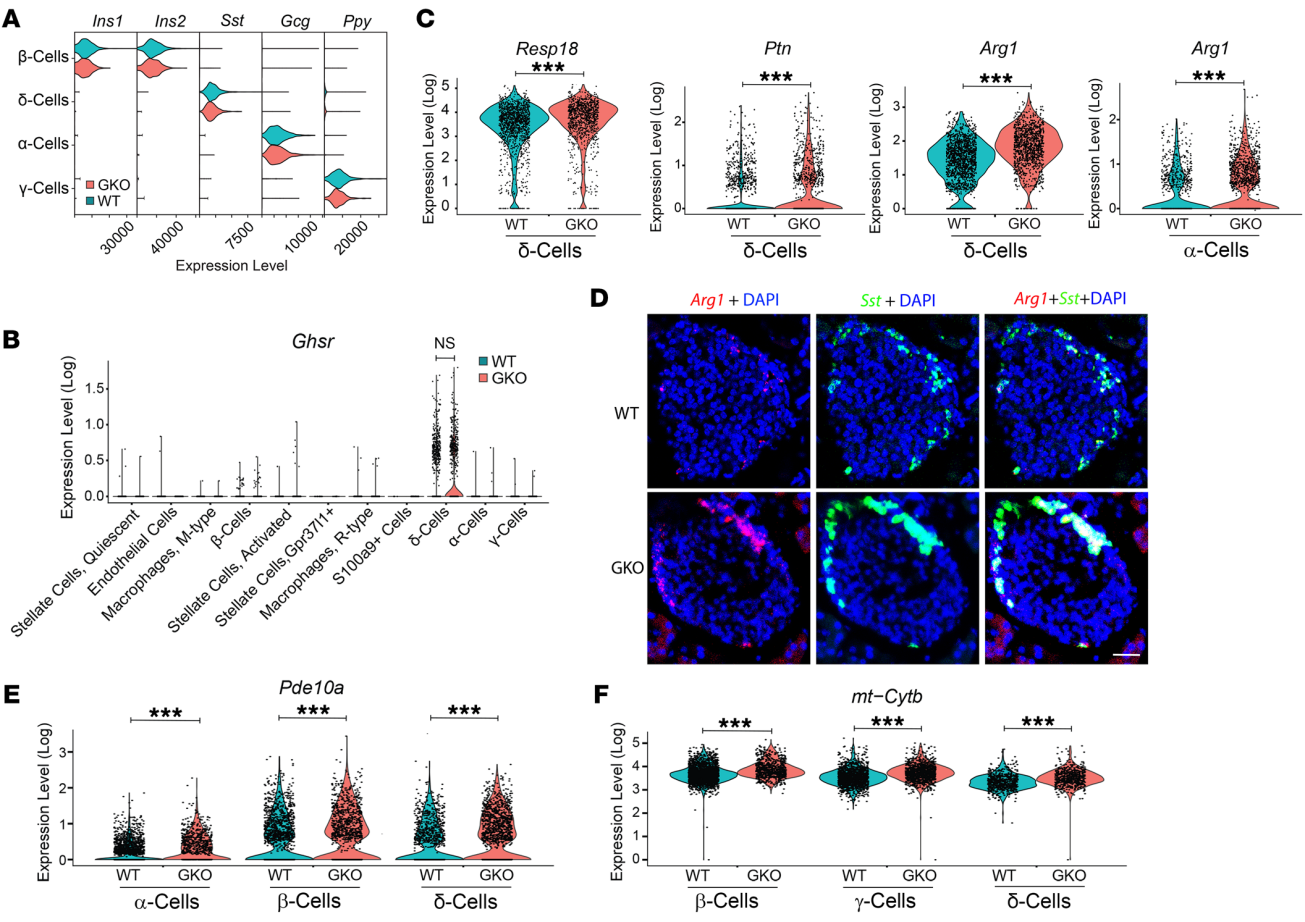
Transcriptional changes in GKO islet cells. (**A**) Violin plots demonstrating expression patterns of islet hormone genes within the cell clusters that they define. (**B**) Violin plots of *Ghsr* expression patterns within WT and GKO islets. (**C**) Violin plots of *Resp18*, *Ptn*, and *Arg1* expression within islet δ cells and *Arg1* expression within islet α cells. (**D**) Representative photomicrographs demonstrating *Arg1* (in red, far left panels) and *Sst* (in green, middle panels) mRNA expression with DAPI staining (in blue) and merged images (right panels) showing colocalized *Arg1* and *Sst* expression (in yellow) within islets from WT (upper panels) and GKO (lower panels) mice. Scale bar: 100 μm. *n* = 4 mice/group. (**E**) Relative expression of *Pde10a* in α cells, β cells, and δ cells from WT and GKO mice. (**F**) Relative expression of *mt-Cytb* in β cells, γ cells, and δ cells from WT and GKO mice.

**Table 1:**
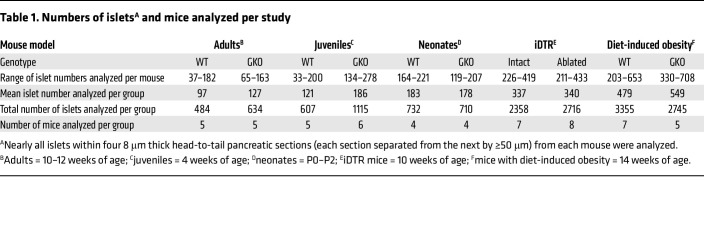
Numbers of islets^A^ and mice analyzed per study

# Supplementary material for: Ghrelin deletion and conditional ghrelin cell ablation increase pancreatic islet size in mice
**Source:** J Clin Invest. 2023 Dec 15;133(24):e169349. doi: 10.1172/JCI169349
**Supplement:** Supplemental data

## Supplemental Methods

**Mouse studies.** Except for the mice studied at P0-P1, mice were weaned at 3 weeks-of-age. Mice with conditional ablation of ghrelin cells and control littermates were generated by crossing mice with inducible (Cre recombinase-mediated) expression of diphtheria toxin (DTX) receptor (iDTR) [C57BL/6-Gt(ROSA)26Sortm1(HBEGF)Awai/J; strain #007900, Jackson Laboratory, Bar Harbor, ME] (1) to ghrelin-Cre mice (2). Resulting progeny carrying an iDTR gene  $\pm$  one copy of the ghrelin-Cre transgene were administered DTX (10 ng/g BW i.p.; Sigma-Aldrich, St. Louis, MO), resulting in mice with ablated ghrelin cells ("Ablated"; those carrying ghrelin-Cre) and control mice with intact ghrelin cells ("Intact"; those without ghrelin-Cre).

**Perfusion and tissue processing.** Juvenile and adult mice were anesthetized with chloral hydrate (700 mg/kg BW, i.p.) and then were perfused transcardially with PBS, pH 7.0 followed by 10% neutral buffered formalin. Pancreata with attached spleens and stomachs were removed, stored in formalin overnight at 4°C, immersed in graded (5%, 10%, 18%, and 30%) sucrose solutions in PBS for 24 h each at 4°C, and embedded in Tissue-Tek® OCT compound (Sakura Finetek, Torrance, CA). Eight series of four 8  $\mu$ m-thick pancreatic sections were cut on a cryostat at 50  $\mu$ m intervals. Eight  $\mu$ m-thick sections from the stomach (two each from the antrum and corpus, each separated by at least 150  $\mu$ m) were cut on a cryostat. Sections were mounted on SuperFrost Plus glass slides, air dried, and stored at -80°C until further processing. P0-P2 pups were decapitated, after which their pancreata with attached spleens were removed, placed in 10% neutral buffered formalin for 24 h at 4°C, and processed as above.

**Immunohistochemistry.** Slides were washed three times with PBS, incubated with 3% normal donkey serum for 1 h at room temperature, and incubated overnight with either goat polyclonal anti-ghrelin (Santa Cruz Biotechnology, Dallas, TX; sc-10368; diluted 1:1000), guinea pig anti-Insulin (DakoCytomation, Carpinteria, CA; A0564; diluted 1:300) + rabbit anti-Glucagon (Cell Signaling; 2760; diluted 1:200), or guinea pig anti-insulin + rabbit anti-somatostatin (Immunostar, Hudson, WI; 20067; diluted 1:1000). Then, the slides were washed three times with PBS and incubated for 1 hr with secondary antibodies diluted 1:500: Alexa Fluor 594® donkey anti-goat (Invitrogen, Life Technology Corporations, Eugene, OR; A11058) or Alexa Fluor 594® goat anti-guinea pig (A11076) + Alexa Fluor 488® donkey anti-rabbit (A32790). Next, slides were washed with PBS and coverslipped with Vectashield-DAPI mounting medium (Vector Laboratories, Burlingame, CA).

**Details of program codes written to assess islet morphology.** Images of individual islets were extracted as 8-bit RGB images at 50% magnification from the images of pancreatic sections. Afterwards, for those images with sub-optimal signal/noise ratio (which was only observed in the green channel of occasional islets stained for glucagon), a *de novo* Python program (Supplemental Table 13), which incorporates several previously-described programming libraries<sup>1-4</sup>, was used to remove noise. This program uses statistical information about pixel brightness throughout the image to generate a logistic curve to adaptively re-scale the brightness of every pixel in the image. Specifically, the program inputs pixel brightness values to the function  $f(x) = \frac{x}{1 + e^{-\left(\frac{4.5}{\sigma}(x - \bar{x})\right)}}$  (where 'x' = a pixel's brightness, ' $\bar{x}$ ' = the median brightness, and ' $\sigma$ ' = the standard deviation of pixel brightness in the islet image). The median value primarily translates the function horizontally over brightness values, while the standard deviation affects the horizontal stretch, or compression, of the curve. The behavior of  $f(x)$  can be represented by:

$$g(x) = \begin{cases} x < 2\bar{x} - \frac{3\sigma}{4}, & 0 \\ 2\bar{x} - \frac{3\sigma}{4} \leq x \leq 2\bar{x} + \frac{3\sigma}{4}, & f(x). \\ 2\bar{x} + \frac{3\sigma}{4} < x, & 1 \end{cases}$$

As this representation indicates, brightness values within ~0.75 standard deviations of the median are scaled by the logistic function above; values farther than -0.75 standard deviations from the median are scaled to 0, while values farther than +0.75 standard deviations are left unchanged.

To automate islet morphologic analysis, while also removing potential subjective bias, we wrote five Jython programs which interface with (Fiji is Just) ImageJ software. These programs control a series of ImageJ 'macros' for image processing and analysis. The first step of image processing was to set the scale value for each pixel to 1.18  $\mu\text{m}$ . The first program measured islet cross-sectional area by splitting the composite image into red, green, and blue channels, merging the red and green channels (and removing the blue channel), and creating a monochromatic (8-bit gray scale) image. Subsequently, a binary mask was applied at a threshold of 20, which is a value that was obtained through trial-and-error. This provided a constant and consistent thresholding of all images and ensured that only the target signal from the islet, and not from the surrounding exocrine pancreas, was analyzed. This step ensured that even islets with low brightness were analyzed. Finally, the program drew a perimeter around the masked object and measured the entire area within the perimeter. A similar process was used in the next three programs to measure  $\beta$ -cell cross-sectional area,  $\alpha$ -cell cross-sectional area, and  $\delta$ -cell cross-sectional area, with the primary differences being the isolation of the corresponding fluorescent channel and the use of thresholding values to 50 for insulin-IR (red), glucagon-IR (green) and somatostatin-IR (green). The fifth program determined  $\beta$ -cell count and mean  $\beta$ -cell size. This script measured  $\beta$ -cell cross-sectional area, as described above, applied a Gaussian blur with a sigma of 1 to the DAPI staining, and counted the nuclei (as identified by DAPI staining) within that area. Afterwards, the program divided the  $\beta$ -cell cross-sectional area by the  $\beta$ -cell count to determine mean  $\beta$ -cell size<sup>5</sup>.

**FACS.** The cells of interest were collected directly into pre-chilled 400  $\mu\text{L}$  fresh RPMI-1640 media containing 10% FBS placed on ice. While more GKO islet cells than WT islet cells were subjected to FACS (GKO:  $6.8 \times 10^6$  vs. WT:  $5.7 \times 10^5$  WT), less singly suspended live GKO islet cells than WT islet cells were obtained after FACS (GKO:  $1.0 \times 10^5$  vs. WT:  $1.1 \times 10^5$ ). Although the reason for this is unclear,  $\beta$ -cells in large islets are more vulnerable than those in small islets to hypoxia (3) and treatments such as STZ (4) vs. smaller islets.

***$\beta$ -cell apoptosis assay.*** Slides were washed three times with PBS, incubated with 3% normal donkey serum for 1 h at room temperature, and then incubated overnight in antibody cocktail of guinea pig anti-Insulin (DakoCytomation, Carpinteria, CA; A0564; diluted 1:300) + rabbit anti-cleaved caspase-3 (Cell Signaling Technology, Danvers, MA; Asp175 (5A1E) 9664, diluted 1:500) at 4°C. Next day, the slides were washed three times with PBS and incubated for 1 hr with secondary antibodies diluted 1:500: Alexa Fluor 594® goat anti-guinea pig (A11076) + Alexa Fluor 488® donkey anti-rabbit (A32790) at room temperature. Next, slides were washed with PBS and coverslipped with Vectashield-DAPI mounting medium (Vector Laboratories, Burlingame, CA). Fluorescence images of islets from one pancreas section per mouse were acquired at 20X magnification. Cleaved caspase-3<sup>+</sup>Insulin<sup>+</sup> cells were identified by the presence of blue DAPI-stained nuclei surrounded by both cleaved caspase-3-IR and insulin-IR. The % of cleaved caspase-3<sup>+</sup>  $\beta$ -cells was calculated by dividing the total number of cleaved caspase-3<sup>+</sup>Insulin<sup>+</sup> cells by the total number of Insulin<sup>+</sup> cells and multiplying by 100.

***β-cell proliferation assays.*** Slides were stained for Ki67-immunoreactivity and Insulin-immunoreactivity. Briefly, slides were washed three times with PBS, incubated with 3% normal donkey serum for 1 h at room temperature, and then incubated overnight in antibody cocktail of guinea pig anti-Insulin (DakoCytomation, Carpinteria, CA; A0564; diluted 1:300) + rabbit anti-Ki67 (Abcam, Cambridge, UK; ab15580; diluted 1:300) at 4°C. Next day, the slides were washed three times with PBS and incubated for 1 hr with secondary antibodies diluted 1:500: Alexa Fluor 594® goat anti-guinea pig (A11076) + Alexa Fluor 488® donkey anti-rabbit (A32790) at room temperature. Next, slides were washed with PBS and coverslipped with Vectashield-DAPI mounting medium (Vector Laboratories, Burlingame, CA). Fluorescence images of islets from two pancreas sections per mouse were acquired at 20X magnification. Ki67<sup>+</sup>Insulin<sup>+</sup> cells were identified by the presence of blue DAPI-stained nuclei surrounded by both Ki67-IR and insulin-IR. The % of Ki67<sup>+</sup> β-cells was calculated by dividing the total number of Ki67<sup>+</sup>Insulin<sup>+</sup> cells by the total number of Insulin<sup>+</sup> cells and multiplying by 100.

For the BrdU studies, pancreases were cryostat sectioned to a 14 μm-thickness at 50 μm intervals, and mounted on glass slides. Sections were first incubated with 2M HCl at 37°C for 20 min. Slides were then washed three times with PBS, incubated with 3% normal donkey serum for 1 h at room temperature, and incubated overnight with guinea pig anti-Insulin (DakoCytomation, Carpinteria, CA; A0564; diluted 1:300) + mouse anti-BrdU (Roche Diagnostic, Mannheim, Germany; SKU: 3042, diluted 1:50) at 4°C. Then, the slides were washed three times with PBS and incubated for 1 hr with secondary antibodies diluted 1:500: Alexa Fluor 594® goat anti-guinea pig (A11076) + Alexa Fluor 488® donkey anti-mouse (A21202) at room temperature. Next, slides were washed with PBS and coverslipped with Vectashield-DAPI mounting medium (Vector Laboratories, Burlingame, CA). Fluorescence images of islets from 2 pancreas sections per mouse were acquired at 20X magnification using a Leica microscope for quantitative analysis of BrdU<sup>+</sup>Insulin<sup>+</sup> cells (with blue DAPI-stained nuclei) and Insulin<sup>+</sup> cells (with blue DAPI-stained nuclei). The % of BrdU<sup>+</sup> β-cells was calculated by dividing the total number of BrdU<sup>+</sup>Insulin<sup>+</sup> cells by the total number of Insulin<sup>+</sup> cells and multiplying by 100.

***Pancreatic insulin content.*** The entire pancreas was removed, washed with pre-chilled PBS, weighed, homogenized, and incubated in 6 mL ice-cold acid alcohol (0.18 M HCl in 70% ethanol) overnight at 4°C. The homogenate was centrifuged at 2400 rpm for 30 min at 4°C, the supernatant was stored at 4°C, and the pellet was resuspended in 6 mL fresh ice-cold acid alcohol. The acid alcohol incubation/centrifugation process was repeated over the next 3 days, after which the supernatants from the 4 days were pooled together. Pancreatic insulin content was measured in a 1:1000 diluted sample of the pooled supernatant for each mouse pancreas and normalized to body weight.

***Blood collection and hormone analysis.*** Samples were immediately centrifuged at 4°C at 1,500 g for 15 min. HCl (final concentration 0.1 N) was added to tubes for ghrelin measurement. Samples were stored at -80°C. Acyl-ghrelin and insulin were measured using ELISA kits (Cat # EZRGRA-90K, Millipore-Merck, Burlington, MA; Cat # 90080, Crystal Chem, Downers Grove, IL) and LEAP2 was measured using an EIA kit (Cat# EK-075-40, Phoenix Pharmaceuticals, Inc. Burlingame, CA) with the aid of a BioTek PowerWave XS Microplate spectrophotometer (BioTek, Winooski, VT) and BioTek KC4 junior software, as described previously (5, 6).

***Islet isolation and single cell dispersion.*** Following decapitation, pancreata were inflated *in situ* with freshly prepared collagenase (~ 5 mL of a 0.65 mg/mL solution) that was injected into the bile duct under a dissecting microscope (Supplemental Figure 9). Each inflated pancreas was dissected, placed in a 50 mL centrifuge tube, and then incubated in a 37°C water bath for 15

min. Four digested pancreases of each genotype were pooled together, after which islets were isolated by Histopaque density gradient (Sigma-Aldrich, Cat# 10771 and 11191) centrifugation (1200 rpm, 4°C for 30 min). All detectable islets were handpicked under a microscope (at 10x magnification) and placed into a 15 mL centrifuge tube containing 1 mL of 1x HBSS media (Gibco™, ThermoFisher Scientific, Waltham, MA; Cat# 14025-076). Single cell dispersion was then carried out as follows: islets were centrifuged (200 rpm, 4°C for 3 min), supernatant was removed, islets were incubated with 2 mL Accutase® solution (Innovative Cell Technologies, Inc. San Diego, CA; Cat# AT104) in a 37°C water bath for 15 min, after which cells were dispersed by pipetting up and down ten times using a 1 mL micropipette every 5 min x 3. The digestion was stopped by adding 10 mL of prewarmed RPMI-1640 (Gibco™, ThermoFisher Scientific, Waltham, MA; Cat# 11875-085) containing 10% FBS (Atlanta Biologicals, Flowery Branch, GA; Cat# S11150). The cell solution was filtered through a 40 µm cell strainer and centrifuged (200 rpm at 4°C for 3 min), after which the cells were resuspended with 2 mL of fresh media. A total of three washes were performed before the final resuspension of islet cells in 0.5 mL of serum containing media. The cells were placed on ice and then submitted for fluorescence-activated cell sorting (FACS) within 20 minutes.

*Single cell RNA sequencing (scRNA-Seq).* cDNA and single-cell libraries were prepared with the Chromium Next GEM Single Cell 3' Reagent Kit v3.1 (Dual Index) (10x Genomics, Pleasanton, CA), as per manufacturer's instructions: Cells in suspension were first prepared as gel beads in emulsion (GEMs) on a Single Cell 3' Chip G (10x Chromium) using the Chromium Controller (10x Genomics). For this, ~1,600-1,800/µL cells were loaded, aiming for 10,000 cells per channel. Barcoded RNA transcripts in each single cell were reverse transcribed within GEM droplets. cDNA in GEM reaction mixture was purified with DynaBeads MyOne™ Silane beads (ThermoFisher Scientific, Waltham, MA). Read 1 primer sequence was added and full-length barcoded cDNA was amplified for subsequent library construction. cDNA quality was verified by Agilent TapeStation 4200 (Agilent Technologies, Santa Clara, CA) using DNAHS 5000 tape, and concentration was determined with a Qubit 4 Fluorometer (ThermoFisher Scientific) using the DNA HS assay before sequencing. Sequencing libraries were prepared by fragmentation, end-repair, ligation with indexed adapters, and PCR amplification using the Chromium Single Cell 3' library kit v3.1 (10x Genomics). Nucleic acid was cleaned up using Ampure XP beads (Beckman Coulter Inc, Brea, CA). Post library preparation quality control was performed using DNA 1000 tape on the Agilent TapeStation 4200 and quantified by Qubit and real-time quantitative PCR on a LightCycler 96 System (Roche, Basel, Switzerland). Pooled libraries were sequenced at 1.6 pM on the Illumina NextSeq 2000 P2 100 Flowcell at a configuration of 28 x 90 x 10 x 10 base-pair, which codes for 28 base-pair Cell Barcodes, 90 base-pair Read, 10 base-pair unique molecular identifiers (UMI) and 10 base-pair Sample index. Cell Ranger Single-Cell Software Suite (v 5.0.1, 10X Genomics) was used to demultiplex cellular barcodes, map reads to the genome and transcriptome using the STAR aligner, and down-sample reads as required to generate normalized data across samples, producing a matrix of gene counts (20,690 genes in WT and 20,438 genes in GKO) vs. cells (7,792 cells in WT and 7,289 cells in GKO). 

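Each matrix has 1 row per gene and 1 column per barcode that was called a cell, and its entries are whole numbers of UMIs. A barcode stands for a droplet, so an entry can hold transcripts of the cell, of another cell in the same droplet, and of RNA that was free in the suspension.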

The Barcode rank plots for both genotype samples are indicated in Supplemental Figure 10.

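How much RNA from other cells the counts hold can be read from hormone transcripts in cells that do not make them. In endothelial-like cells Gcg, Ins1, Ins2, Ppy, Pyy, Sst and Iapp together made up 1.09% of the UMIs in WT and 0.855% in GKO. This was the lowest level among the nonendocrine types measured. It was 4.53% and 3.96% in quiescent stellate-like cells and 5.89% and 4.52% in B cell-like cells. In activated stellate-like cells it was 14.7% and 6.36%, and in R-macrophage-like cells 17.0% and 8.77%. Over all barcodes the same genes made up 49.1% and 37.2% of the UMIs. CellBender learns the profile of free RNA from droplets without a cell, so it could not be applied to the called cells alone. In its place a subtraction of the library's mean profile was used as an alternative setting.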

*scRNA-Seq data processing and analysis.* Cell feature-barcode matrices were processed with CellBender (default parameters unless otherwise specified) to remove ambient RNA reads and random barcode swapping from the dataset (CellBender v0.1.0; GKO samples; 7,300 expected cells, 20,000 total droplets included; WT samples; 7,800 expected cells, 20,000 total droplets included). We then analyzed the dataset with Seurat v4.1.1 software package(7) in R (version 4.0.2) using default Seurat parameters unless otherwise specified. Across all samples, we excluded cells in which we detected fewer than 500 genes or greater than 10% mitochondrial reads. We then merged and log-normalized the data, selected 2,000 most variable genes

(“feature selection”), scaled expression of each gene, used Principal Component Analysis (PCA) for linear dimensionality reduction of the transcriptomes in highly variable gene space, clustered the cells using the Louvain algorithm (based on Euclidean distance in the PCA space comprising the first 20 PCs and with a resolution value of 1.2), and performed non-linear dimensionality reduction by Uniform Manifold Approximation and Projection (UMAP)(8) for visualization in two dimensions. We used DoubletFinder (v2.0.3) to identify and remove clusters representing cell doublets (parameters: 7.6% assumed doublet rate, 20 PCs, pN = 0.1, GKO; pK=0.005, WT; pK=0.27). 

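DoubletFinder makes artificial doublets by averaging the counts of pairs of cells and scores each real cell by how many of its nearest neighbors are artificial. The share of artificial cells is pN, and pK sets the size of the neighborhood. With these values of pK, the neighborhood in WT was far larger than that in GKO. The 2 clusters removed here held 32.8% and 40.6% called doublets. Another 4 clusters above the limit had between 19 and 206 specific genes and were kept.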

DoubletFinder classifies each cell as either a singlet or a doublet. Clusters identified by DoubletFinder as composed of greater than 30% cell doublets were marked as potential doublet clusters. We then identified the cluster-enriched genes for each of these potential doublet clusters using Seurat’s FindMarkers function. Potential doublet clusters for which we detected no cluster-specific marker genes were excluded from further analysis. After removing the suspected doublet clusters, the remaining cells were re-clustered, including the steps of feature selection, scaling expression of each gene, PCA, clustering with the top 15 PCs and resolution setting of 0.6. 

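A cluster is named by the genes that its cells express and other clusters lack, so a name is a likeness and not a measurement of cell type. Here the paper's markers were extended to at least 5 genes per cell type, fixed before clusters were made.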

To match each cell cluster to a known cell type, we checked each cluster’s expression of the following cell type marker genes and annotated them accordingly:  $\alpha$ -Cells (*Gcg*);  $\beta$ -Cells (*Ins1*, *Ins2*);  $\gamma$ -Cells (*Ppy*);  $\delta$ -Cells (*Sst*); endothelial-cells (*Pecam1* and *Plvap*); activated stellate-cells (*Pdgfra*, *Sparc*, and *C3*); quiescent stellate-cells (*Pdgfrb*, *Sparc*, and *Rgs5*); Gpr3711+ Stellate-Cells (*Gpr3711* and *Sparc*); resident (R)-macrophage-cells (*Cd86* and *Cx3cr1*); monocyte-derived (M)-macrophage-cells (*Cd86* and *Ly6c2*); S100a9+-cells (*S100a9*); ductal-cells (*Krt19*); and acinar-cells (*Cpb1*) (6, 9). The ductal-cell and acinar-cell clusters were deemed contaminants from exocrine tissue and so excluded from further analysis. The remaining cells were re-clustered, including the steps of feature selection, scaling expression of each gene, PCA, clustering with the top 20 PCs and resolution setting of 0.2. The clusters were re-labeled based on the marker genes and annotations listed previously. 

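Both methods compare cells, and the cells of each genotype came from 1 pool of mice, so their P values describe differences between these 2 pools. The paper states the lack of biological replicates as a limitation.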

Genes differentially expressed between genotypes but within each cell cluster were identified by Wilcoxon Rank Sum test and MAST (10). Only genes which were differentially expressed to using both statistical tests, based on a Bonferroni adjusted *P* value < 0.05, are included in the Results.

**Gene ontology over-representation analysis.** Genes which differed significantly in expression between GKO and WT cells of each cell type were input to the WebGestalt web tool to identify over-represented Biological Process (no redundant) gene ontology terms, when compared to an Illumina Mouse 8 reference gene set. Figures were generated using WebGestalt.

**In situ hybridization histochemistry.** The slides were placed at  $-20^{\circ}\text{C}$  for 1 h and stored at  $-80^{\circ}\text{C}$  with desiccants. RNAscope (Advanced Cell Diagnostics, Newark, CA) was performed according to manufacturer’s protocol (RNAscope® Multiplex Fluorescent Reagent Kit v2 Assay; Document number: 323100-USM, Rev Date: 02272019) using commercial-available probes against *Arg1* (RNAscope® Probe- Mm-Arg1-C2, Cat No. 403431-C2) and *Sst* (RNAscope® Probe- Mm-Sst-O1, Cat No. 482691). Fluorescence images were acquired at 40X magnification using a Zeiss LSM880 Airyscan confocal microscope and qualitatively assessed for the colocalization of *Arg1* and *Sst* mRNA expression. Islets from n=4 mice of each genotype were assessed for consistency of findings.

## Supplemental Figures

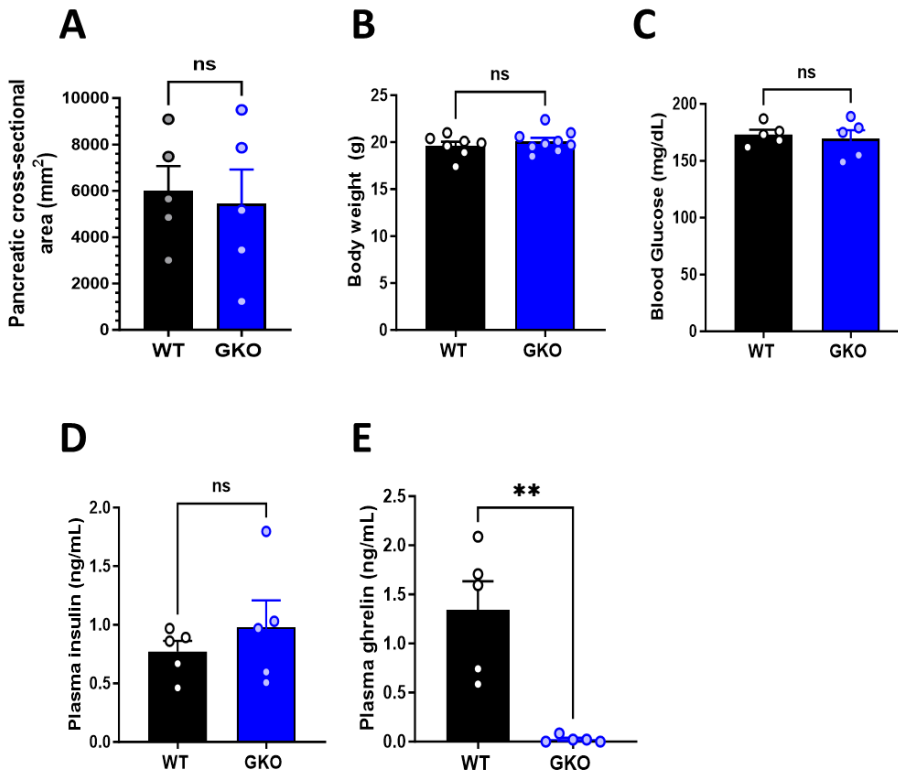

**Supplemental Figure 1. Pancreatic cross-sectional area, body weight, blood glucose, plasma insulin, and plasma ghrelin in *ad lib*-fed WT and GKO mice.** (A), Pancreatic cross-sectional area, (B), body weights, (C), blood glucose, (D), plasma insulin, and (E), plasma ghrelin of WT and GKO mice.  $n = 7-9$  in (B) and  $n = 5$  in (A,C-E); age = 9-12 wks-old. Data were analyzed by Student's unpaired  $t$  test.  $**P < 0.01$  or ns = not significant; related to Figure 1.

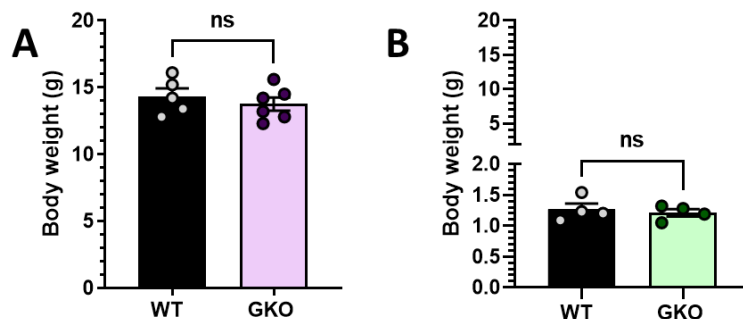

**Supplemental Figure 2. Body weights of juvenile and neonate WT and GKO mice.** (A), Body weights of juvenile WT and GKO mice and (B), body weights of neonate WT and GKO mice.  $n = 5-6$  in (A) and  $n = 4$  in (B). Data were analyzed by Student's unpaired  $t$  test. ns = not significant; related to Figure 2.

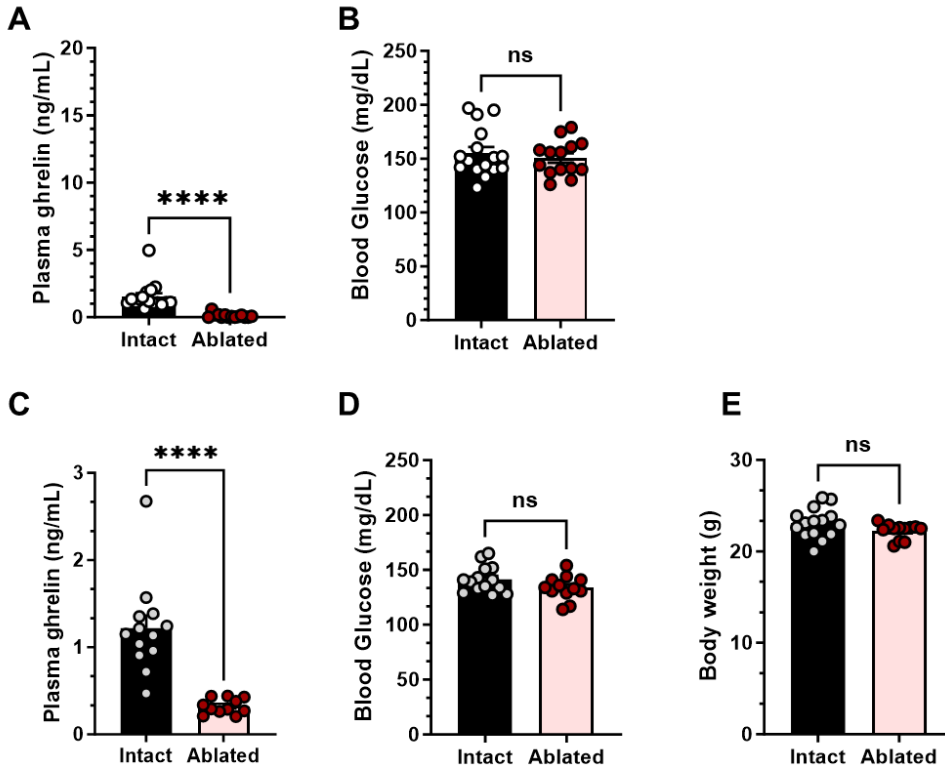

**Supplemental Figure 3. Plasma ghrelin, blood glucose, and body weights of mice with or without ghrelin-cell ablation.** (A), *Ad lib*-fed plasma ghrelin and (B), *ad lib*-fed blood glucose at 2 weeks post-DTX. (C), *Ad lib*-fed plasma ghrelin, (D), *ad lib*-fed blood glucose, and (E), body weights at the time of sacrifice.  $n = 11-16$ ; age = 8-10 wks-old. Data were analyzed by Student's unpaired  $t$  test. \*\*\*\* $P < 0.0001$  or ns = not significant; related to Figure 4.

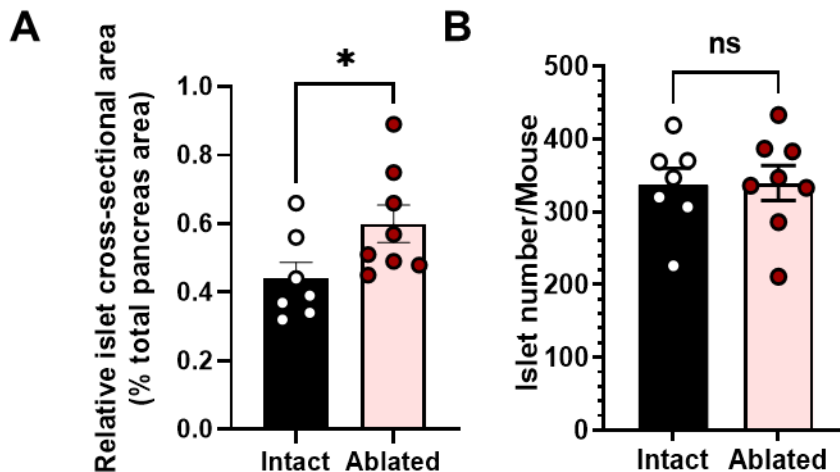

**Supplemental Figure 4. Islet parameters from mice with Intact ghrelin-cells ("Intact") or ablated ghrelin-cells ("Ablated").** (A), Relative islet cross-sectional area. (B), Islet number from 4 pancreatic sections per mouse.  $n = 7-8$ ; age = 10 wks-old. Data were analyzed by Student's unpaired  $t$  test. \* $P < 0.05$ ; related to Figure 4.

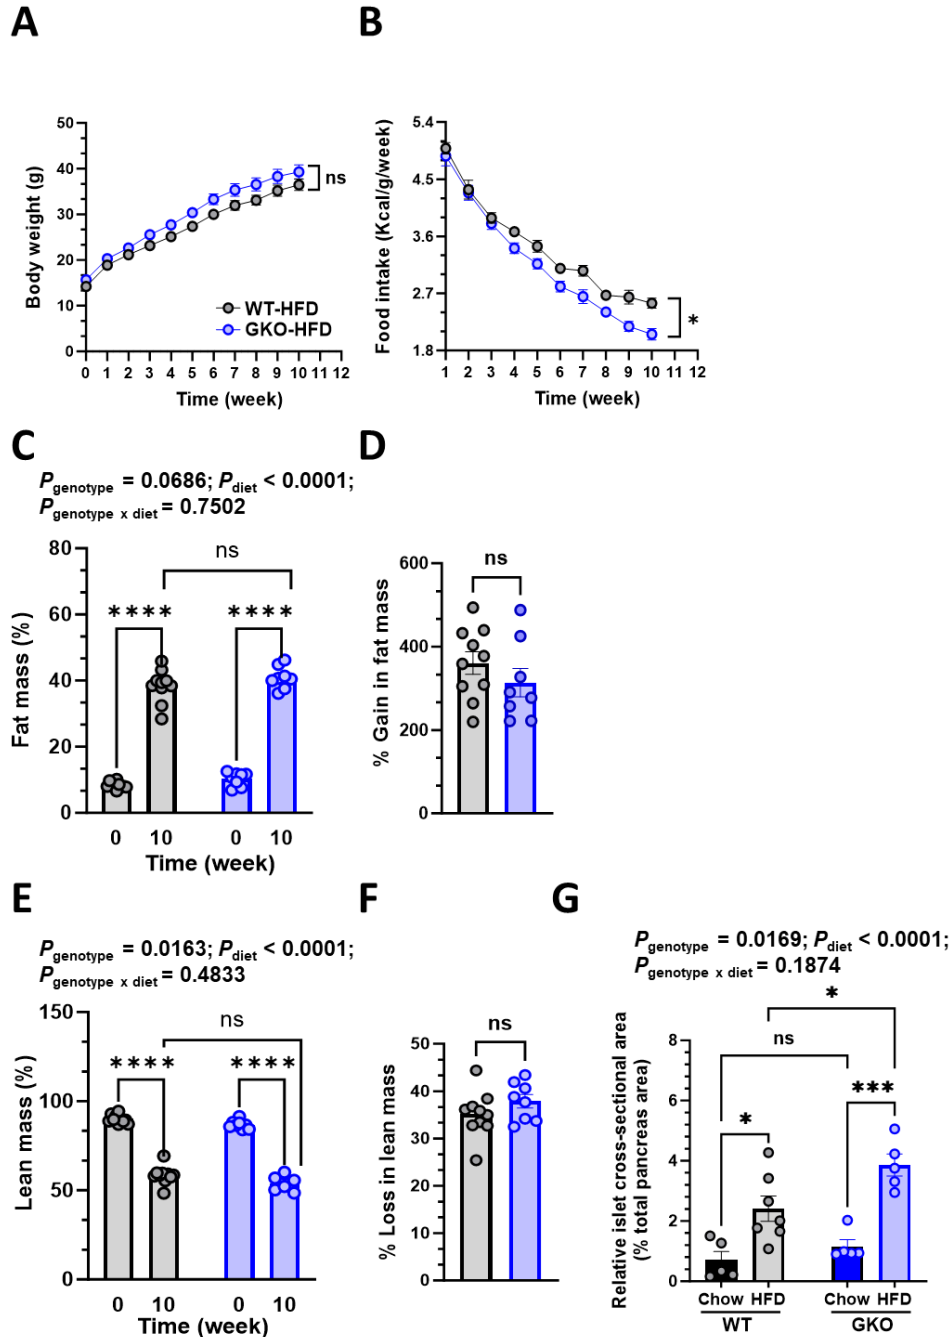

**Supplemental Figure 6. Metabolic and islet-morphologic changes in WT and GKO mice fed standard chow or HFD.** (A), Body weight, (B), Food intake, (C), Percent fat mass, (D), Percent gain in fat mass, (E), Percent lean mass, (F), Percent loss in lean mass, and (G), percentage relative islet cross-sectional area in WT and GKO mice fed HFD for 10 weeks.  $n = 12-13$  mice in (A-B),  $n = 8-10$  mice in (C-F), and  $n = 5-7$  in (E); age = 10-14 wks-old. Data were analyzed by Student's unpaired t test in (D,F), 2-way repeated measures ANOVA followed by Bonferroni's multiple comparisons test in (A-C,F), and 2-way ANOVA followed by Tukey's multiple comparison test in (E). \* $P < 0.05$ ; \*\* $P < 0.01$ , \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ ; ns = not significant; related to Figure 5.

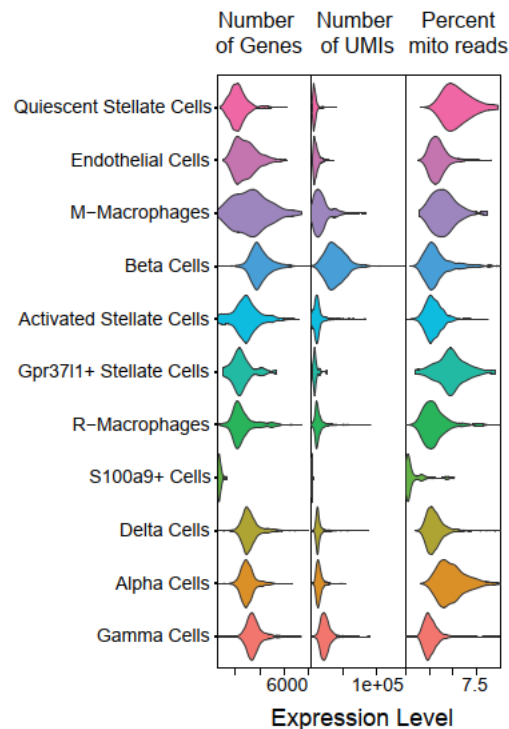

**Supplemental Figure 7. Measures of transcriptome coverage and quality of cells included in scRNA-Seq (single cell RNA sequencing) analysis.** Violin plots illustrating number of genes, number of Unique Molecular Identifiers (UMIs), and percentage of mitochondrial sequencing reads detected within each of the 11 identified clusters; related to Figure 7.

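By cell type, the median number of UMIs per cell in the cells kept here was 36494 in WT and 34874.5 in GKO for β-like cells and 21221 and 20778 for γ-like cells. Among nonendocrine types, it was 10148 and 8787.5 for activated stellate-like cells and 4742 and 5452 for quiescent stellate-like cells. The deepest of the smaller clusters was the proliferating-like one, with medians of 32060.0 and 22220.0 UMIs. In S100a9+-like cells the medians were 1229.5 and 1579 UMIs, the lowest of all, and the median share of mitochondrial UMIs was 0.180% and 0.282%. Median genes per cell ranged from 649 (S100a9+-like cells) to 4827.5 (proliferating-like cells) in WT.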

## $\alpha$ -cells

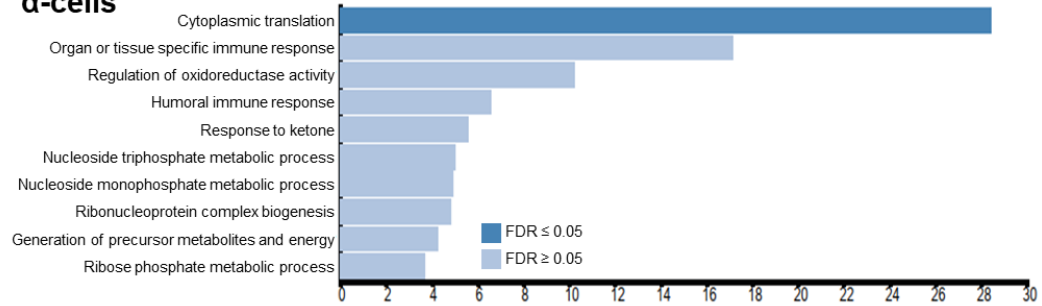

## $\beta$ -cells

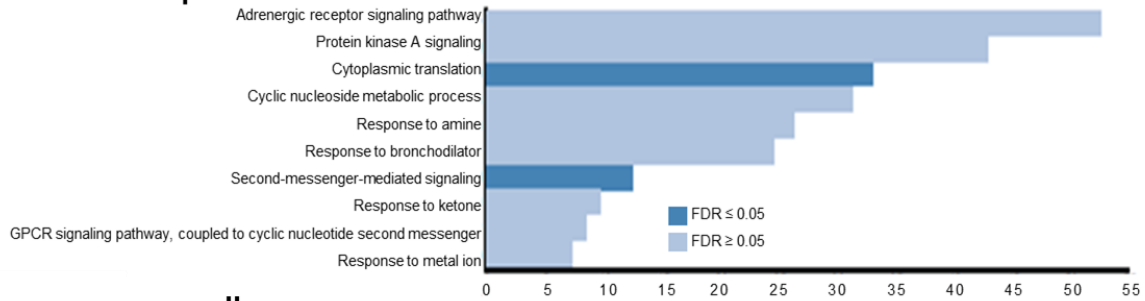

## $\gamma$ -cells

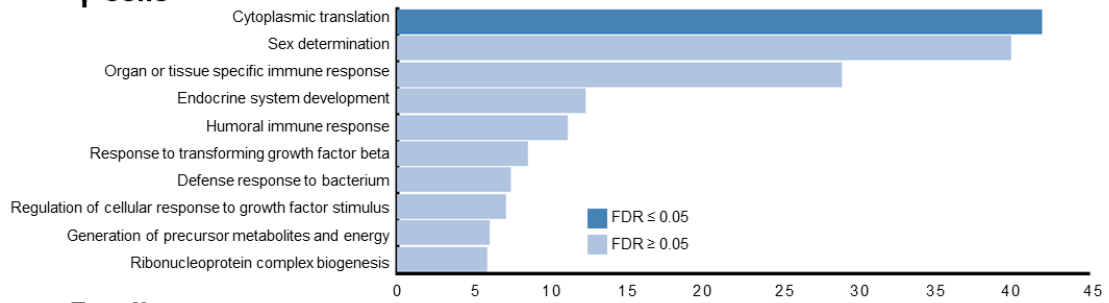

## $\delta$ -cells

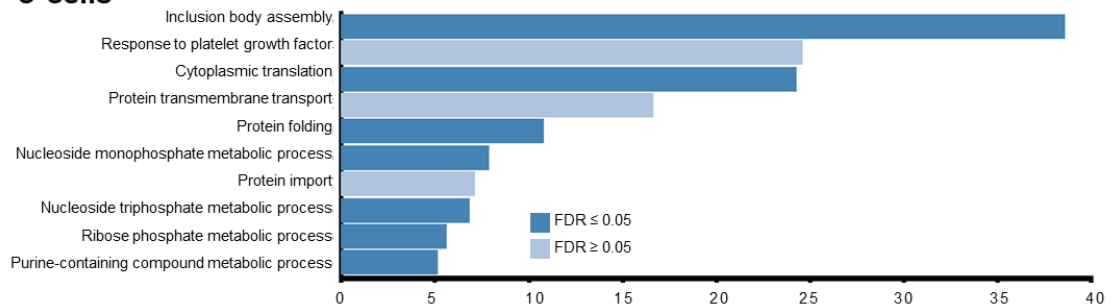

## Endothelial-cells

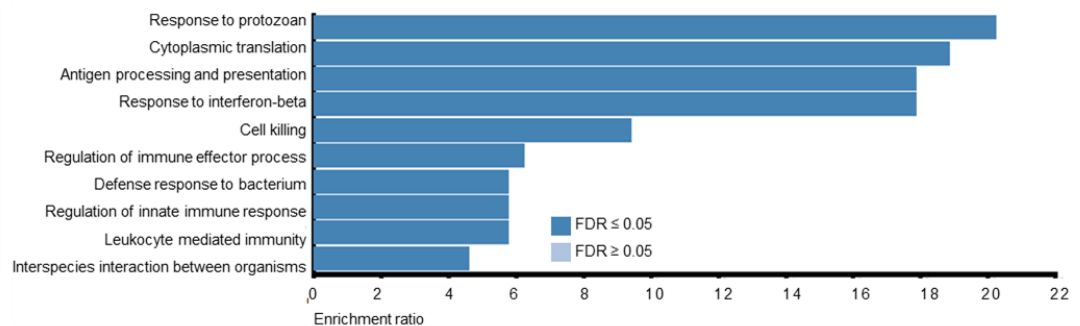

## Macrophages, M-type

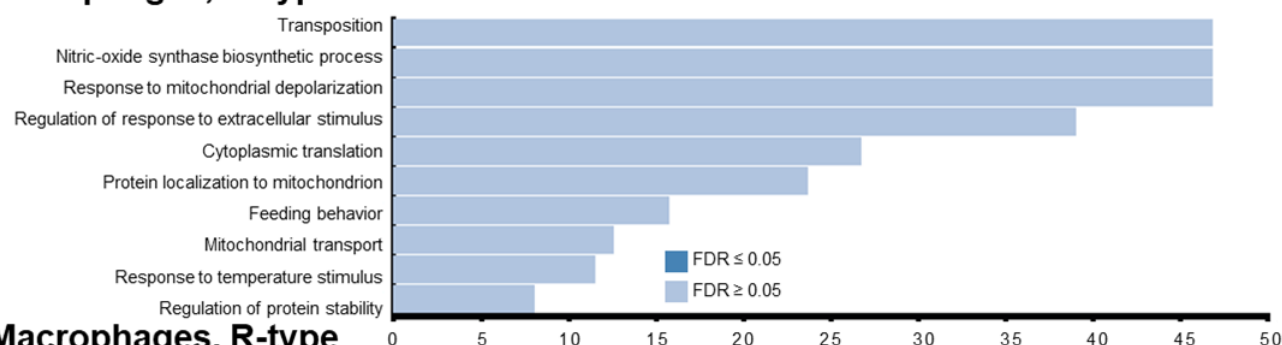

## Macrophages, R-type

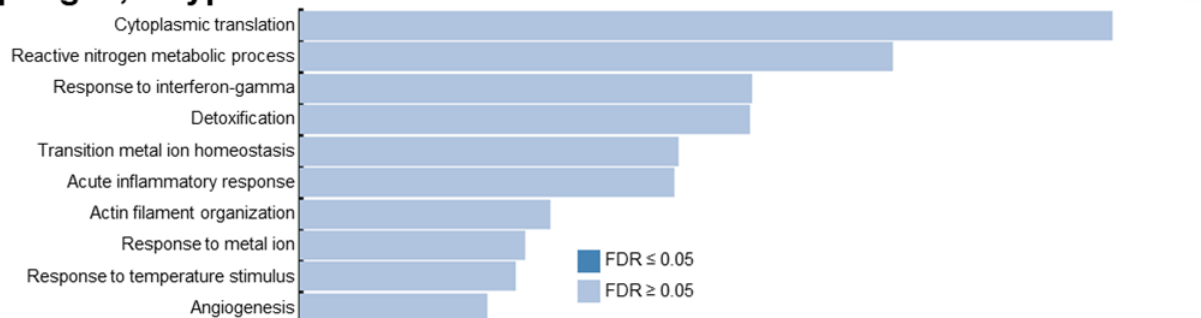

## Stellate-cells, Activated

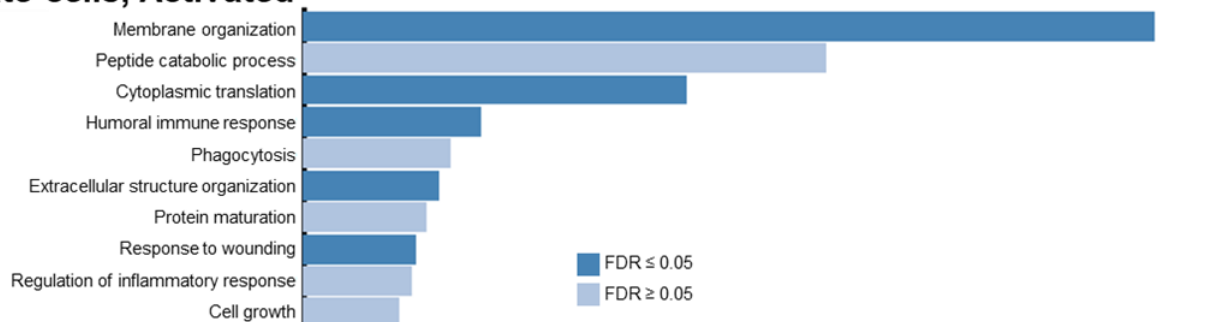

## Stellate-cells, Quiescent

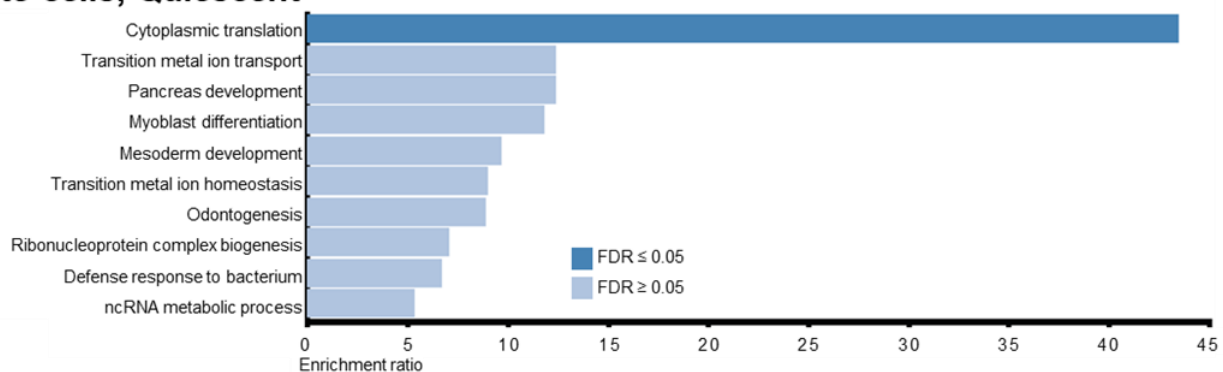

**Supplemental Figure 8. GO-term analysis of genes differentially expressed between WT and GKO islet cells.** GO-term analysis of genes differentially expressed between genotypes, for each cell type at false discovery rate  $\leq 0.05$  (dark blue) or  $\geq 0.05$  (light blue), related to Figure 7.

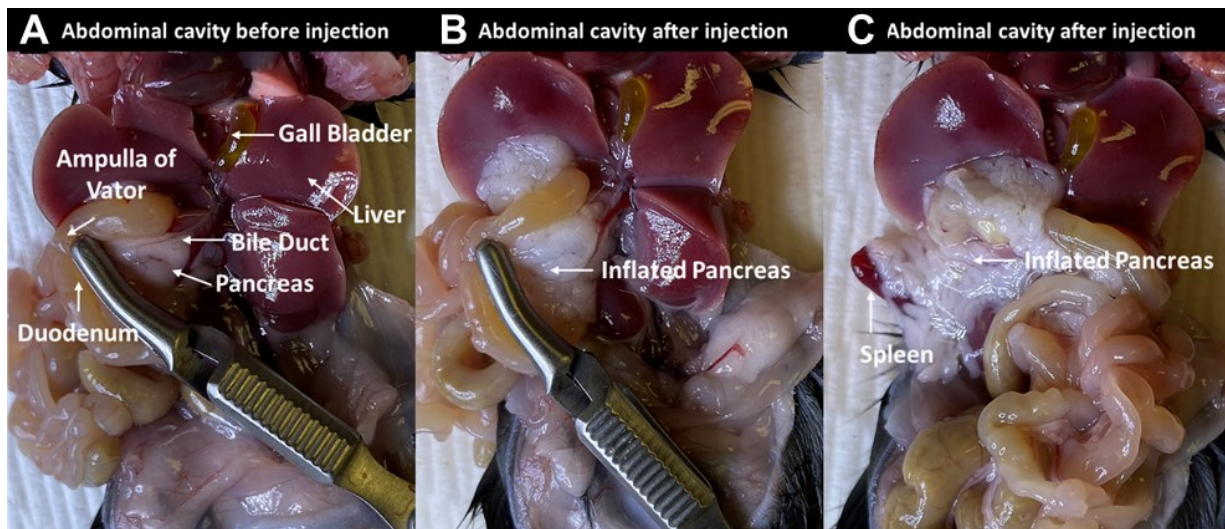

**Supplemental Figure 9. Representative photos of in situ collagenase digestion of pancreata.** (A), View of abdominal cavity before collagenase injection. (B-C), Views highlighting the inflated pancreas within the abdominal cavity following injection of up to 5 mL of collagenase solution (0.65 mg/mL) into the bile duct with (B) or without (C) the metal clamp in place.

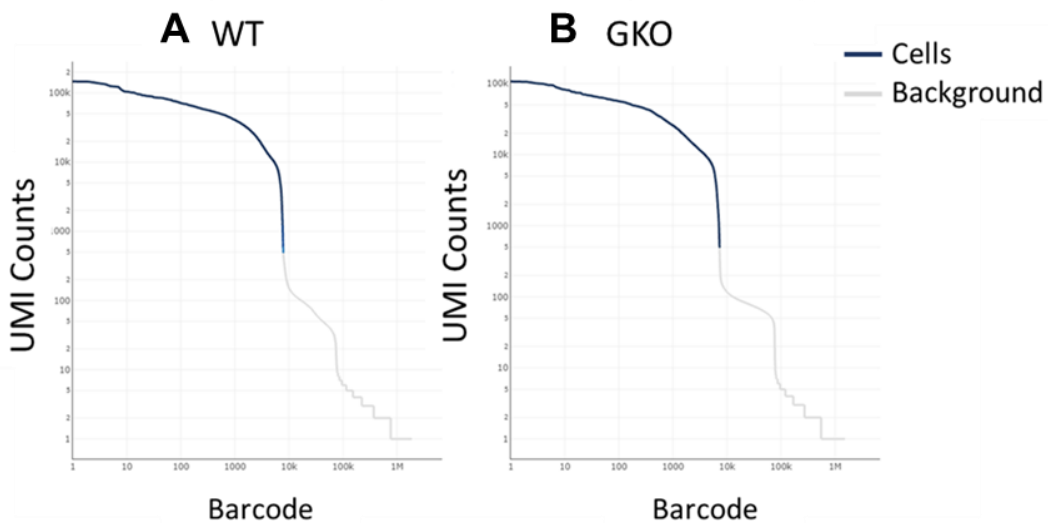

**Supplemental Figure 10. Barcode Rank Plots.** Barcode rank plots for (A), WT and (B), GKO single islet cell samples subjected to scRNA-Seq analysis.

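A barcode rank plot orders all barcodes by their number of UMIs. Barcodes above the steep fall are taken as droplets with a cell, and those below it hold free RNA. Only barcodes called as cells are in the matrices used here, 7792 for WT and 7289 for GKO.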

**Supplemental Table 1. Methodological details of published studies examining effects of ghrelin/GHSR on islet size**

<sup>a</sup>The paper describes in one place that 3 sections from each mouse and in another place that at least 5 pancreatic sections from each mouse were analyzed. <sup>b</sup>With the exception of the study by Baena-Nieto et al, none of the studies mentioned whether or not a blinded analysis was performed. Baena-Nieto et al performed a double-blinded analysis for insulinitis, however it is not clear whether such also was used for the morphometric studies included in this table.

**Supplemental Table 2. Differentially-expressed genes in  $\alpha$ -cell cluster**

<sup>a</sup>Genes are listed in rank order of statistical significance, as based on the adjusted *P*-value.

<sup>b</sup>Avg. Log2 FC GKO/WT is a measure of the fold increase (left hand-columns; upregulation) or decrease (right hand columns; downregulation) in expression of the gene-of-interest within GKO  $\alpha$ -cells, expressed in the Log<sub>2</sub> scale.

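The fold change in these tables follows the definition of Seurat, the difference of log2(mean over cells of UMIs per 10000, plus 1). For genes with few UMIs per cell the added 1 draws it toward 0, so it is smaller than a ratio of CPM. On this scale the values computed here for the 74 genes listed for α cells had a median absolute difference from the tabulated values of 0.00157. In the table for R-macrophages, with 79 genes, it was 0.0347.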

<sup>c</sup>% of WT  $\alpha$ -cells expressing the gene-of-interest.

<sup>d</sup>% of GKO  $\alpha$ -cells expressing the gene-of-interest.

**Supplemental Table 3. Differentially-expressed genes in  $\beta$ -cell cluster**

<sup>a</sup>Genes are listed in rank order of statistical significance, as based on the adjusted *P*-value.

<sup>b</sup>Avg. Log2 FC GKO/WT is a measure of the fold increase (left hand-columns; upregulation) or decrease (right hand columns; downregulation) in expression of the gene-of-interest within GKO  $\beta$ -cells, expressed in the Log<sub>2</sub> scale.

<sup>c</sup>% of WT  $\beta$ -cells expressing the gene-of-interest.

<sup>d</sup>% of GKO  $\beta$ -cells expressing the gene-of-interest.

**Supplemental Table 4. Differentially-expressed genes in  $\gamma$ -cell cluster**

<sup>a</sup>Genes are listed in rank order of statistical significance, as based on the adjusted *P*-value.

<sup>b</sup>Avg. Log<sub>2</sub> FC GKO/WT is a measure of the fold increase (left hand columns; upregulation) or decrease (right hand columns; downregulation) in expression of the gene-of-interest within GKO  $\gamma$ -cells, expressed in the Log<sub>2</sub> scale.

<sup>c</sup>% of WT  $\gamma$ -cells expressing the gene-of-interest.

<sup>d</sup>% of GKO  $\gamma$ -cells expressing the gene-of-interest.

**Supplemental Table 5. Differentially-expressed genes in  $\delta$ -cell cluster**

<sup>a</sup>Genes are listed in rank order of statistical significance, as based on the adjusted *P*-value.

<sup>b</sup>Avg. Log2 FC GKO/WT is a measure of the fold increase (left hand-columns; upregulation) or decrease (right hand columns; downregulation) in expression of the gene-of-interest within GKO  $\delta$ -cells, expressed in the Log<sub>2</sub> scale.

<sup>c</sup>% of WT  $\delta$ -cells expressing the gene-of-interest.

<sup>d</sup>% of GKO  $\delta$ -cells expressing the gene-of-interest.

**Supplemental Table 6. Differentially-expressed genes in Endothelial-cell cluster**

<sup>a</sup>Genes are listed in rank order of statistical significance, as based on the adjusted *P*-value.

<sup>b</sup>Avg. Log<sub>2</sub> FC GKO/WT is a measure of the fold increase (left hand-columns; upregulation) or decrease (right hand columns; downregulation) in expression of the gene-of-interest within GKO Endothelial-cells, expressed in the Log<sub>2</sub> scale.

<sup>c</sup>% of WT Endothelial-cells expressing the gene-of-interest.

<sup>d</sup>% of GKO Endothelial-cells expressing the gene-of-interest.

**Supplemental Table 7. Differentially-expressed genes in Activated Stellate-cell cluster**

<sup>a</sup>Genes are listed in rank order of statistical significance, as based on the adjusted *P*-value.

<sup>b</sup>Avg. Log2 FC GKO/WT is a measure of the fold increase (left hand-columns; upregulation) or decrease (right hand columns; downregulation) in expression of the gene-of-interest within GKO Activated Stellate-cells, expressed in the Log<sub>2</sub> scale.

<sup>c</sup>% of WT Activated Stellate-cells expressing the gene-of-interest.

<sup>d</sup>% of GKO Activated Stellate-cells expressing the gene-of-interest.

**Supplemental Table 8. Differentially-expressed genes in Quiescent Stellate-cell cluster**

<sup>a</sup>Genes are listed in rank order of statistical significance, as based on the adjusted *P*-value.

<sup>b</sup>Avg. Log2 FC GKO/WT is a measure of the fold increase (left hand-columns; upregulation) or decrease (right hand columns; downregulation) in expression of the gene-of-interest within GKO Quiescent Stellate-cells, expressed in the Log<sub>2</sub> scale.

<sup>c</sup>% of WT Quiescent Stellate-cells expressing the gene-of-interest.

<sup>d</sup>% of GKO Quiescent Stellate-cells expressing the gene-of-interest.

**Supplemental Table 9. Differentially-expressed genes in Gpr37l1<sup>+</sup> Stellate-cell cluster**

**Supplemental Table 10. Differentially-expressed genes in (R)-Macrophage-cell cluster**

<sup>a</sup>Genes are listed in rank order of statistical significance, as based on the adjusted *P*-value.

<sup>b</sup>Avg. Log2 FC GKO/WT is a measure of the fold increase (left hand-columns; upregulation) or decrease (right hand columns; downregulation) in expression of the gene-of-interest within GKO (R)-Macrophage-cells, expressed in the Log<sub>2</sub> scale.

<sup>c</sup>% of WT (R)-Macrophage-cells expressing the gene-of-interest.

<sup>d</sup>% of GKO (R)-Macrophage-cells expressing the gene-of-interest.

**Supplemental Table 11. Differentially-expressed genes in (M)-macrophage-cell cluster**

<sup>a</sup>Genes are listed in rank order of statistical significance, as based on the adjusted *P*-value.

<sup>b</sup>Avg. Log2 FC GKO/WT is a measure of the fold increase (left hand-columns; upregulation) or decrease (right hand columns; downregulation) in expression of the gene-of-interest within GKO (M)-Macrophage-cells, expressed in the Log<sub>2</sub> scale.

<sup>c</sup>% of WT (M)-Macrophage-cells expressing the gene-of-interest.

<sup>d</sup>% of GKO (M)-Macrophage-cells expressing the gene-of-interest.

**Supplemental Table 12. Differentially-expressed genes in S100a9<sup>+</sup>-cell cluster**

<sup>a</sup>Genes are listed in rank order of statistical significance, as based on the adjusted *P*-value.  
<sup>b</sup>Avg. Log2 FC GKO/WT is a measure of the fold increase (left hand-columns; upregulation) or decrease (right hand columns; downregulation) in expression of the gene-of-interest within GKO S100a9<sup>+</sup>-cells, expressed in the Log<sub>2</sub> scale.  
<sup>c</sup>% of WT S100a9<sup>+</sup>-cells expressing the gene-of-interest.  
<sup>d</sup>% of GKO S100a9<sup>+</sup>-cells expressing the gene-of-interest.

**Supplemental Table 13. Program code to re-scale pixel brightness and remove background “noise” from islet images**

```
import cv2 as cv
import numpy as np
from pathlib import Path
from scipy import stats
from tqdm import tqdm

def apply_sig(arr, med, std):
    ex = lambda x: x/(1+np.exp(-1*(4.5/std)*(x-2*med)))
    alt = []
    for row in arr:
        r = []
        for val in row:
            r.append(ex(val))
        alt.append(r)
    return alt

def clean(img_):
    green = img_.T[1]
    a = np.where(green.T < 180, green.T, np.nan)
    mode = stats.mode(a, axis=None, nan_policy='omit')[0][0]
    std = np.std(green.T)
    med = np.median(green.T)
    avg = np.average(green.T)
    if mode+std < med or mode-std > med:
        # print("CHANGED")
        mode = med-(avg-med)
    alt = apply_sig(green.T, med, std)
    new = np.array(alt).T
    img_.T[1] = new
    return img_

if __name__ == '__main__':
    dir_ = r"path\to\folder"
    images = []
    indexes = []
    pathlist = [x for x in Path(dir_).glob('*.PNG')]
    for i in tqdm(pathlist):
        file_name = str(i).split('\\')[-1]
        img = cv.imread(dir_ + '\\' + str(file_name))
        try:
            img = cv.cvtColor(img, cv.COLOR_BGR2RGB)
        except:
            continue
        out = clean(img.copy())
        images.append(out)
        indexes.append(file_name)

    out_ = dir_ + " Cleaned\\"
    try:
```

```
    Path(out_).mkdir()
except FileExistsError:
    print('OS exists already!')
for img, i in zip(images, indexes):
    img = cv.cvtColor(img, cv.COLOR_RGB2BGR)
    cv.imwrite(out_ + i, img)
```

**Supplemental Table 14. Program codes to analyze islet morphology**

```

    f1 = a.title
except:
    break
IJ.run("Split Channels")
blue_ = IJ.getImage()
blue_.close()
green_ = IJ.getImage()
green_.close()
IJ.run("8-bit")

IJ.setMinAndMax(50, 255)
IJ.setThreshold(50, 255)
IJ.run("Convert to Mask")
IJ.run("Analyze Particles...", "size=51-550000 show=Outlines display include
summarize record add")
clutter = IJ.getImage()
clutter.close()
clutter_2 = IJ.getImage()
clutter_2.close()

```

Program 3: Computer code to measure  $\alpha$ -cell cross-sectional area

```

from ij import IJ, ImagePlus
from loci.plugins import BF

IJ.run("Set Scale...", "distance=118 known=100 unit=um global")
for i in range(120):
    insulin = []
    glucagon = []
    DAPI = []
    try:
        a = IJ.getImage()
        f1 = a.title
    except:
        break
    IJ.run("Split Channels")
    blue_ = IJ.getImage()
    blue_.close()
    IJ.run("8-bit")

    IJ.setMinAndMax(50, 255)
    IJ.setThreshold(50, 255)
    IJ.run("Convert to Mask")
    IJ.run("Analyze Particles...", "size=51-550000 show=Outlines display summarize
record add")
    clutter = IJ.getImage()

```

```

clutter.close()
clutter_2 = IJ.getImage()
clutter_2.close()
green_ = IJ.getImage()
green_.close()

```

Program 4: Computer code to measure  $\delta$ -cell cross-sectional area

```

from ij import IJ, ImagePlus
from loci.plugins import BF

IJ.run("Set Scale...", "distance=118 known=100 unit=um global")
for i in range(120):
    insulin = []
    glucagon = []
    DAPI = []
    try:
        a = IJ.getImage()
        f1 = a.title
    except:
        break
    IJ.run("Split Channels")
    blue_ = IJ.getImage()
    blue_.close()
    green_ = IJ.getImage()
    green_.close()
    IJ.run("8-bit")

    IJ.setMinAndMax(50, 255)
    IJ.setThreshold(50, 255)
    IJ.run("Convert to Mask")
    IJ.run("Analyze Particles...", "size=21-550000 show=Outlines display include
summarize record add")
    clutter = IJ.getImage()
    clutter.close()
    clutter_2 = IJ.getImage()
    clutter_2.close()

```

Program 5: Computer code to measure  $\beta$ -cell size and  $\beta$ -cell count

```

from ij import IJ, ImagePlus
from loci.plugins import BF
from ij.measure import ResultsTable
from ij.plugin.frame import RoiManager
import ij
from ij.gui import ShapeRoi
import csv

```

```

array = {"File Name": [], "Mean Cell Size": [], "Cell Count": [], "Area": []}
continuing = True
while True:
    a = IJ.getImage()
    f1 = a.title
    directory = a.getOriginalFileInfo().directory
    IJ.run("Split Channels")
    IJ.selectWindow(f1 + ' (blue)')
    IJ.run("Close")
    IJ.selectWindow(f1 + ' (green)')
    IJ.run("Close")
    IJ.selectWindow(f1 + ' (red)')
    IJ.run("8-bit")

    IJ.setMinAndMax(50, 255)
    IJ.setThreshold(50, 255)
    IJ.run("Convert to Mask")
    IJ.run("Analyze Particles...", "size=51-550000 show=Outlines display include
summarize record add")
    joinkies = IJ.getImage()
    joinkies.close()
    gg = IJ.getImage()
    gg.close()
    IJ.selectWindow("Summary")
    summary = ResultsTable.getResultsTable()
    IJ.renameResults("Results")
    summary = ResultsTable.getResultsTable()
    array['Area'].append(float(summary.getColumn(summary.getColumnIndex("Total
Area"))[-1]))
    IJ.open(directory + f1)
    IJ.selectWindow(f1)
    IJ.run("Split Channels")
    IJ.selectWindow(f1 + ' (green)')
    IJ.run("Close")
    IJ.run("Clear Results")

    IJ.selectWindow(f1 + ' (blue)')
    blue_channel = IJ.getImage()
    rm = RoiManager().getInstance()
    rois = rm.getRoisAsArray()
    shape_united = None
    roi1 = None
    if len(rois) > 1:
        for roi in rois:
            if roi1:
                if shape_united:
                    roi2 = ShapeRoi(roi)

```

```

        shape_united = shape_united. or (roi2)
    else:
        roi2 = ShapeRoi(roi)
        shape_united = roi1. or (roi2)
    else:
        roi1 = ShapeRoi(roi)
else:
    blue_channel.setRoi(rois[0])

IJ.selectWindow(f1 + ' (blue)')
IJ.run("Clear Outside")
IJ.run("Gaussian Blur...", "sigma=1 scaled")
IJ.run("Find Maxima...", "prominence=10 strict output=[Count]")
res = ResultsTable.getResultsTable()

array['Cell Count'].append(float(res.getColumn(res.getColumnIndex("Count"))[-1]))
array['File Name'].append(str(f1))

array["Mean Cell Size"].append(array["Area"][-1] / array["Cell Count"][-1])

IJ.selectWindow("ROI Manager")
IJ.run("Close")
IJ.selectWindow("Results")
IJ.run("Close")
IJ.selectWindow(f1 + ' (blue)')
IJ.run("Close")
IJ.selectWindow(f1 + ' (red)')
IJ.run("Close")
try:
    a = IJ.getImage()
except:
    break
with open(directory + 'Cell Sizes.csv', 'wb') as output:
    writer = csv.writer(output)
    writer.writerow(['File Name', "Mean Cell Size", "Area", "Cell Count"])
    for i in range(len(array['File Name'])):
        writer.writerow([array['File Name'][i], array["Mean Cell Size"][i], array["Area"][i],
array["Cell Count"][i]])

```

**Supplemental Table 15. Validation of the computer programs used to analyze islet morphology**

Program results = data obtained using the computer programs. Manual results = data obtained using the computer mousepad together with ImageJ software to trace the perimeter of each islet, after which the above measurements were made with the assistance of the ImageJ 'Analyze' tool. For this, 50 random islets of various sizes were analyzed by both methodologies, and the data obtained were compared by Student 't' test. P-values are indicated. ns = not significant.

**Reference used in Supplemental Methods:**

1. Buch T, Heppner FL, Tertilt C, Heinen TJ, Kremer M, Wunderlich FT, et al. A Cre-inducible diphtheria toxin receptor mediates cell lineage ablation after toxin administration. *Nat Methods*. 2005;2(6):419-26.
2. Engelstoft MS, Park WM, Sakata I, Kristensen LV, Husted AS, Osborne-Lawrence S, et al. Seven transmembrane G protein-coupled receptor repertoire of gastric ghrelin cells. *Mol Metab*. 2013;2(4):376-92.
3. Sigmundsson K, Ojala JRM, Ohman MK, Osterholm AM, Moreno-Moral A, Domogatskaya A, et al. Culturing functional pancreatic islets on alpha5-laminins and curative transplantation to diabetic mice. *Matrix Biol*. 2018;70:5-19.
4. Hahn M, van Krieken PP, Nord C, Alanentalo T, Morini F, Xiong Y, et al. Topologically selective islet vulnerability and self-sustained downregulation of markers for beta-cell maturity in streptozotocin-induced diabetes. *Commun Biol*. 2020;3(1):541.
5. Shankar K, Takemi S, Gupta D, Varshney S, Mani BK, Osborne-Lawrence S, et al. Ghrelin cell-expressed insulin receptors mediate meal- and obesity-induced declines in plasma ghrelin. *JCI Insight*. 2021;6(18).
6. Gupta D, Dowsett GKC, Mani BK, Shankar K, Osborne-Lawrence S, Metzger NP, et al. High Coexpression of the Ghrelin and LEAP2 Receptor GHSR With Pancreatic Polypeptide in Mouse and Human Islets. *Endocrinology*. 2021;162(10).
7. Hao Y, Hao S, Andersen-Nissen E, Mauck WM, 3rd, Zheng S, Butler A, et al. Integrated analysis of multimodal single-cell data. *Cell*. 2021;184(13):3573-87 e29.
8. McInnes L, and Healy J. UMAP: Uniform manifold approximation and projection for dimension reduction. *ArXiv e-prints*. 2018;1802.03426.
9. Hu H, Zakharov PN, Peterson OJ, and Unanue ER. Cytocidal macrophages in symbiosis with CD4 and CD8 T cells cause acute diabetes following checkpoint blockade of PD-1 in NOD mice. *Proc Natl Acad Sci U S A*. 2020;117(49):31319-30.
10. Finak G, McDavid A, Yajima M, Deng J, Gersuk V, Shalek AK, et al. MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. *Genome Biol*. 2015;16:278.
11. Hill JT, Mastracci TL, Vinton C, Doyle ML, Anderson KR, Loomis ZL, et al. Ghrelin is dispensable for embryonic pancreatic islet development and differentiation. *Regul Pept*. 2009;157(1-3):51-6.
12. Dezaki K, Sone H, Koizumi M, Nakata M, Kakei M, Nagai H, et al. Blockade of pancreatic islet-derived ghrelin enhances insulin secretion to prevent high-fat diet-induced glucose intolerance. *Diabetes*. 2006;55(12):3486-93.

13. Kurashina T, Dezaki K, Yoshida M, Sukma Rita R, Ito K, Taguchi M, et al. The beta-cell GHSR and downstream cAMP/TRPM2 signaling account for insulinostatic and glycemic effects of ghrelin. *Sci Rep.* 2015;5:14041.
14. Pradhan G, Wu CS, Villarreal D, Lee JH, Han HW, Gaharwar A, et al. beta Cell GHS-R Regulates Insulin Secretion and Sensitivity. *Int J Mol Sci.* 2021;22(8).
15. Ma X, Lin Y, Lin L, Qin G, Pereira FA, Haymond MW, et al. Ablation of ghrelin receptor in leptin-deficient ob/ob mice has paradoxical effects on glucose homeostasis when compared with ablation of ghrelin in ob/ob mice. *Am J Physiol Endocrinol Metab.* 2012;303(3):E422-31.
16. Bando M, Iwakura H, Ariyasu H, Hosoda H, Yamada G, Hosoda K, et al. Transgenic overexpression of intra-islet ghrelin does not affect insulin secretion or glucose metabolism in vivo. *Am J Physiol Endocrinol Metab.* 2011.
17. Granata R, Volante M, Settanni F, Gauna C, Ghe C, Annunziata M, et al. Unacylated ghrelin and obestatin increase islet cell mass and prevent diabetes in streptozotocin-treated newborn rats. *J Mol Endocrinol.* 2010;45(1):9-17.
18. Shankar K, Gupta D, Mani BK, Findley BG, Osborne-Lawrence S, Metzger NP, et al. Ghrelin Protects Against Insulin-Induced Hypoglycemia in a Mouse Model of Type 1 Diabetes Mellitus. *Frontiers in endocrinology.* 2020;11:606.
19. Mosa R, Huang L, Li H, Grist M, LeRoith D, and Chen C. Long-term treatment with the ghrelin receptor antagonist [d-Lys3]-GHRP-6 does not improve glucose homeostasis in nonobese diabetic MKR mice. *Am J Physiol Regul Integr Comp Physiol.* 2018;314(1):R71-R83.
20. Baena-Nieto G, Lomas-Romero IM, Mateos RM, Leal-Cosme N, Perez-Arana G, Aguilar-Diosdado M, et al. Ghrelin mitigates beta-cell mass loss during insulinitis in an animal model of autoimmune diabetes mellitus, the BioBreeding/Worcester rat. *Diabetes Metab Res Rev.* 2017;33(1).

How the deposited data were processed for this re-analysis (not part of the article)

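Islet cells of WT and GKO (ghrelin-knockout) mice, 1 pool of islets from 4 mice at 8 weeks of age per genotype, were profiled by droplet-based single-cell RNA sequencing of transcript 3′ ends. The authors demultiplexed barcodes, mapped reads with STAR and counted UMIs per gene and barcode with Cell Ranger 5.0.1, with reads down-sampled across samples as required. The deposited values are these UMI counts, without scaling, for the barcodes called as cells. Numbers of genes and barcodes equal those the paper gives for the Cell Ranger output, so ambient RNA had not been removed. UMIs were found for 20690 genes in WT and 20438 genes in GKO, and the build of the genome is not named. The library depth was 158067110 UMIs in WT and 103511757 UMIs in GKO.

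Cells were rebuilt with R 4.3.3 and Seurat 5.3.0, following the Supplemental Methods. Barcodes with at least 500 genes and at most 10% mitochondrial UMIs were kept. Counts were log-normalized, 2000 variable genes were chosen, and an exact principal component analysis was made. Louvain clustering used 20 components and a resolution of 1.2. A doublet score was computed as the share of artificial doublets among nearest neighbors, with pN 0.1 and pK 0.27 for WT and 0.005 for GKO, and the top 7.6% of each library were called. Clusters with more than 30% called doublets and no specific gene were removed. A further clustering with 15 components and a resolution of 0.6 was used to remove ductal-like and acinar-like cells, and a last one with 20 components and a resolution of 0.2 gave the cell types. A cluster could take only the name of the fixed marker set that scored highest in it. At least 3 markers of that set had to be detected, and names are given with "-like". CellBender was not run, because it needs droplets without cells.

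UMIs were summed per library and cell type for the 10 cell types with at least 50 cells in each library, and scaled to CPM over all UMIs of the sum. Log2 ratios are of GKO to WT, with exact Poisson intervals for the ratio of 2 sums. Where 1 of the sums was 0, 0.5 was added to both in the tables of alternatives. Shares of cells have exact Clopper-Pearson intervals, and a count of 0 is given with the share that 3 counts would be. With 1 library per genotype no test was made, and no gene was called as changed. Shares of cells with a UMI were also taken after thinning each cell to 5000 or 2000 UMIs, with shallower cells left out. Spread across genes used genes with at least 100 CPM after thinning all sums to a common total. The ribosomal protein list holds 87 genes fixed by symbol, of which those with at least 10 UMIs in a cell type were used, and it was compared with 10000 random lists matched gene by gene on mean expression among the 50 nearest genes.

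Genes named in the text were chosen by a rule. They are the hormone genes, Ghrl and Ghsr, every gene the Results name from these data, the 3 largest rises and falls of Supplemental Table 3, and in 6 cell types the 3 genes with the largest rise and the 3 with the largest fall. The last group was taken among genes with at least 50 CPM in 1 library, 20 UMIs in each and 200 in both together, without the marker genes of cell types. Values on the scale of the Supplemental Tables were computed only to set them beside the tabulated ones. Transcript lengths came from the GENCODE vM21 basic annotation, which matched 14624 of the 14665 genes with at least 100 UMIs in islet cells. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and TMM factors came from edgeR 4.0.16.

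Sums, intervals and lists were tested on simulated data drawn as Poisson counts from the pooled profile of a cell type at the observed totals, with known genes changed. In β-like cells the 95% intervals held the true value for 190 of 200 changed genes and 944 of 1000 unchanged genes, and in δ-like cells for 196 of 200 and 942 of 1000. A list of genes lowered by 0.15 (log2) lay at percentile 0 in both, and an unchanged list at percentiles 23.8 and 71.2.

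The alternatives, set before the data were examined, changed the limits on genes and mitochondrial UMIs (1000 genes, 20%), doublet removal (none, every called doublet, pK 0.01), the last clustering (resolution 0.6) and the variable genes (3000, or without hormone genes). They also changed the total for CPM (without hormone genes, or without ribosomal protein and mitochondrial genes), the scaling (TMM), the weight of cells (equal, or thinned), the subtraction of free RNA, the CPM limit for the spread (20) and the ribosomal protein list (a shorter one). A further 2 alternatives were added after the data were seen.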

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

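The test of free RNA in this part was chosen only after the result was seen.

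In the WT library 6 barcodes had more than 1000 Ghrl UMIs, against 0 in the GKO library, a signal in single cells that the paper does not report on. They had 12415, 8009, 7458, 7397, 6222 and 1483 Ghrl UMIs, between 8.42% and 40.9% of all their UMIs, and together 42984 of the 43634 Ghrl UMIs of the library. Free RNA would give a low, even level in all droplets. The highest count of any other WT barcode was 3, against 1483 in the lowest of the 6, which argues against free RNA as their source. None of the 6 was a called doublet, although 4 lay in a cluster removed for its share of called doublets, 1 was placed among γ-like cells and 1 among B cell-like cells. 1 of the 4 also held 4100 Sst and 1705 Ppy UMIs, as a droplet shared with other endocrine cells would. The others of the 6 each held at most 8 Gcg, 40 Ins1, 117 Ins2, 24 Ppy and 11 Sst UMIs. For them these counts argue against a droplet shared with a hormone-rich endocrine cell. Whether they shared a droplet with a cell of another kind was not tested, but a shared droplet still needs a cell rich in Ghrl. As a hypothesis, these barcodes may hold ghrelin-producing cells, whose transcript the knockout removes or lowers. Cells carried over from tissue around the islets stay open as their source, since no test addressed where the cells came from.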

How the results depend on the processing

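The subtraction of free RNA with the share from endothelial-like cells alone, and the spread of log2 ratios without Ghrl, were chosen after seeing the data. No paired analysis was possible because each genotype had 1 pool of mice. The number of cells limits the rare cell types, and with every called doublet removed too few activated stellate-like cells remained in WT (0.714% of islet cells) for the ribosomal protein list.

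The log2 ratios of the 52 pairs of named gene and cell type gave 779 values under alternatives, of which 644 lay within the counting interval of the reported value, 128 moved beyond it in the same direction and 7 were reversed. With every called doublet removed, Gcg in β-like cells was −0.76, and in activated stellate-like cells Cxcl2 was 0.57 and Clu 0.12. Hba-a1 in endothelial-like cells was −0.28 with at least 1000 genes per cell, −0.30 with no doublet removal, −0.28 with 3000 variable genes and −0.30 with hormone genes left out of the variable genes. The cause was not tested.

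Of 186 alternative values of cell type shares, 146 stayed within the interval and 40 moved. The share of β-like cells in WT was 30.4% with no doublet removal, 33.6% with every called doublet removed and 29.8% with pK 0.01, and in GKO it was 12.6% with pK 0.01. With every called doublet removed, the WT shares of activated stellate-like (0.714%) and quiescent stellate-like cells (1.61%) were also lower than reported. The share of B cell-like cells moved below its interval in both genotypes under 4 alternatives, the furthest with at least 1000 genes per cell (0.550% in WT and 1.17% in GKO). The share of β-like cells was lower in GKO under all 8 alternatives. The order of the genotypes changed for γ-like and Gpr37l1+ stellate-like cells, under 2 alternatives each.

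The median of the ribosomal protein list changed sign in 15 of 157 values. In β-like cells it was −0.015 with every called doublet removed, −0.079 with CPM without hormone genes, −0.098 with TMM scaling and −0.11 with free RNA subtracted. The scaling values follow from the total alone. In proliferating-like cells it was −0.14 with CPM without hormone genes and −0.19 with TMM scaling. In B cell-like cells it was 0.13 with at most 20% mitochondrial UMIs, 0.16 with no doublet removal, 0.035 with equal weight per cell and 0.062 with cells thinned to 5000 UMIs, and against random lists 0.037 with 20% and 0.050 with no doublet removal. In R-macrophage-like cells it was −0.0024 with every called doublet removed, −0.012 with 3000 variable genes, −0.022 with CPM without hormone genes, −0.0026 with equal weight and −0.017 with thinned cells, and against random lists 0.026 with 3000 variable genes, 0.017 with equal weight and 0.0049 with thinned cells. The distance to random lists in β-like cells was −0.10 with thinned cells and −0.21 with free RNA subtracted, and in δ-like cells −0.061 with 3000 variable genes and −0.092 with free RNA subtracted. It stayed below 0 in β-like and δ-like cells under all 16 alternatives.

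The SD of log2 ratios moved in 58 of 147 values and the share of genes above 0 in 44 of 147. The number of cell types with fewer than 50% of genes above 0, 1 as reported, was 0 with at least 1000 genes per cell, 2 with hormone genes left out of the variable genes, 2 with CPM without hormone genes, 2 with CPM without ribosomal protein and mitochondrial genes, and 4 with thinned cells.

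For hormones, clusters made with all variable genes gave 0.086 for Gcg in α-like, −0.026 for Ppy in γ-like and 0.0091 for Sst in δ-like cells. With free RNA subtracted the ratios were 0.027 for Gcg, −0.11 for Ins1, −0.054 for Ins2, −0.066 for Ppy and −0.039 for Sst, the last of which was reversed. The share of free RNA set for this subtraction was 15.3% in WT and 15.1% in GKO, because R-macrophage-like cells with many hormone UMIs entered it, against 2.21% and 2.30% from endothelial-like cells alone. With the latter share, Gcg in β-like cells was 0.16.

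Shares of cells with a UMI fell with depth by construction. With cells thinned to 5000 UMIs they were 11.2% (WT) and 13.5% (GKO) for Ghsr in δ-like cells, 21.3% and 34.6% for Arg1 in α-like cells and 79.8% and 91.6% in δ-like cells, and for Pde10a 31.8% and 44.7% in α-like, 12.6% and 19.7% in β-like and 38.0% and 48.0% in δ-like cells. With cells thinned to 2000 UMIs they were 9.71% and 17.6% for Arg1 in α-like and 50.5% and 66.4% in δ-like cells, and for Pde10a 15.9% and 24.4% in α-like, 5.37% and 9.05% in β-like and 19.4% and 26.3% in δ-like cells. In each of these pairs the share was higher in GKO.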

Differences from the paper's values

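Supplemental Table 3 gives the paper's average log2 fold change of Gcg in β cells as 0.48813. On the same scale the value here was 0.387. None of the alternatives computed on this scale gave the paper's value exactly. The nearest were the doublet score with pK 0.01 in both libraries, which came close (0.475), and the last clustering at a resolution of 0.6 (0.444). TMM scaling, the changed totals for CPM, equal weight per cell and the subtraction of free RNA have no value on this scale. The value was 0.347 with at least 1000 genes per cell, 0.230 with at most 20% mitochondrial UMIs, 0.323 with no doublet removal, −0.774 with every called doublet removed, 0.376 with 3000 variable genes, 0.349 with hormone genes left out of the variable genes and 0.406 with cells thinned to 5000 UMIs.

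The paper names a cluster of monocyte-derived macrophages. Here no cluster took this name, and 2 other clusters, B cell-like (340 cells) and proliferating-like (209 cells), were named. No cluster took it under any of the 8 other ways of filtering and clustering either. Of the B cell-like cells, 14.1% had a Ly6c2 UMI and 54.7% a Cd86 UMI, the genes that the paper used as markers. The lack of the name thus does not show that such cells were absent.

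The paper describes islet Ghsr expression as unaltered. The log2 ratio of Ghsr in δ-like cells was 0.31, with a counting interval of 0.10 to 0.53. The shares of δ-like cells with a UMI had intervals that overlapped, although each share lay outside the interval of the other genotype. In β-like cells the ratio was 0.88 (0.29 to 1.45), at a far lower level (0.783 and 1.44 CPM), and the shares with a UMI, 2.54% in WT and 4.40% in GKO, had intervals that overlapped. The level in β-like cells was not told apart from the background in endothelial-like cells. With 1 pool per genotype, whether either ratio exceeds the difference between pools of mice is not known.

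The paper ranks activated stellate and endothelial cells highest by the number of differentially expressed genes per cluster size. The SD across genes, which counts no genes, ranked activated stellate-like cells above all 4 endocrine-like types. Endothelial-like cells (0.35) lay below γ-like cells (0.47, or 0.23 without Ghrl) and R-macrophage-like cells (0.37). Proliferating-like (0.75) and B cell-like cells (0.61, or 0.49 without Ghrl) had the highest values, but neither is among the paper's clusters. The interquartile range of proliferating-like cells was 0.30, so their SD came from fewer genes with large changes.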

Other observations

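The tests of mitochondrial transcripts, of hormone transcripts in WT R-macrophage-like and activated stellate-like cells, of Cd74 and H2-Ab1, of Try5 and Reg2 and of the GKO barcode with Ghrl were chosen only after the result was seen, as were the median and the removal of 10% of cells for Gcg and the count of cells with at least 10 Cd74 UMIs.

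Lower levels of ribosomal protein transcripts in GKO go with transcript length. In 10 of 10 cell types, short genes outside the list (up to 600 nucleotides) lay below the central 95% of lists of long genes (at least 1500 nucleotides) of the same expression. Their medians lay between −0.37 and 0.015, against −0.043 to 0.24 for the long genes. Within the list, rho of log2 ratio and length was between 0.387 and 0.548. Expression level alone is argued against, since the list lay below the central 95% of such lists in 9 of 10 cell types, the exception being R-macrophage-like cells at percentile 71.1. In β-like cells short genes lay further below long genes (−0.053 against 0.12) than the list did (0.018 against 0.12). In α-like cells the list lay slightly further (−0.16 against 0.036) than short genes did (−0.13 against 0.053). The list was not compared with short genes of the same expression, so no part belonging to ribosomal proteins alone was isolated. Part or all of the fall may follow length, as a difference in RNA quality or library preparation between the 2 pools could give. An effect of genotype on short transcripts stays open, because genotype and preparation are the same split.

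Mitochondrial transcripts went both ways in GKO, with mt-Cytb and mt-Nd2 higher and mt-Nd3 and mt-Nd4l lower in the 4 endocrine-like types. Over the 13 protein-coding genes, the log2 ratio rose with the annotated length, with rho 0.610 in α-like, 0.571 in β-like, 0.698 in γ-like and, at the lowest, 0.516 in δ-like cells. The annotation gives each gene a length of its own, and the length of the RNA that carries it was not measured. Annotated length, or a property that goes with it, may have a part in the contrast, but these values cannot assign it to RNA length. The 2 longest transcripts, mt-Nd5 (1824 nucleotides) and mt-Co1 (1545 nucleotides), rose less than mt-Cytb and mt-Nd2 in all 4 types. In β-like cells they rose by 0.11 and 0.18, against 0.29 for mt-Cytb (1144 nucleotides) and 0.30 for mt-Nd2 (1038 nucleotides). These values argue against length alone as the cause of the rise of the 2 named genes. Genotype stays open as for the ribosomal proteins.

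Hormone transcripts were found in cells that do not make them. If free RNA entered every droplet alike, hormone UMIs in endothelial-like cells would not rise with the cell's other UMIs (slope 0 on log scales), and if they came from the cell they would rise in proportion (slope 1). The slope was 0.606 in WT and 0.390 in GKO, so free RNA and other sources cannot be told apart by it. In WT R-macrophage-like and activated stellate-like cells the mean was 2479 and 1912 hormone UMIs per cell, against 89.6 in endothelial-like cells. The lower of these is 21.3 times the endothelial-like value, which argues against free RNA as the source. The medians, 84 and 67 against 57, were at most 1.47 times as high, and the top 10% of cells held 90.4% and 92.1% of the hormone UMIs. This is consistent with droplets shared with a β cell.

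Gcg was higher in GKO β-like cells (log2 ratio 0.31). Free RNA is argued against as the whole cause, since Gcg fell in endothelial-like cells (−0.20, interval −0.24 to −0.15). A part stays open, since the ratio was 0.16 after free RNA had been subtracted with the share from endothelial-like cells alone. Droplets shared by an α and a β cell are argued against as the whole cause by the test set in advance, in which the ratio was 0.44 (0.43 to 0.45) without the 2% of β-like cells richest in Gcg. The size and sign of the ratio still rest on which Gcg-rich cells are kept. It was 0.37 without the richest 10%, −0.76 without the 69 WT and 55 GKO β-like cells called as doublets with the paper's pK, and 0.17 without the 208 and 38 called with pK 0.01. The median per β-like cell was 368 CPM in WT and 467 CPM in GKO, a log2 ratio of 0.35. Shared droplets may therefore set part of the value, and genotype stays open for the rest.

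The lower share of β-like cells in GKO was set against loss by lysis, which the paper's proposal of greater fragility would entail. Lysed β cells would leave more free insulin transcript per remaining β cell. Insulin transcripts reached 5960 CPM in WT and 4831 CPM in GKO endothelial-like cells, while β-like cells held 51.7% and 29.6% of the UMIs of the libraries. Per percent of UMIs in β-like cells, the GKO value was 1.42 times the WT value (1.39 to 1.45). Per percent of islet cells that were β-like it was 1.83 times. The test did not fix in advance which share to use. These values are consistent with more lysis in GKO, if the insulin transcripts in endothelial-like cells are free RNA, which the slope above left open. Removal of β cells by the filters is argued against, since insulin led the hormone transcripts, with at least 10% of UMIs, in 14.3% of all GKO barcodes and 30.4% of WT barcodes. Among barcodes that failed the filters, insulin led in 18.2% and 15.2%. A lower share of β cells in the GKO pool itself stays open.

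Cd74 and H2-Ab1 were higher in GKO endothelial-like cells. RNA of R-macrophages would bring C1qa, C1qb and C1qc with it, and these rose by 65.4% of what the ratio in R-macrophage-like cells requires. Of the 20 GKO endothelial-like cells with at least 10 Cd74 UMIs, 13 had no C1q UMI, where that ratio would leave 0.0094 cells. This argues against R-macrophage RNA as the whole cause, and a part stays open. RNA of B cells is argued against, since their 4 transcripts changed by −12.7% of the rise required. Over the 515 WT and 384 GKO cells without a C1q UMI, the log2 ratio was 2.54 for H2-Ab1 and 2.70 for Cd74, which argues against droplets shared with an R-macrophage as the whole cause. Without the cells with a C1q UMI, however, Cd74 in GKO was 288 CPM against 559 CPM with them, so such droplets may hold a part of it. RNA of another antigen-presenting cell was not tested. Expression in endothelial cells that differs with genotype may remain as a hypothesis, beside these.

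Try5 and Reg2 were lower in GKO endothelial-like cells. Free RNA of acinar cells would fall alike in all cell types. The 8 acinar markers, none of them Try5 or Reg2, together had a log2 ratio of −2.16 in endothelial-like cells, −1.02 to −0.48 in endocrine-like types and 0.53 in R-macrophage-like cells, with a fall in 9 of 10 cell types. Free RNA is thus argued against as the whole cause, and may give a part. With every called doublet removed Try5 was −0.16, so droplets with an acinar cell stay open for it.

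In the GKO library 1 barcode held 276 Ghrl UMIs, 1.69% of its UMIs. Reads of a WT cell with the same barcode sequence are argued against, since 0 of the WT barcodes with more than 1000 Ghrl UMIs had its sequence, and no other WT barcode did. By correlation across genes with these WT cells it ranked 81 of 7289 GKO barcodes (0.844, against a median of 0.712), and in a comparison seen earlier that left out hormone and mitochondrial genes it ranked 44. The barcodes that ranked closer were deeper, with a median of 45630.0 UMIs against 16296. Whether it is a cell of the same type cannot be told apart from a likeness that comes with depth. A wrong genotype of 1 cell or carryover between the libraries was not tested beyond the sequence.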
